# Genome-Scale Oscillations in DNA Methylation during Exit from Pluripotency

**DOI:** 10.1016/j.cels.2018.06.012

**Published:** 2018-07-25

**Authors:** Steffen Rulands, Heather J. Lee, Stephen J. Clark, Christof Angermueller, Sébastien A. Smallwood, Felix Krueger, Hisham Mohammed, Wendy Dean, Jennifer Nichols, Peter Rugg-Gunn, Gavin Kelsey, Oliver Stegle, Benjamin D. Simons, Wolf Reik

**Keywords:** pluripotency, embryo, stem cells, epigenetic, DNA methylation, dynamics, biophysical modeling

## Abstract

Pluripotency is accompanied by the erasure of parental epigenetic memory, with naïve pluripotent cells exhibiting global DNA hypomethylation both *in vitro* and *in vivo*. Exit from pluripotency and priming for differentiation into somatic lineages is associated with genome-wide *de novo* DNA methylation. We show that during this phase, co-expression of enzymes required for DNA methylation turnover, DNMT3s and TETs, promotes cell-to-cell variability in this epigenetic mark. Using a combination of single-cell sequencing and quantitative biophysical modeling, we show that this variability is associated with coherent, genome-scale oscillations in DNA methylation with an amplitude dependent on CpG density. Analysis of parallel single-cell transcriptional and epigenetic profiling provides evidence for oscillatory dynamics both *in vitro* and *in vivo*. These observations provide insights into the emergence of epigenetic heterogeneity during early embryo development, indicating that dynamic changes in DNA methylation might influence early cell fate decisions.

## Highlights

• Co-expression of DNMT3s and TETs promotes genome-scale oscillations in DNA methylation
• Oscillation amplitude is greatest at a CpG density characteristic of enhancers
• Cell synchronization reveals oscillation period and link with primary transcripts
• Multi-omic single-cell profiling provides evidence for oscillatory dynamics *in vivo*

## Introduction

In mammalian embryonic development, the segregation of lineages giving rise to different somatic tissues is associated with large-scale changes in DNA methylation (5-methylcytosine). Following fertilization, global loss of DNA methylation from both the maternal and paternal genomes is tightly linked with the acquisition of naïve pluripotency in the inner cell mass of the blastocyst (Lee et al., 2014). During the transition toward the primed pluripotent state, *de novo* methylation results in a global gain of this epigenetic mark (Auclair et al., 2014, Seisenberger et al., 2012, Smith et al., 2012, Wang et al., 2014). A similar event occurs *in vitro* when embryonic stem cells (ESCs) transition from naïve to primed states, before their exit from pluripotency (Ficz et al., 2013, Habibi et al., 2013, Leitch et al., 2013, Takashima et al., 2014, von Meyenn et al., 2016). During this transition, not only are the *de novo* methyltransferases (DNMT3A/B) dramatically upregulated but the hydroxylases that initiate removal of DNA methylation (ten-eleven translocase [TET1/2]) also remain highly expressed. This paradoxical observation suggests a dynamic system, with a constant turnover of cytosine modifications (Lee et al., 2014). This could lead to the development of heterogeneous epigenetic states, with potential consequences for gene expression and cell phenotype.

DNA methylation and chromatin dynamics have been modeled quantitatively in various genomic contexts in bulk data and in exquisite detail at single loci of biological significance (Atlasi and Stunnenberg, 2017, Berry et al., 2017, Bintu et al., 2016, Haerter et al., 2014). However, the recent availability of methylome information from single-cell whole genome bisulfite sequencing (scBS-seq, Farlik et al., 2015, Smallwood et al., 2014) provides an unprecedented opportunity to study DNA methylation dynamics in the whole genome in cells undergoing a biological transition. Indeed, scBS-seq studies have already revealed profound methylation heterogeneity in ESCs, particularly in enhancers (Farlik et al., 2015, Smallwood et al., 2014).

Here, we combine single-cell sequencing with biophysical modeling to study how DNA methylation heterogeneity arises during the transition from naïve to primed pluripotency, using both *in vitro* and *in vivo* assays. We find evidence for genome-scale oscillatory dynamics of DNA methylation during this transition, with a link to primary transcripts, suggesting that heterogeneity can be created by molecular processes, not only locally but also on the genome scale.

## Results

### Heterogeneous Methylation Distributions in Primed ESCs

To study DNA methylation during the phase of lineage priming, we began by considering ESCs, which serve as a powerful *in vitro* model for cells transiting from naïve through primed pluripotency and into early cell fate decision making (Kalkan et al., 2017). Extending previous reports (Smallwood et al., 2014), we analyzed scBS-seq data separately for ESCs cultured under naïve (“2i”) and primed (“serum”) conditions (STAR Methods). We found that primed ESCs had increased variance at several genomic annotations associated with active enhancer elements (Figures 1A and Figure S1A), including H3K4me1 and H3K27ac sites (Creyghton et al., 2010) as well as low methylated regions (LMRs) (Stadler et al., 2011). Taking published H3K4me1 chromatin immunoprecipitation sequencing (ChIP-seq) data from primed ESCs (Creyghton et al., 2010) as a broad definition of enhancer elements, we found that individual primed ESCs had average DNA methylation levels varying between 17% and 86% at enhancers (Figures 1B and 1C). Notably, single ESCs were isolated from the G0/G1 phase (Smallwood et al., 2014), suggesting that DNA methylation variance is not explained by the cell cycle stage. Correlating global DNA methylation with replication timing obtained from previously published repli-seq data (Hiratani et al., 2010) confirmed that late-replicating regions did not have lower DNA methylation than early-replicating regions (Figure S1B). In contrast to primed ESCs, naïve ESCs showed minimal cell-to-cell variability at enhancers (Figures 1B and 1C, Figures S1C and S1D), and DNA methylation heterogeneity was resolved upon differentiation to embryoid bodies (Figures S2A and S2B). This suggests that DNA methylation variance at enhancers is a unique feature of primed pluripotency. Although other genomic contexts showed proportionately less variability, levels of DNA methylation at these sites were found to be tightly correlated with those at enhancer regions and highly coherent for CpG-poor elements (Figure 1D, Figures S1A and S1C, and Table S1). DNA methylation heterogeneity in enhancer regions is, therefore, a reflection of coherent (i.e., synchronized) changes that affect DNA at the genome scale within individual cells. In the results described in this article, we will use global DNA methylation levels at enhancers as a representation of global DNA methylation in CpG-poor regions.

**Figure 1:**
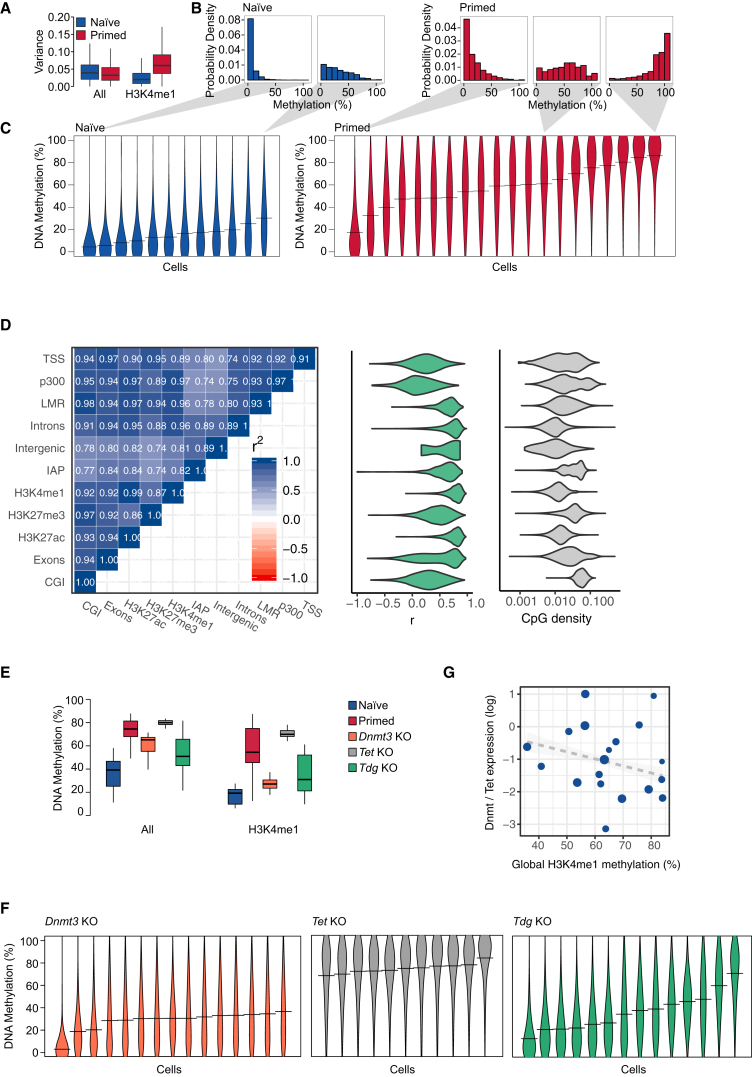
Correlated Heterogeneity in DNA Methylation (A) DNA methylation variance in naïve and primed ESCs compared for 3 kb tiles over the whole genome (All) or for enhancer elements defined using published H3K4me1 ChIP-seq data (Creyghton et al., 2010). The difference between serum and primed conditions was statistically significant (t test, p smaller than machine precision). (B and C) Analysis of DNA methylation at H3K4me1 sites in individual naïve and primed ESCs. Each histogram (B) and violin (C) represents an individual cell, and shaded triangles indicate where the same cell is shown in (B) and (C). (D) Left: Correlation heatmap for DNA methylation in different genomic features (Table S1). For every single cell, average DNA methylation levels were calculated for each genomic feature. Correlations between genomic features were then calculated using all single cell averages. (Table S1). Middle: Distribution of Pearson’s correlation coefficient between methylation levels at specific regions and global average H3K4me1 methylation. Right: Distributions of CpG densities in the same features, as defined by the number of CpGs divided by the number of base pairs. (E) Box plots showing the distribution of mean methylation rates for *Dnmt3a/b*, *Tet1-3*, or *Tdg* knockout (KO) and for wild-type ESCs in naïve and primed conditions for 1 kb tiles over the whole genome (All), or for those tiles overlapping H3K4me1 sites. Note that the effect of *Dnmt3* KO is specific to tiles overlapping H3K4me1 sites. (F) Violin plots of DNA methylation at H3K4me1 sites for individual *Dnmt3a/b*, *Tet1-3*, or *Tdg* KO ESCs cultured in primed conditions. (G) Scatter plot comparing average DNA methylation at H3K4me1 sites and transcription of DNA methylation modification enzymes in scM&T-seq data (Angermueller et al., 2016) from the “more pluripotent” sub-population of primed ESCs (see Figure S2C). Specifically, the y axis shows the sum of log-expression values of *Dnmt3* genes divided by the sum of log expression values of *Tet* genes. The size of the dots is proportional to the global methylation coverage.

To assess DNA methylation heterogeneity in different transcriptional states, we used scM&T-seq to profile in parallel the methylome and transcriptome of individual ESCs (Angermueller et al., 2016). In analogy to previous work (Chambers et al., 2007, Hayashi et al., 2008, Singh et al., 2007, Toyooka et al., 2008), primed ESCs were classified into 3 subpopulations, based on hierarchical clustering of 86 pluripotency and differentiation genes (Table S2), as previously described (Figure S2C) (Kolodziejczyk et al., 2015). *Rex1*-high, “more pluripotent,” ESCs showed a wide range of average DNA methylation levels at enhancers, similar to the broad distribution seen in the primed ESC scBS-seq data (Figures 1B and 1C; Figure S2C). However, “differentiation primed” ESCs and those “on the differentiation path” had uniformly high average methylation levels at enhancer elements (Figure S2C).

Methylation of cytosine residues is catalyzed by the *de novo* DNA methyltransferase (DNMT3A/B) enzymes, while TET1/2/3 enzymes act in a multi-step process that can remove DNA methylation (Wu and Zhang, 2014). Primed ESCs express both *Dnmt3a/b* and *Tet1/2*, while naïve ESCs express *Dnmt3a/b* at much reduced levels (Figure S2B), raising the possibility that DNA methylation heterogeneity is dependent on this paradoxical co-expression (Lee et al., 2014). Consistently, we observed a loss of heterogeneity at enhancers during differentiation to embryoid bodies, where *Tet* and *Dnmt3* are downregulated (Figures S2A and S2B). Furthermore, in primed ESCs, deletion of *Dnmt3a/b* resulted in homogeneously low DNA methylation levels, while loss of *Tet1-3* led to uniformly high DNA methylation at enhancers (Figures 1E and 1F).

How does strongly correlated DNA methylation heterogeneity arise during the transition from naïve to primed pluripotency? One possibility is that methylation differences between primed ESCs reflect slow dynamic changes in the expression of DNMT3A/B and TET1/2 arising, for example, through transcriptional state switching (Singer et al., 2014). However, although DNA methylation heterogeneity is dependent on the co-expression of genes that drive methylation and demethylation (Figures 1E and 1F), analysis of scM&T-seq data (Angermueller et al., 2016) shows that global methylation levels (i.e., genome-wide mean methylation rates) are largely independent of expression (Figures 1G and S2D, R^2^ = 0.06). Moreover, DNA methylation is dynamic in primed conditions (Singer et al., 2014) and, as a system in steady-state, it follows that such dynamics must be recurrent. Such behavior could be achieved by DNA methylation switching stochastically and reversibly between distinct average levels or, alternatively, by continuously oscillating. Crucially, since we observe strong genome-wide coherence in DNA methylation levels (Figure 1D), such recurrent changes must be correlated across the genome, i.e., the methylation state of many loci must be synchronized within individual ESCs.

### Modeling Dynamics of DNA Methylation

To assess whether DNA methylation turnover could give rise to oscillatory dynamics, we turned to modeling. Notably, our approach was constrained by the genome-wide coherence of DNA methylation, which placed emphasis on us finding a description based on collective degrees of freedom. We therefore questioned how collective dynamics in DNA methylation could emerge despite the plethora of complexities that can influence methylation locally across the genome.

We began by considering the dynamics of a single CpG site, which can assume different states, including an unmodified cytosine (C), a methylated cytosine (5mC), a hydroxymethylated cytosine (5hmC), and other states. Notably, the biochemistry of DNA methylation turnover involves a cyclical process: the binding and action of DNMT3A/B drives conversion of C to 5mC (Baubec et al., 2015, Jia et al., 2007), while demethylation occurs through a sequence of intermediary steps, each requiring the binding and release of enzymes, and ultimately the excision of intermediates and DNA repair or DNA replication (Figure 2A). DNMT3A/B has been shown to bind cooperatively to DNA (Emperle et al., 2014), implying that *de novo* methylation is autocatalytic. Meanwhile, the removal of DNA methylation leads effectively to a time delay, Δt, between the removal of the 5mC mark and the re-establishment of the unmodified cytosine. Given the known coupling between histone modifications, chromatin remodeling, and DNA methylation (Du et al., 2015, Iurlaro et al., 2017), it is likely that these different levels of regulation contribute to the non-linear feedback of DNA methylation on itself. Mathematically, we reasoned that the time evolution of C and 5mC concentrations, c(t) and m(t), averaged across the genome of individual ESCs, can therefore be captured by the minimal set of coupled rate equations (STAR Methods),

(Equation 1) $$\dot{c}\left(t\right)=k\;m\left(t-\Delta t\right)-r\;c\left(t\right)m\left(t\right),\;\dot{m}\left(t\right)=r\;c\left(t\right)m\left(t\right)-k\;m\left(t\right),$$

with k and r defining effective chemical conversion rates from C to 5mC and 5mC to C, respectively. If the time delay Δt is sufficiently long, *de novo* methylation of initially hypomethylated genomic regions will result in a rapid depletion of the pool of unmodified cytosines, which is then filled again due to the delayed conversion of 5mC to C. This can then lead to sustained oscillations in the levels of C and 5mC through a Hopf bifurcation (Figures 2B and 2C). Although the effective conversion rates k and r are unknown, the fact that the model predicts coherent oscillations for low values of kΔt suggests that coherent oscillations can occur under biologically relevant conditions. Indeed, distributions of methylation rates obtained from numerical simulations of the full stochastic dynamics (STAR Methods) resemble closely the experimental distributions (Figure 2D and Video S1). This suggests that DNA methylation oscillations can emerge due to the non-linearity of DNMT3 binding, even if the expression of DNMT3s and TETs remains constant over time.

**Figure 2:**
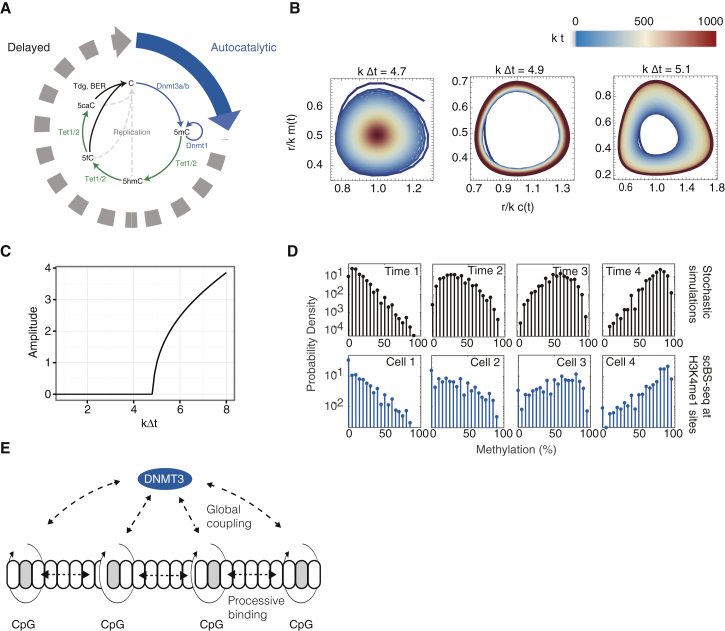
Biophysical Modeling of DNA Methylation Turnover Predicts Global Oscillations in DNA Methylation (A) Schematic summarizing the biochemical processes involved in the turnover of cytosine modifications and a biophysical model comprising autocatalytic *de novo* methylation and time-delayed demethylation. (B) Numerical solution of Equation 1 for dimensionless concentrations of (un-)methylated CpGs for various values of the dimensionless delay time kΔt (see main text and STAR Methods). Color denotes time, such that early times are blue, intermediary times are yellow, and late times are red. (C) Amplitude of oscillations (arbitrary units) as a function of the dimensionless time delay. (D) Top: Distributions of methylation rates at H3K4me1 sites as obtained from stochastic simulations. Panels show different time points. Bottom: Exemplary distributions of DNA methylation rates at H3K4me1 sites in different cells obtained from scBS-seq (Smallwood et al., 2014). (E) Schematic summarizing global and local modes of coupling of CpGs via DNMT3a/b binding.

Video S1. Stochastic Simulation of Oscillatory DNA Methylation Turnover, Related to Figures 2, Figure S3, and STAR Methods

Although this minimal model captures the essence of how global oscillations may emerge from the biochemistry of methylation turnover, its validity relies implicitly on a mechanism by which information on methylation levels is transported across the genome. How can such collective behavior arise, given the known heterogeneity of local factors influencing DNA methylation? To answer this question, we developed a more *ab initio* model, considering the stochastic dynamics of individual CpG sites, which, according to the biochemistry, cycle through multiple chemical states stochastically with a locus-specific rate. We hypothesized that coherent collective dynamics can emerge through the autocatalytic binding of DNMT3A/B. These enzymes can methylate multiple neighboring CpGs at the same time, leading to their effective short-range coupling (Haerter et al., 2014). At the same time, DNMT3A/B preferentially bind to 5mC, which represses active degradation of these enzymes (Sharma et al., 2011) and thereby leads to global positive feedback on DNA methylation (Figure 2E). We took both local and global feedback to be locally heterogeneous, mirroring local variations in enzyme binding affinity (conferred, for example, by different chromatin contexts).

To investigate whether locally heterogeneous interactions can, in theory, give rise to global oscillations in DNA methylation, we successively combined neighboring CpGs into larger and larger blocks characterized by an average methylation level, starting from CpG-dense regions and progressing to CpG-poor regions (Figure S3G). Repeating this coarse-graining procedure, we defined the effective DNA methylation dynamics at the genome scale (STAR Methods). Specifically, during this process, neighboring blocks of CpGs become increasingly uncoupled, such that the coarse-grained local oscillatory phase dynamics is described by a model involving the global heterogeneous coupling of oscillators (a Kuramoto model),

(Equation 2) $${\dot{\Theta }}_{i}={\tilde{\omega }}_{i}+{\tilde{\kappa }}_{i}\sum_{j}{\tilde{\kappa }}_{j}\;\sin\left(\Theta_{j}-\Theta_{i}\right),$$

with continuously varying phase coordinates, $\Theta_{i}$, indexed by position along the genome, effective intrinsic frequencies ${\tilde{\omega }}_{i}$, and couplings ${\tilde{\kappa }}_{i}$. In common with the original minimal model, the heterogeneous Kuramoto model exhibits a transition (through Hopf bifurcation) to a state involving coherent collective oscillations when the average coupling through DNMT3A/B binding, or the local heterogeneities of binding affinities, are sufficiently strong, *viz*.

(Equation 3) $${\langle \tilde{\kappa }\rangle }^{2}+\langle {\left(\tilde{\kappa }-\langle \tilde{\kappa }\rangle \right)}^{2}\rangle \;\geq \;\frac{2}{\pi G\left({\tilde{\omega }}_{0}\right)}.$$

Here, $G\left({\tilde{\omega }}_{0}\right)$ denotes the value of the probability distribution of coarse-grained oscillator frequencies taken at its maximum (see STAR Methods).

This result suggests that coherent oscillations can occur due to local and global feedback by DNMT3A/B and that this effect is enhanced by heterogeneity in DNMT3A/B binding affinities. To challenge the viability of such a mechanism, it is key to test model predictions under different perturbations of DNA methylation turnover. Fortunately, the local heterogeneity of DNMT3 binding affinities provides such perturbations throughout the genome. From the model, there emerge two key predictions of how the amplitude and frequency of oscillations changes throughout the genome. First, if oscillations are intrinsic to the DNA methylation machinery (rather than imposed by an extrinsic driving oscillator), the local frequency of oscillation should, at least transiently, be proportional to the local DNMT3A/B binding affinity. Second, if DNMT3A/B mediates global coherence in the phase of DNA methylation oscillations across the genome, the amplitude in a given genomic region will be proportional to the local rate of DNMT3A/B binding.

### Evidence for Rapid DNA Methylation Oscillations upon Serum Priming

To test the model predictions and obtain more direct evidence for genome-scale DNA methylation oscillations, we next considered an *in vitro* “2i release” model in which cells were transferred from naïve 2i to primed serum culture conditions and bulk cell samples were collected for BS-seq over a subsequent time course (Figure 3A). As naïve ESCs show homogeneously low DNA methylation levels (Figure 1C), we reasoned that the transfer from naïve to primed conditions might synchronize their entry into an oscillatory phase, allowing direct evidence for oscillations to be acquired from population-based measurements. Notably, we detected evidence for rapid oscillations in the mean methylation rate over H3K4me1 enhancer domains, with a period of approximately 2–3 hr (Figure 3A and Figure S4A). Oscillations in global methylation were also observed in other genomic contexts, such as CpG-poor promoters and exons (Figures 3B, and 3C and Figures S4B and S4C). Spectral analysis confirmed enriched oscillations in H3K4me1 (p = 0.05) and H3K27ac elements (p = 0.007), as well as exons (p = 2e−4), introns (p = 8e−7), promoters (p = 0.01), and the whole genome (p = 1e−51) (Figure 3D and Figure S4C). In agreement with the model, the period of oscillations during the release differed between genomic elements (Figure 3D and Figure S4C), being longer at specific enhancer regions known to repel DNMT3 binding (Ooi et al., 2007) than at other genomic regions, such as promoters or exons. Indeed, this initial heterogeneity suggests that oscillations in DNA methylation are not driven extrinsically by a single global (genetic) oscillator, such as Hes1 (Kobayashi and Kageyama, 2011), which would lead to the same single harmonic across the genome.

**Figure 3:**
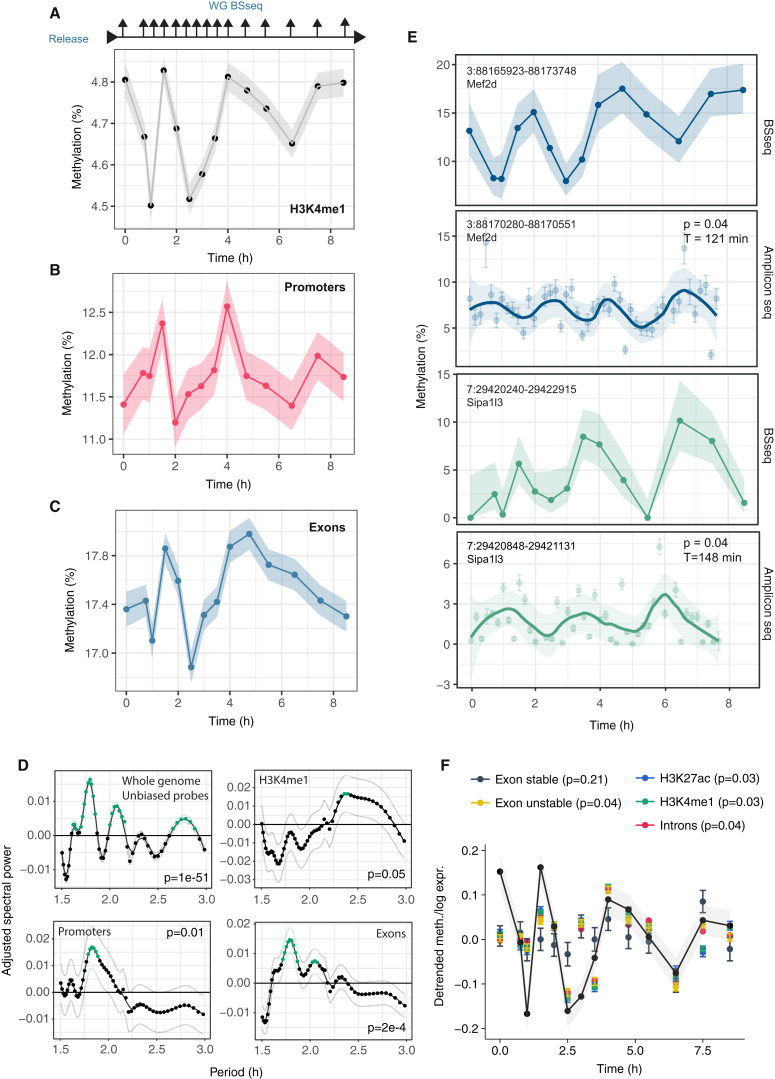
Oscillatory Dynamics of DNA Methylation during Transition from Naïve to Primed Pluripotency *In Vitro* Naïve ESCs were transferred to primed conditions in two independent “2i release” experiments. In the initial experiment, triplicate samples were collected at each time point, and BS-seq and RNA-seq libraries were prepared (A–F). In the second, single samples were collected at each time point and AmpBS-seq data are presented in (D). (A) Average DNA methylation at H3K4me1 sites over the time course. For the average, we took into account 50% of enhancers with the highest coverage depth over the time course (n = 10,324). (B) Average methylation at promoter regions (n = 637) and (C) exons (n = 4,990). (D) Average spectral densities for different genomic features calculated from whole genome BS-seq data (see also Figure S4C and STAR Methods). Green dots denote significant enrichment of a given period (p < 0.05). Thin lines denote standard errors. (E) Methylation levels at exemplary enhancer elements as measured by BS-seq (top) and AmpBS-seq (bottom). For the BS-seq experiment, dots denote methylation calls, and shaded regions signify standard errors. For the AmpBS-seq experiment, dots are methylation calls, error bars are 68% binomial confidence intervals, lines represent Loess interpolations, and shaded regions represent standard errors of the Loess interpolations. Lomb-Scargle spectral analysis was performed on the AmpBS-seq time course (STAR Methods). (F) Comparison between the DNA methylation time course in H3K4me1 regions (see also Figure 3A) and average log-expression in different genomic contexts after the removal of slow trends (STAR Methods). Shaded regions and error bars in (A)–(D) and (F) represent standard errors.

At first sight, the modest amplitude of oscillations may seem to indicate that the scale of oscillatory dynamics is limited; however, global averages in bulk measurements represent only the residual signal after averaging over many noisy elements and may be confounded by cell-to-cell variability in the timing of DNMT3A/B upregulation upon priming, such that these measurements provide only a lower bound for the true local amplitude of DNA methylation oscillations. Indeed, oscillations with substantially greater amplitude were found upon inspection of specific H3K4me1 sites (Figure 3E and Figure S4D). Oscillations were yet more subtle in a repeat experiment and could not be rigorously resolved with the coverage depth available in whole-genome BS-seq. To improve our ability to detect oscillations with lower amplitudes, we designed amplicon bisulfite sequencing assays (AmpBS-seq) to target 14 loci at H3K4me1 sites that showed evidence of oscillatory dynamics in the initial 2i release experiment (Table S3). We confirmed oscillations at 4 of these 14 loci in the second experiment using spectral analysis (Figure 3D and Figure S5A), while no oscillations were observed in cells that remained in 2i (Figure S5B). Furthermore, when considering a larger set of 35 loci by AmpBS-seq (Table S1 and Figures S5A and S5B), spectral analysis revealed significantly enriched oscillations compared to control (p = 0.05, Fisher’s test).

To explore the potential impact of methylation oscillations on transcription, we performed RNA sequencing after release from 2i conditions. To resolve rapid oscillatory dynamics, we normalized reads by long-lived transcripts (Sharova et al., 2009a), which are not expected to fluctuate on short timescales. With this approach, we found significant correlations between the expression of short-lived transcripts aligned to exons, enhancer regions, and introns with global DNA methylation levels (Figure 3F).

### Oscillations Are CpG Density Dependent

To further probe the mechanistic basis of methylation oscillations and challenge the model, we returned to the 2i release experiment to investigate whether oscillations were equally prevalent across the genome or preferentially enhanced in specific elements. The locally averaged distance between neighboring CpGs, or its inverse, the CpG density, defines a natural scale in the context of DNA methylation (Lövkvist et al., 2016). We therefore tiled the genome into windows of variable length but constant local sequencing coverage (50 informative CpGs) to account for varying CpG coverage (see Figure 4A). For each window, we then determined the CpG density and amplitude of oscillation upon 2i release, as defined by the excess variance over technical uncertainty. We found that the amplitude diverged at a characteristic value of the CpG density of around 2.5%, while oscillations were largely suppressed at CpG-rich regions (Figure 4B).

**Figure 4:**
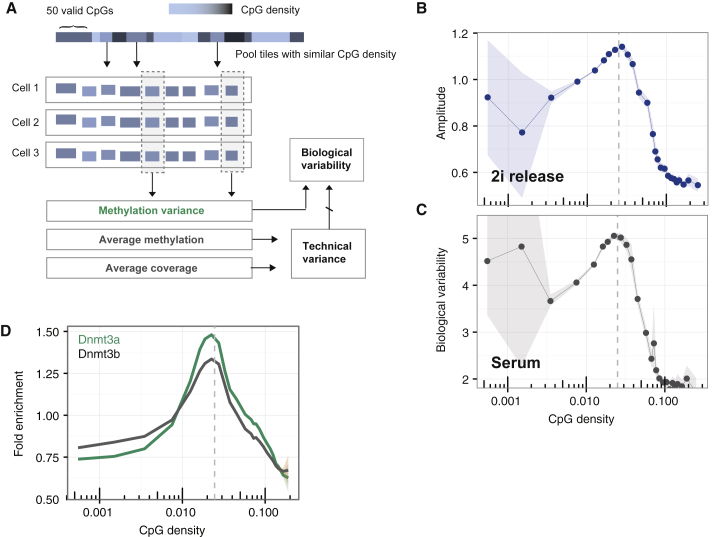
CpG Density Is a Key Parameter Defining Oscillatory Dynamics (A) Illustration of the analysis of CpG density-dependent methylation. The genome was segmented into tiles of 50 consecutive informative (i.e., at least one valid read) CpGs (unbiased probes). Regions with similar CpG densities were then grouped, and the average methylation level for a given CpG density, the variance between cells, and the average coverage in a given region were calculated. Biological variability was then determined as measured variance divided by technical variance, as an indicator of the amplitude of oscillation. (B) Amplitude of oscillations in DNA methylation following the transfer from naïve (2i) to primed conditions as a function of CpG density. Shaded regions denote 95% confidence intervals obtaind via bootstrapping. (C) Analogous analysis reveals biological variability as a function of CpG density in a long-term culture of primed ESCs (Smallwood et al., 2014). (D) Fold enrichment over input of DNMT3A/B binding as a function of CpG density. ChIP-seq data were analyzed similarly to Baubec et al. (2015). We tiled the genome into 1 kbp tiles with an overlap of 500 bp and added 8 pseudo-counts per element.

Based on this observation, we returned to the scBS-seq data for primed ESCs in steady state and calculated how much cell-to-cell variability in DNA methylation at a given region exceeds that expected from technical noise. To estimate biological variability for a given locus, and to account for confounding factors due to methylation variance, we followed previous work and considered the ratio of methylation variance across cells and the technical variance expected for a given combination of mean methylation and coverage (STAR Methods). Notably, we found the same CpG density-dependent divergence as for the amplitude of oscillations after 2i release (Figure 4C), consistent with our hypothesis that methylation heterogeneity in primed ESCs derives from oscillatory dynamics. Moreover, the divergence in the strength of oscillations coincides with the measured CpG density-dependence of DNMT3A/B binding (Figure 4D), as obtained from previous studies based on ChIP-seq measurements (Baubec et al., 2015), suggesting that, in agreement with the model, coherence is mediated through DNMT3A/B binding.

### Evidence for Coherent Oscillations in DNA Methylation *In Vivo*

Noting that the transcriptional and epigenetic changes that occur in ESCs following their transfer from naïve to primed conditions resemble those seen *in vivo* during the exit from pluripotency (Kalkan et al., 2017), we then questioned whether oscillatory DNA methylation dynamics can be observed in the embryo. Indeed, during this transition (E4.5 to E5.5 epiblast), there is a substantial increase of *Dnmt3a* and *b* transcript levels, while *Tet1* remains highly expressed (Boroviak et al., 2015, Mohammed et al., 2017), suggesting that the co-expression of these enzymes could drive oscillations. We therefore analyzed parallel scM&T sequencing of epiblast cells at E4.5, E5.5, and E6.5 (Argelaguet et al., unpublished). 

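In scM&T sequencing the DNA and the RNA of a single cell are separated, so that bisulfite sequencing and Smart-seq2 RNA sequencing come from the same cell. The RNA of the embryo cells is described here, and their DNA methylation is not analysed here. The authors deposited the number of reads counted on each of 22084 genes in 264 cells, without normalization. The labels assign 91 cells to 5 embryos at E4.5, 80 cells to 1 embryo at E5.5 and 93 cells to 2 embryos at E6.5. These are cells with RNA counts. The labels of the bisulfite data name 96 cells at E6.5, the number the paper gives, and 91 and 80 at the other stages. The paper gives 4 embryos at E4.5. At E4.5, between 477 and 2632015 reads per cell were counted on genes, with a median of 786721. At E5.5 the range was 582 to 3772599 with a median of 1340268, and at E6.5 it was 32 to 8904445 with a median of 984694. Cells with at least 50000 reads and at least 2000 detected genes were kept, which left 75 cells at E4.5, 59 at E5.5 and 83 at E6.5. These cells had a median of 6985 detected genes at E4.5, 5242 at E5.5 and 9304 at E6.5. Cells had been picked one at a time with a pipette, and no doublets were called. Expression per cell was taken as log2(CPM + 1), where CPM are counts scaled by the reads of the cell. The embryo was the replicate, and cells of 1 embryo were not treated as replicates. The only embryo at E5.5 leaves that stage without a replicate. Smart-seq2 reads carry no molecular identifiers. Intervals on shares of cells cover counting error only, since cells of 1 embryo are not independent.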

Once again, we observed cell-to-cell variability in the levels of DNA methylation at primed ESC enhancers (Figure 5A and Figure S6A). At E4.5 and E6.5, global DNA methylation correlates with transcriptional changes associated, respectively, with early and late lineage priming and, in particular, Dnmt3 and Tet expression (Figures S6B and S6C). However, although DNA methylation variability is associated with transcriptional states at earlier and later stages during development (with correlations detectable using scM&T), at E5.5, as in primed ESCs, global methylation levels at enhancers were largely independent of *Dnmt3* and *Tet* expression in the same cell (Figure 5B and Figure S6B, $R^{2}=0.12$), and the transcriptome did not show any early signs of lineage priming (Mohammed et al., 2017, Peng et al., 2016). Moreover, at E5.5, DNA methylation heterogeneity was also independent of any genes that vary spatially across the embryo at E6.5 (STAR Methods) (Scialdone et al., 2016).

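Expression of Dnmt3a (ENSMUSG00000020661), averaged over cells and then over embryos, was 8.16 ± 0.62 (SD, n = 5 embryos) at E4.5 and 7.07 ± 0.44 (SD, n = 2) at E6.5 on the log2 scale. For Dnmt3b (ENSMUSG00000027478) the means were 8.24 ± 0.37 (SD, n = 5) and 9.98 ± 0.57 (SD, n = 2). Tet1 (ENSMUSG00000047146) was at 6.20 ± 0.68 (SD, n = 5) and 5.58 ± 0.52 (SD, n = 2), and Tet2 (ENSMUSG00000040943) at 4.40 ± 0.73 (SD, n = 5) and 0.86 ± 0.11 (SD, n = 2). On this scale the embryo means of the 2 stages did not overlap for Dnmt3b and Tet2, and they did for Dnmt3a and Tet1. In reads summed over the cells of an embryo, Tet1 did not overlap either, with at least 114 CPM in each embryo at E4.5 and at most 83.6 CPM at E6.5 (adjusted p = 0.164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The means pool lineages, since 51 of the 75 cells at E4.5 were endoderm-like. Averaged over the epiblast-like cells alone, 24 at E4.5 and 29 at E6.5, expression on the log2 scale was 7.78 and 7.93 for Dnmt3a, 8.21 and 10.66 for Dnmt3b, 8.22 and 6.28 for Tet1, and 4.83 and 0.55 for Tet2. Pearson's r was computed across cells of a stage for the 28 pairs of the genes in Fig. S6C, with no p-value, since cells of 1 embryo are not independent. The median absolute r was 0.195 at E4.5 and 0.228 at E6.5, and without the cell filter it rose to 0.391 and 0.447. At E4.5, r was 0.175 for Dnmt3a with Dnmt3b, -0.201 for Dnmt3a with Tet1, -0.134 for Dnmt3a with Tet2, 0.186 for Dnmt3b with Tet1, 0.145 for Dnmt3b with Tet2 and 0.248 for Tet1 with Tet2. Each of these 6 values except that of Dnmt3a with Dnmt3b and of Tet1 with Tet2 was smaller in size than its SD across embryos. Nanog with Sox2 reached 0.727 at E4.5 and between 0.534 and 0.909 within the single embryos. Within the 24 epiblast-like cells of that stage it was -0.0698. At E6.5, r was 0.492 for Dnmt3a with Dnmt3b, but it was -0.0331 within embryo 1 and 0.934 within embryo 2. Dnmt3a with Tet1 was at 0.434, Dnmt3a with Tet2 at 0.160, Dnmt3b with Tet1 at 0.487, Dnmt3b with Tet2 at 0.177 and Tet1 with Tet2 at 0.231, and each of these was positive in both embryos. Both embryos also held cells of an unnamed cluster, 16 in all, with a median of 6294 detected genes against 9233 in epiblast-like cells. In these 16 cells mean log2 expression was 5.69 for Dnmt3a, 8.63 for Dnmt3b, 3.19 for Tet1 and 0.04 for Tet2. Each was below the epiblast-like mean. Positive signs in both embryos therefore cannot separate a link between the genes from cells with few detected genes. Tet1 with Zfp42 was 0.198 at E4.5 and 0.132 at E6.5, and within epiblast-like cells -0.179 and -0.153. At E6.5 it was 0.212 within embryo 1 and 0.311 within embryo 2, both above the value over all cells of the stage. The paper states that methylation at both stages correlates with expression changes linked to lineage priming.

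**Figure D1:**
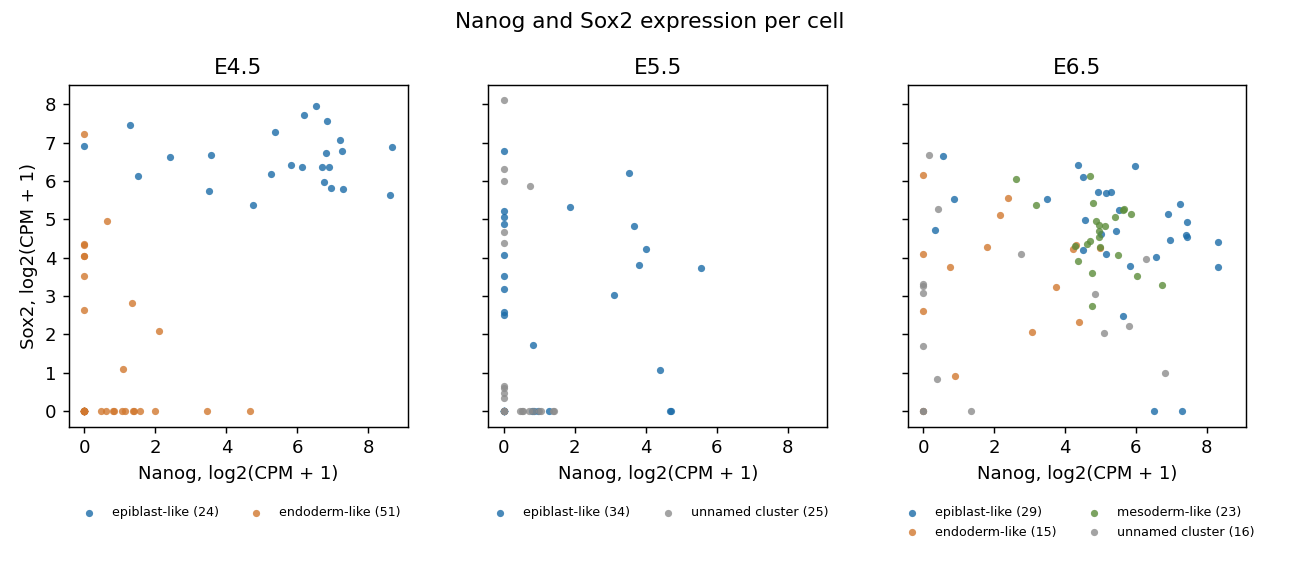
Sox2 against Nanog expression per cell, both as log2(CPM + 1), at E4.5, E5.5 and E6.5, with points coloured by the cluster of the cell and the number of cells in parentheses. At E4.5 the 24 epiblast-like cells lie apart from most of the 51 endoderm-like cells.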

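In the 59 cells of the E5.5 embryo, mean expression on the log2 scale was 8.47 for Dnmt3a, 10.21 for Dnmt3b, 4.95 for Tet1 and 0.26 for Tet2. These means pool all kept cells. In the 34 epiblast-like cells alone they were 9.49 for Dnmt3a, 10.94 for Dnmt3b, 6.24 for Tet1 and 0.13 for Tet2. With 1 embryo these values have no replicate. Pearson's r was 0.815 for Dnmt3a with Dnmt3b, with a bootstrap standard error over cells of 0.101, which covers the cells of this embryo only. It fell to 0.527 among the 41 cells with at least 200000 reads and 4000 genes, to 0.408 in the 51 cells left without the 8 that hold endoderm markers, a set chosen after seeing the data, and to 0.100 among the 34 epiblast-like cells. Dnmt3a with Tet1 was at 0.531, Dnmt3b with Tet1 at 0.455, Dnmt3a with Tet2 at -0.0628, Dnmt3b with Tet2 at -0.0962 and Tet1 with Tet2 at 0.0651. Nanog with Sox2 was at 0.113, and Tet1 with Zfp42 at 0.0800. Over the 28 pairs the median absolute r was 0.119, and with dropouts removed it was 0.189 over the 23 pairs that could be computed. Clustering split the cells into 34 epiblast-like cells and 25 cells that no marker list named. The split was unstable, since only 5 of 20 seeds of the clustering gave it. Reads of Gata6 and of Gata4 were found in 10.2% of the cells each, and of Cubn in 13.6%. All of these cells were among 8 cells with at least 10 CPM of each of Amn, Apoa1, Cubn and Dab2, whose median Pou5f1 was 0 CPM, and the other 51 cells held no read of the 3 genes. No cell held a read of T or Mesp1, which allows a share of up to 5.08% of cells with a read. Of the other 6 genes in the mesoderm list, Eomes was read in 39.0% of the cells, Lhx1 and Lefty2 in 11.9% each, Mixl1 in 8.47%, Snai1 in 5.08% and Evx1 in 3.39%. Every cell with a read of Lhx1 or Mixl1 was among those 8, and Eomes was read in all 8 and in 15 of the other 51. The paper states that the transcriptome at this stage showed no early signs of lineage priming.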

**Figure 5:**
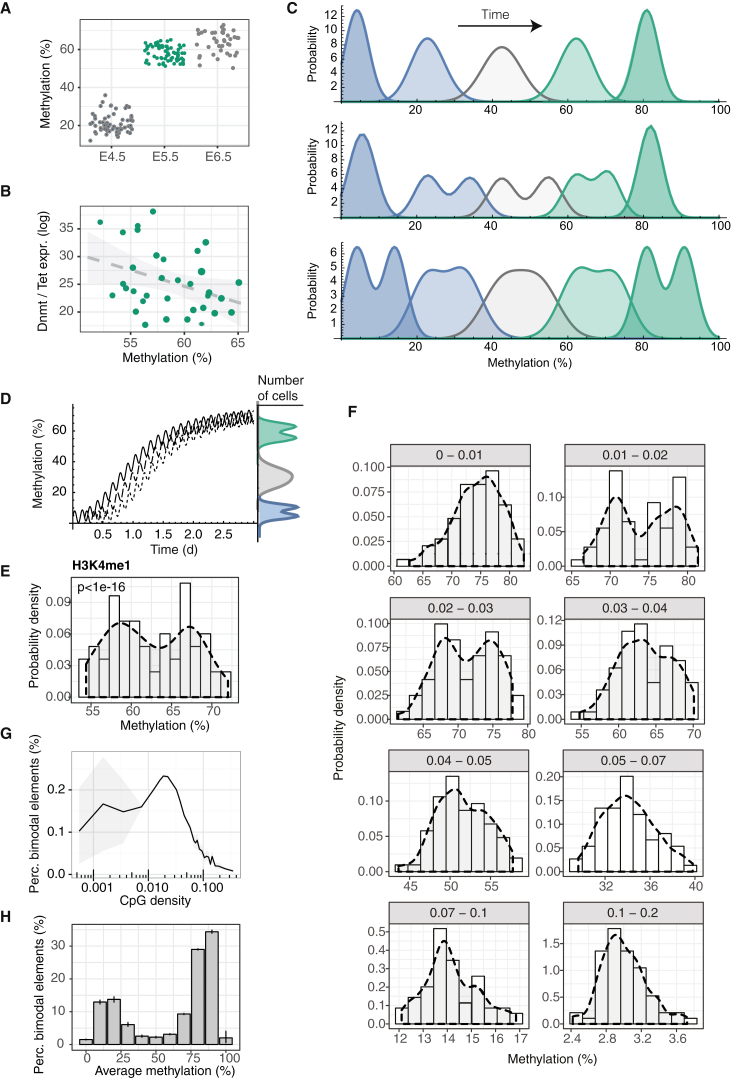
Scm&T-Seq Reveals Evidence for Oscillatory DNA Methylation *In Vivo* (A) Average DNA methylation levels at H3K4me1 sites of individual cells at three stages during early mouse embryo development (E, embryonic day). Each dot represents a cell. Error bars (standard error) are smaller than the size of the dots. (B) Average DNA methylation levels at H3K4me1 sites versus the sum of log expression levels of genes that positively influence methylation (*Dnmt3a/b/l* and *Dnmt1*) over the sum of log expression levels of genes that drive demethylation (*Tet1/2/3* and *Tdg*). The size of the dots is proportional to the overall methylation coverage; the dashed line indicates a linear fit, with shaded regions representing 95% confidence intervals. (C) Theoretical predictions of the distribution of global DNA methylation levels across cells during the stochastic process of global *de novo* methylation for various time points in different scenarios (STAR Methods). Colors denote time after exit from pluripotency, such that blue represents early times and green, late. During the process of *de novo* methylation, average methylation levels across cells (left to right) increase with time. Top: If oscillations are absent and *de novo* methylation is initiated as a unimodal distribution, the distribution of global DNA methylation levels remains unimodal at all times (or, equivalently, intermediate average methylation levels). Middle: If *de novo* methylation is initiated at early time points following a bimodal distribution (early lineage segregation), the distribution of global DNA methylation is bimodal only at intermediary times (or average methylation levels). Bottom: If global *de novo* methylation is superimposed with oscillatory dynamics, we expect bimodality at early and late times (low and high average global methylation levels) but not at intermediary times (intermediary average global methylation levels). (D) Schematic summarizing the specific patterns of the distributions of DNA methylation levels across cells *in vivo* for oscillating global DNA methylation. Biophysical modeling predicts a bimodal distribution of global methylation levels at early and late stages of global *de novo* methylation if methylation dynamics has an oscillatory component (STAR Methods). Each line represents global DNA methylation in a single cell. (E) Probability density of global DNA methylation levels across cells at H3K4me1 sites (bars: from histograms, line: density estimation) reveals evidence for bimodality at E5.5 when DNA methylation has already saturated. (F) Probability distributions (bars: from histograms, shaded areas: density estimation) of DNA methylation levels, taking into account all genomic regions but separated by different ranges of CpG densities. For this analysis, the genome was tiled into windows of 100 consecutive informative (i.e., containing at least one valid read) CpGs (unbiased probes). Bimodality is most pronounced at CpG densities that showed the largest amplitude of oscillations *in vitro* (Figure 4B). (G) Fraction of unbiased probes that show statistically significant patterns of bimodality (dip-test, p < 0.05) as a function of CpG density. (H) Fraction of unbiased probes that show statistically significant bimodality (dip-test, p < 0.05) as a function of their average methylation level across cells. Shaded regions and error bars in G and H denote 95% confidence intervals obtained via bootstrapping.

Based on these observations, we hypothesized that the heterogeneity of DNA methylation at E5.5 is a consequence either of stochastic *de novo* methylation or oscillatory turnover. But how can oscillatory dynamics be identified from static single-cell sequencing measures? To address this question, we reasoned that static measurements of a population of cells exhibiting oscillations around the same center point would, with higher probability, reflect cells at the extremes of the oscillation. Therefore, if the progressive increase in *de novo* methylation is superimposed with oscillatory dynamics, the distribution of average levels of DNA methylation would become bimodal, both at the onset of this transition and when DNA methylation has reached saturation (Figures 5C and 5D and STAR Methods). By contrast, during the transient phase of increasing global DNA methylation levels, cell-to-cell variability in this process would overshadow this bimodal signature, resulting in a unimodal distribution. Alternative hypotheses, such as variability in the timing of entry into the primed phase, would ultimately lead to unimodal distributions of global DNA methylation levels during the transition, with the peak tracking the increase in the average level of DNA methylation (STAR Methods).

At E5.5, when global DNA methylation levels were near their maxima, we found that the distribution of global DNA methylation across cells was indeed bimodal at enhancers (p < 1e−16) and in the whole genome (Figures 5E and 5F and Figure S5C), consistent with oscillatory dynamics. To further challenge the association of bimodality with oscillatory dynamics, we tiled the genome into coverage-based windows and used a statistical (dip) test to assess whether DNA methylation in a given window is bimodally distributed between cells. In striking agreement with the divergence of the oscillation amplitude after 2i release, and in biological cell-to-cell variability in primed conditions, the bimodal signature was strongest for elements with approximately 2.5% CpG density (Figures 5F and 5G). Further, independent of CpG density, we compared genomic regions at different stages of the *de novo* methylation process. Consistent with oscillatory dynamics (Figure 5D), and independent of CpG density, bimodality was pronounced only at hypomethylated or hypermethylated regions but not at regions with intermediary levels of methylation (Figure 5H). Notably, although our analysis does not rule out early lineage commitment through DNA methylation heterogeneity, such a scenario cannot explain the observed CpG density dependence of bimodality or the depletion of the bimodal pattern at regions with intermediary DNA methylation levels.

Finally, to obtain more direct evidence for DNA methylation oscillations *in vivo*, we sought to resolve oscillations by ordering cells according to their “developmental age,” i.e., the time since the initial upregulation of the *Dnmt3* genes. To this end, we noted that CpG-rich regions do not show pronounced oscillations *in vitro*, and DNA methylation levels in these regions rise monotonically between E4.5 and E6.5 (Figure 6A). We therefore used global methylation levels in regions with a CpG density between 10% and 15% to define a methylation “pseudo-time” for individual cells (STAR Methods). Then, charting the average DNA methylation levels of genomic elements with CpG densities for which oscillations are expected to be most pronounced (i.e., between 2% and 3%) against pseudo-time, we found evidence of coherent oscillatory patterns, which were then confirmed using spectral analysis (p = 6e−4, Figures 6B and 6C; STAR Methods). In common with the findings of the 2i release experiment, this oscillatory pattern was strongest at approximately 2.5% CpG density (Figure S6D).

**Figure 6:**
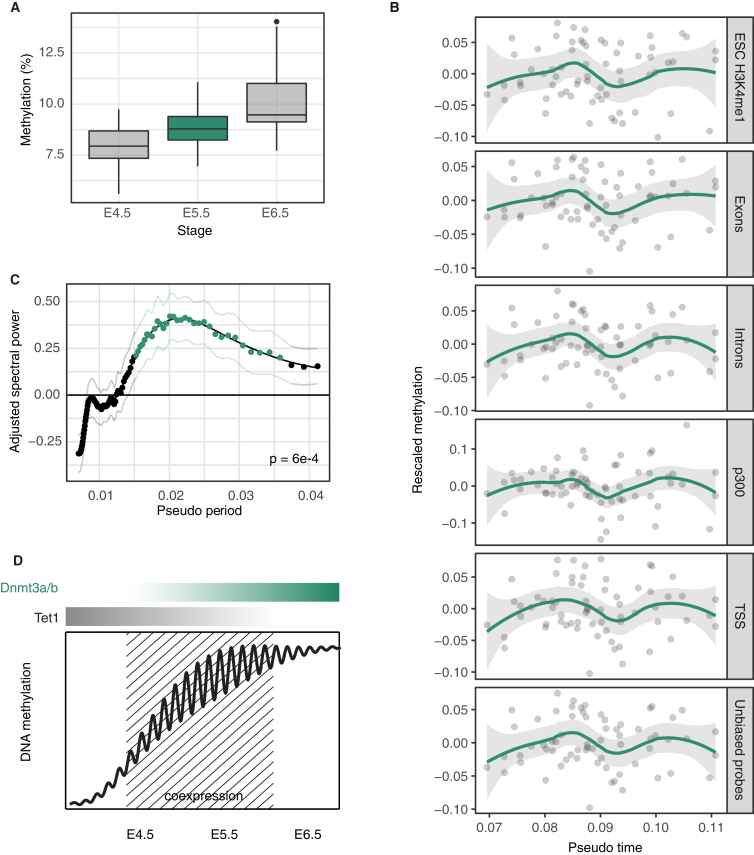
Pseudo-time Analysis Provides Independent Evidence for *In Vivo* Oscillations in DNA Methylation (A) Box plots of average DNA methylation levels of individual cells at three stages during early mouse development acquired from genomic regions with CpG densities between 10% and 15%. (B) Using the average methylation levels from (A) as a measure of the “developmental time” of a given cell, DNA methylation levels in different contexts show parallel non-monotonic dynamics. (C) Average spectral densities for the whole genome. Green dots denote significant enrichment of a given period (p < 0.05). Thin lines denote standard error. (D) Summary schematic depicting the trend for DNA methylation levels at sites of intermediate CpG density during the exit from pluripotency. As levels of DNA methylation rise during this phase, co-expression of DNMT3s and TET1 promotes intermittent genome-scale oscillations in DNA methylation.

## Discussion

Transcriptional and epigenetic heterogeneity between cells is thought to be important for cell fate decision making during development (Torres-Padilla and Chambers, 2014), but the underlying mechanisms are largely unknown. Previous studies have estimated the degree of DNA methylation heterogeneity using single-molecule information gained from bulk BS-seq analysis (Gaidatzis et al., 2014); however, such studies cannot link patterns of heterogeneity at different genomic loci within individual cells. We have exploited single-cell sequencing to reveal genome-wide regulation of DNA methylation heterogeneity in primed pluripotent cells. By combining biophysical modeling with single-cell sequencing during exit from pluripotency, we have found evidence for DNA methylation oscillations *in vitro* and *in vivo* (Figure 6D). Mechanistically, these oscillations appear to be driven by cooperative binding of the DNMT3 enzymes, which makes low CpG density sequences, including enhancers, a particular target.

Based on the DNA modification cycle, a modeling approach predicts the emergence of genome-scale oscillations in DNA methylation when both DNMT3 and TET enzymes are expressed. These conditions arise naturally during the priming of ESCs and in epiblast cells *in vivo*, when DNMT3A/B levels increase strongly in cells already expressing TETs. By synchronizing cells in the naïve state and measuring DNA methylation upon serum priming, we found direct evidence of DNA methylation oscillations with a period of around 2–3 hr. Given the multi-step cycle of cytosine modification turnover, these oscillations are remarkably fast. However, yet more rapid oscillations in DNA methylation (with a period of 1.7 hr) were observed in breast cancer cells at the *pS2* promoter upon transcriptional activation (Métivier et al., 2008).

DNA methylation oscillations in primed ESCs are more rapid than, and therefore must be autonomous of, the cell cycle and the rate of switching between transcriptional states (Singer et al., 2014). The observation of local heterogeneity in oscillation frequency following 2i release makes it less likely that a single (genetic) oscillator, such as Hes1, which oscillates with a similar frequency, could be the driver of oscillations. However, we cannot rule out the possibility that a superposition of multiple genetic oscillators together with heterogeneous DNA binding could yield a similar phenomenology. Similarly, other factors, such as post-transcriptional changes or local chromatin dynamics, may be involved in driving oscillations.

Our initial focus was on enhancer methylation, the sites of greatest heterogeneity in primed ESCs. This is consistent with LMRs and H3K4me1 sites being targeted by hydroxymethylation in ESCs and being the most methylation-variable sequences between tissues upon differentiation *in vivo* (Booth et al., 2012, Feldmann et al., 2013a, Hon et al., 2013, Hon et al., 2014, Stadler et al., 2011). At first sight, the amplitude and genome-scale synchronization of oscillations might seem inconsistent with the limited accessibility of DNA in condensed chromatin. However, transcription factor binding to enhancers and promoters disrupts the local nucleosome structure, rendering chromatin more accessible, as reflected in DNAse hypersensitivity and ATAC-seq assays (Boyle et al., 2008, Buenrostro et al., 2013). We found that many regions of the genome participate in oscillatory methylation in a manner that is dependent on CpG density.

Parallel BS-seq and RNA-seq sequencing during 2i release suggests that oscillations in DNA methylation are correlated with changes in primary transcripts, pointing to a potential functional role. Intriguingly, in parallel with the current study, genome-scale oscillations with approximately the same period of 2–3 hr have been observed through studies of nascent transcription at intronic sites in mESCs in serum conditions (Shah et al., 2018). Through alterations in DNA binding affinities for the transcriptional machinery, mediated by changes in DNA methylation, these findings point at periodic changes in “Waddington’s epigenetic landscape” that occur on similar or faster timescales than those of cell lineage decisions. Future developments in single-cell multi-omics and the manipulation of epigenetic states *in vivo* will determine whether and how oscillations in DNA methylation play an instructive role in promoting transcriptional heterogeneity with attendant consequences for symmetry breaking and lineage priming.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, Peptides, and Recombinant Proteins**		

Murine LIF	Wellcome – MRC Cambridge Stem Cell Institute	https://www.stemcells.cam.ac.uk/research/facilities/tissueculture
Mek inhibitor PD0325901	Wellcome – MRC Cambridge Stem Cell Institute	https://www.stemcells.cam.ac.uk/research/facilities/tissueculture
Gsk-3β inhibitor CHIR9902	Wellcome – MRC Cambridge Stem Cell Institute	https://www.stemcells.cam.ac.uk/research/facilities/tissueculture

**Critical Commercial Assays**		

EZ Methylation Direct MagPrep kit	Zymo	D5023
Nextera XT library prep kit	Illumina	FC-131-1096

**Deposited Data**		

Raw sequencing data	This paper	GEO: GSE75975
Published reference data	Table S1	Table S1

**Experimental Models: Cell Lines**		

Mouse: E14 embryonic stem cells	Hooper et al, (1987)	RRID: CVCL_C320 https://discovery.lifemapsc.com/stem-cell-differentiation/in-vitro-cells/inner-cell-mass-mus-musculus-e14-university-of-edinburgh
Mouse: Dnmt3a/3b embryonic stem cells	von Meyenn et al., 2016	N/A
Mouse: Tet1-3 embryonic stem cells	Hu et al., (2014)	N/A
Mouse: Tdg embryonic stem cells	Kunz et al., (2009)	N/A

**Experimental Models: Organisms/Strains**		

Mouse: C57Bl/6Babr	N/A	N/A

**Oligonucleotides**		

RT-PCR primers	Table S4	Table S4
6NF preamp oligo for (sc)BS-seq	Clark et al., (2017)	N/A
6NR adaptor 2 oligo for (sc)BS-seq	Clark et al., (2017)	N/A
PE1.0 oligo for BS-seq (PBAT)	Clark et al., (2017)	N/A
iTag indexed PE2.0 oligos	Clark et al., (2017)	N/A
iTag sequence primer	Clark et al., (2017)	N/A
Amplicon BS-seq primers	This paper	Table S3
Indexed PE1.0 oligos for amplicon BS-seq	This paper	Table S5
Biotinylated Oligo-dT30VN for single cell mRNA	Macaulay et al., (2016)	N/A
Template switching oligo (TSO) for single cell cDNA amplification	Macaulay et al., (2016)	N/A
ISPCR for single cell cDNA amplification	Macaulay et al., (2016)	N/A

**Recombinant DNA**		

N/A		N/A

**Software and Algorithms**		

Trim Galore		www.bioinformatics.babraham.ac.uk/projects/trim_galore/
Cutadapt	Martin, (2011)	https://cutadapt.readthedocs.io/en/stable/#
Bismark	Krueger and Andrews, (2011)	https://www.bioinformatics.babraham.ac.uk/projects/bismark/
SeqMonk		https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/
R		https://www.r-project.org/
Perl		https://www.perl.org/

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Wolf Reik ().

### Experimental Model and Subject Details

#### Cell Lines

Mouse E14 ESCs (male) (Hooper et al., 1987) were cultured in naïve or primed conditions as described below. *Dnmt3a/b* knock-out ESCs (male) (von Meyenn et al., 2016), *Tet1-3* knock-out ESCs (male) (Hu et al., 2014) and *Tdg* knock-out ESCs (male) (Kunz et al., 2009) were grown in primed conditions as described below.

Naïve ESCs were cultured in serum free media with 2i inhibitors (Neurobasal, N2, B27, 103 U/ml LIF, 1 μM Mek inhibitor PD0325901 and 3 μM Gsk-3β inhibitor CHIR99021) without feeders at 37°C and 5% CO_2_.

Primed ESCs were cultured in serum containing media (DMEM 4,500 mg/l glucose, 4 mM L-glutamine, 110 mg/l sodium pyruvate, 15% fetal bovine serum, 1 U/ml penicillin, 1 μg/ml streptomycin, 0.1 mM nonessential amino acids, 50 μM β-mercaptoethanol, and 103 U/ml LIF ESGRO) without feeders at 37°C and 5% CO_2_.

For the 2i release experiment, ESCs in naïve culture conditions were washed with PBS before addition of media for primed ESC growth.

EB differentiation was performed by seeding 1000 primed ESCs per well in ultra-low attachment 96-well plates (Sigma-Aldrich) in primed ESC culture media without Lif.

#### Mice

All animal procedures were performed in accordance with the local ethical review committee and under license from the Animal Scientific Procedures Act 1986 (HO Project Licenses PPL70/8276). C57Bl/6Babr embryos were collected at E4.5 (n = 91 from 4 embryos), E5.5 (n = 80 from 1 embryo) and E6.5 (n = 96 from 2 embryos). The sex of embryos was not recorded at the time of collection because of their early developmental stage.

### Method Details

#### Cell Lysis and Nucleic Acid Purification

For the 2i release experiment, cells were lysed by removing media from culture dishes and adding 200ul of RLT plus buffer (Qiagen) supplemented with 0.5mM 2-mercaptoethanol. In the first experiment, triplicate samples were collected at 31 time points from 0 h to 56 h 30 min. In the second experiment, single samples were collected at 47 time points from 0 h to 7 h 40 min (every 20 min). The second experiment also included a control time-course, where cells received fresh naïve culture medium rather than primed culture medium at the beginning of the experiment. Total nucleic acid was purified from cell lysates with RNAdvance magnetic beads (Beckman Coulter, A32649) using a Bravo Workstation pipetting robot (Agilent Technologies) following the manufacturers protocol. RNA was subsequently purified by treating the total nucleic acid with DNase I.

For qPCR analysis during EB differentiation, RNA was prepared from frozen cell pellets using DNA/RNA AllPrep kits (Qiagen).

##### RT-PCR

Purified RNA was reverse-transcribed using RevertAid (ThermoFisher, EP0441) and random hexamer primers. qPCRs were performed in triplicate using Brilliant III SYBR (Agilent Technologies) or Platinum SYBR (ThermoFisher). Primer sequences are provided in Table S4.

##### FACS

FACS collection of single *Dnmt3a/b*, *Tet1-3* and *Tdg* knok-out ESCs and EB cells was performed selecting for live cells and low DNA content (i.e., G0 or G1 phase cells) using ToPro-3 and Hoechst 33342 staining.

##### Isolation of Mouse Embryonic Cells

C57Bl/6Babr E4.5 embryos were dissected from nascent decidua and trophectoderm removed by immunosurgery (Solter and Knowles, 1975). The embryos at E4.5 and E5.5 were then dissociated using Accutase™ (5 min), transferred to M2 droplets and then single cells were picked and transferred to cell lysis buffer using a finely drawn Pasteur pipette and frozen immediately. The visceral endoderm and extraembryonic ectoderm at E5.5 were both separated from the epiblast by pulling using a finely drawn Pasteur pipette. The extra embryonic ectoderm was removed using the tip of a pulled Pasteur pipette. At E6.5, embryos were dissected from decidua in PBS and placed into droplets of M2 for manual dissection to remove extraembryonic tissue. Cells were again dissociated using Accutase™ at room temperature and single cells picked, lysed and frozen as described above.

##### Bisulfite Sequencing

For the 2i release experiment, bisulfite sequencing (BS-seq) libraries were prepared from the total nucleic acid using the bulk-cell PBAT method previously described (Smallwood et al., 2014). Briefly, bisulfite conversion and purification was carried out using the EZ Methylation Direct MagPrep kit (Zymo), following the manufacturers’ instructions but with half volumes. Bisulfite converted DNA was eluted from MagBeads directly into 39ul of first strand synthesis reaction mastermix (1x Blue Buffer (Enzymatics), 0.4mM dNTP mix (Roche), 0.4uM 6NF preamp oligo (IDT) then heated to 65°C for 3 minutes and cooled on ice. 50U of klenow exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 30 minutes after slowly ramping from 4°C. Reactions were diluted to 100μl and 20U of exonuclease I (NEB) added and incubated at 37°C before purification using a 0.8:1 ratio of AMPure XP beads. Purified products were resuspended in 50μl of second strand mastermix (1x Blue Buffer (Enzymatics), 0.4mM dNTP mix (Roche), 0.4uM 6NR adaptor 2 oligo (IDT) then heated to 98°C for 2 minutes and cooled on ice. 50U of klenow exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 90 minutes after slowly ramping from 4°C. Second strand products were purified using a 0.8:1 ratio of AMPure XP beads and resuspended in 50μl of PCR mastermix (1x KAPA HiFi Readymix, 0.2uM PE1.0 primer, 0.2uM iTAG index primer) and amplified with 9 cycles. The final libraries were purified using a 0.8:1 volumetric ratio of AMPure XP beads before pooling and sequencing. All libraries were prepared in parallel with the pre-PCR purification steps carried out using a Bravo Workstation pipetting robot (Agilent Technologies). 9-12 libraries were sequenced as a multi-plex on one Illumina HiSeq 2000 lane using 125bp paired-end read length.

##### Amplicon Bisulfite Sequencing

To obtain increased sequencing depth, amplicon bisulphite sequencing (AmpBS-seq) libraries were prepared from the second 2i release experiment. Regions of interest where chosen from exemplary enhancers showing oscillatory dynamics correlated to the global H3K4me1 trends in the BS-seq data from the first 2i release experiment. Total nucleic acid isolated from the 2i release experiment underwent bisulfite conversion using Zymo reagents as described above. KAPA HiFi Uracil+ Master Mix (Kapa Biosystems) was used to amplify regions of interest using 30nM primers (Table S3), with the reverse primer including an 8N unique molecular identifier (UMI). The PCR program was: 95C 5min; 35 repeats of 98C 20s, 60C 15s, 72C 60s; 72C 10min. Amplicons were pooled for each sample and purified using Ampure XP beads (Agencourt), before a second round of PCR was used to incorporate Illumina Adaptor sequences and index samples. The PCR reaction included 11ul pooled amplicons, 200nM indexed PE1.0 (Table S5) and iPCRTag primers (Quail et al., 2011), and KAPA HiFi Master Mix (Kapa Biosystems). The PCR program was: 98C 45s; 5 repeats of 98C 15s, 65C 30s, 72C 30s; 72C 5min. Samples were then pooled and purified before library QC and sequencing was performed with up to 144 samples included on a 150bp paired-end MiSeq run.

##### Single-Cell Sequencing

Single cell BS-seq libraries were prepared from knock-out ESCs and EBs as described (Angermueller et al., 2016, Clark et al., 2017). Briefly, single-cells were lysed in 2.5ul of RLT plus buffer (Qiagen) then diluted to 10ul prior to bisulfite conversion and purification was carried out using the EZ Methylation Direct MagPrep kit (Zymo), following the manufacturers’ instructions but with half volumes. Bisulfite converted DNA was eluted from MagBeads directly into 39ul of first strand synthesis reaction mastermix (1x Blue Buffer (Enzymatics), 0.4mM dNTP mix (Roche), 0.4uM 6NF oligo (IDT) then heated to 65°C for 3 minutes and cooled on ice. 50U of klenow exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 30 minutes after slowly ramping from 4°C. First strand synthesis was repeated 4 more times with the addition of 0.25 μl of reaction mixture (1x blue buffer, 0.25mM dNTPs, 10mM 6NF preamp oligo and 25U klenow exo-). Reactions were diluted to 100μl and 20U of exonuclease I (NEB) added and incubated at 37°C before purification using a 0.8:1 ratio of AMPure XP beads. Purified products were resuspended in 50μl of second strand mastermix (1x Blue Buffer (Enzymatics), 0.4mM dNTP mix (Roche), 0.4uM 6NR adaptor 2 oligo (IDT) then heated to 98°C for 2 minutes and cooled on ice. 50U of klenow exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 90 minutes after slowly ramping from 4°C. Second strand products were purified using a 0.8:1 ratio of AMPure XP beads and resuspended in 50μl of PCR mastermix (1x KAPA HiFi Readymix, 0.2uM PE1.0 primer, 0.2uM iTAG index primer) and amplified with 12 cycles. Finally, scBS-seq libraries were purified using a 0.8:1 volumetric ratio of AMPure XP beads before pooling and sequencing. Fifteen single cell libraries plus one negative control were multiplexed together on one Illumina HiSeq 2000 lane using 125bp paired end reads.

Single-cell methylome and transcriptome libraries were prepared from embryos as previously described (Angermueller et al., 2016).

##### RNA-Seq

cDNA was prepared from 1ul of purified RNA following the Smart-seq2 protocol (Picelli et al., 2014) with 10 cycles of amplification. Nextera XT libraries were prepared as described (Picelli et al., 2014) but with one-fifth volumes and 200pg of input cDNA. Libraries were sequenced as a multiplexed pool on one Illumina HiSeq 2000 lane using 50bp single-end read length.

##### Derivation of a Phenomenological Model

The modeling approach was to, instead of attempting to precisely model every aspect of the methylation turnover cycle, define the simplest model that captures the essence of the dynamics, without making detailed assumptions about the underlying biochemical processes. This approach is justified by the observation of genome-wide coherence of DNA methylation levels (Figure 1C), constraining the dynamics to a single degree of freedom (the phase), and ruling out the possibility that existing dynamic local heterogeneities affect the global dynamics. The strategy therefore was to derive a phenomenological model for the global DNA methylation dynamics, and then in a second step justify the emergence of coherence from the local dynamics at single cytosines. To this end, the number of unmodified cytosines, and the number of methylated cytosines in a given large region of the DNA of size N at a given time, t, were defined as C(t) and M(t), respectively. While the specific choice of N is irrelevant for the following analysis it could, for example, denote the number of base pairs in the genome or the volume of the nucleus. If N is large, continuous concentrations may be defined as c(t)=C(t)/N and m(t)=M(t)/N. To derive kinetic equations for the time evolution of c(t) and m(t) it is noteworthy that while the conversion from C to 5mC is direct, the conversion from 5mC back to C involves a large number of intermediary steps (Figure 2A) which, as a result of the binding and unbinding kinetics, are nonlinear (Langmuir kinetics). Each of these steps requires the recruitment of different enzymes to the DNA, as well as their binding and unbinding, and eventually excision and repair of the DNA. It is clear that the conversion from 5mC to C cannot be instantaneous. Specifically, it has been shown that a large number of nonlinear reactions can be effectively described by a time delay between the first and the last reaction, Δt. This is independent of the precise form of the nonlinearities arising from these reactions. In this case, this corresponds to a time delay, Δt, between the removal of the methylation mark and the establishment of an unmodified cytosine.

Then, as the number of cytosines in any state is conserved, the structure of the differential equations describing the time evolution of c(t) and m(t) takes the symmetric form,

$$\begin{array}{c} \dot{c}\left(t\right)=k_{mc}\left[c\left(t\right),m\left(t-\Delta t\right)\right]-k_{cm}\left[c\left(t\right),m\left(t\right)\right],\\ \dot{m}\left(t\right)=k_{cm}\left[c\left(t\right),m\left(t\right)\right]-k_{mc}\left[m\left(t\right),c\left(t\right)\right], \end{array}$$

where $k_{mc}\left[c,m\right]$ and $k_{cm}\left[c,m\right]$ are the concentration-dependent rates of conversion from 5mC to C and C to 5mC, respectively. Describing the time evolution in terms of rate equations, implicitly makes the important assumption that changes in DNA methylation globally effect the genomic region under consideration. This assumption will be discussed in the following section. For the beginning of the mathematical analysis, for simplicity, it was assumed that enzyme binding to the DNA is not limited by the concentration of these enzymes, such that conversion rates are linear functions of the concentrations c(t) and m(t). The inclusion of higher order nonlinearities arising from enzyme binding and unbinding kinetics does not qualitatively alter the results, as will be shown further below.

In this simplified case, i.e. neglecting higher order nonlinearities arising from the Langmuir kinetics, the rate of loss of Cs, $k_{cm}$, is simply proportional to the concentration of cytosines that are available for conversion, c(t). Additionally, it is assumed that 5mC is autocatalytic, i.e. establishment of 5mC catalyses further methylation. There are several reports that suggest that *de novo* methylation is indeed autocatalytic: DNMT3A and DNMT3L enzymes have been shown to act cooperatively by forming heteromeric polymers and *in vitro* studies suggest that these enzymes are capable of polymerising on the DNA, thereby effectively methylating groups of adjacent cytosines at the same time (Jia et al., 2007). Further, DNMT3A/B enzymes have been shown to have increased binding affinity to 5mC and in somatic cells this leads to inhibition of DNMT3A/B degradation and an overall higher abundance of DNMT3A/B (Sharma et al., 2011). Taken together, this suggests that 5mCs catalyse *de novo* methylation of cytosines. In the simplest case, the conversion rate from C to 5mC therefore takes the form $k_{cm}\left[c\left(t\right),m\left(t\right)\right]\propto c\left(t\right)m\left(t\right)$ such that, for low methylation levels, *de novo* methylation is limited by the concentration of 5mCs while, for high methylation levels, it is limited by the concentration of Cs. Similarly, the rate of production of Cs is proportional to the number of 5mCs, and the rate of conversion is simply $k_{mc}\left[c\left(t\right),m\left(t\right)\right]\propto m\left(t\right)$, independent of c(t). DNA methylation turnover in a large genomic region is therefore effectively described by a simple set of time-delayed differential equations capturing essential properties of methylation turnover (Figure 2A),

$$\begin{array}{c} \dot{c}\left(t\right)=k_{m}m\left(t-\Delta t\right)-k_{c}c\left(t\right)m\left(t\right),\\ \dot{m}\left(t\right)=k_{c}c\left(t\right)m\left(t\right)-k_{m}m\left(t\right), \end{array}$$

where $k_{m}$ and $k_{c}$ define the effective constant rates of conversions from 5mCs and Cs, respectively.

To show that DNA methylation turnover can indeed lead to oscillatory dynamics and to investigate the conditions under which oscillations occur the differential equations were first non-dimensionalized by rescaling time such that $\tau \equiv k_{m}t$ and $\Delta \tau \equiv k_{m}\Delta t$, and concentrations such that $u\equiv \left(k_{c}/k_{m}\right)c$ and $v\equiv \left(k_{c}/k_{m}\right)m$,

$$\begin{array}{c} \dot{u}\left(\tau \right)=v\left(\tau -\Delta \tau \right)-u\left(\tau \right)v\left(\tau \right),\\ \dot{v}\left(\tau \right)=u\left(\tau \right)v\left(\tau \right)-v\left(\tau \right). \end{array}$$

This results in a system of time-delayed differential equations with a single parameter, Δτ, which qualitatively determines the dynamics. To fully define the model, initial conditions of the form $u\left(\tau \right)\equiv u_{0}\left(\tau \right)$ and $v\left(\tau \right)\equiv v_{0}\left(\tau \right)$ for $\tau^{\prime }\leq \tau \leq 0$ were supplied, effectively resulting an infinite dimensional problem. For simplicity, constant initial conditions, $u\left(\tau \right)\equiv u_{0}$ and $v\left(\tau \right)\equiv v_{0}$ for $\tau^{\prime }\leq \tau \leq 0$, were considered here. The above equations admit stationary solutions where u(t)=1 or v(t)=0, corresponding to a balance between methylation and demethylation, or a completely unmethylated genome, respectively.

Studies of time-delayed differential equations have mostly focussed on linear systems, while nonlinear systems are still poorly understood. Leaving a rigorous analytical study to future work, the dynamics of the time-delayed systems was studied using numerical integration. To obtain the period of oscillations time points where the derivative of v(τ) vanishes were determined. The period was then calculated as the average difference between next nearest roots of the derivative. Similarly, the amplitudes of u(τ) and v(τ) were defined as the average difference between two consecutive roots. Averages were taken over the last 10 periods of an overall simulation time of 1000.

Figure 2B shows numerically obtained phase portraits (${\text{u}}_{0}=1.6$, ${\text{v}}_{0}=0.4$) of the dynamics for a given set of initial conditions and varying values of the dimensionless time delay, Δτ. For small values of Δτ, the dynamics spiral inward and asymptotically focus on a singular point in phase space. With increasing values of the time delay, trajectories converge toward periodic orbits with a fixed amplitude. This behavior is characteristic of systems undergoing a *Hopf bifurcation*, where a stable fixed point of the dynamics gives rise to limit cycle behavior with increasing order parameter. While a complete characterisation of the bifurcation is beyond the scope of this work, the bifurcation was studied more rigorously by defining an order parameter as the amplitude of the oscillatory variable v(τ). With this definition, Figure 2C illustrates the abrupt onset of oscillations at a specific threshold value, $\Delta \tau^{*}$. Not unexpectedly, the period of oscillations increases linearly with the time delay and is weakly dependent on the initial conditions (Figure S3A). Hence, translating back to dimensional parameters, the period increases with the time delay, Δt, and the inverse conversion rates $1/k_{m}$ and $1/k_{c}$. Finally, to systematically study the dependence on the initial conditions the threshold delay, $\Delta \tau^{*}$, was calculated as a function of $u_{0}$ and $v_{0}$ (Figures S3B and S3C). While oscillations can occur for a broad range of initial conditions, they are most easily obtained if $v_{0}$ is broadly of order unity, i.e. the initial concentration of 5mC is of the order $k_{c}/k_{m}$. Hence, to obtain oscillatory dynamics, the net rates of methylation and de-methylation should be of the same order of magnitude.

For this simple model, oscillation occurs if the delay between the removal of the 5mC mark and the establishment of an unmodified cytosine is larger than the typical time scale of the removal of 5mC marks. Such conditions may arise if the time delay is mainly a consequence of the later steps in demethylation, such as the BER pathway. Below the threshold value, oscillations are damped on a time scale given by Δτ. Importantly, on the time scales relevant in a dynamically changing system such as primed ESCs, DNA methylation oscillations are expected even if $\Delta \tau <\Delta \tau^{*}$. Although numerical results show typical threshold values of $\Delta \tau^{*}\approx 5$, one should be careful in assigning a direct biological correspondence to this number. As is shown, the threshold value can be significantly smaller or larger if stronger nonlinearities, for example arising from enzyme binding and unbinding kinetics, are taken into account. However, as the dimensionless quantity $\Delta \tau^{*}$ is roughly of order unity, the threshold delay time is on a similar scale as other characteristic time scales in DNA methylation turnover. This indicates that oscillatory dynamics can occur under biologically plausible conditions. In addition, the emergence of limit cycle behavior straight forwardly extends to transient situations, where the concentrations of DNMT3A/B and TET1/2 enzymes are time dependent. Figure S3D shows exemplary trajectories for such a scenario.

Finally, oscillatory dynamics in C and 5mC implies temporally increased concentrations of 5hmC and other transient marks between C and 5mC. The total concentrations of states in any of the intermediary stages between 5mC and C should therefore be of the same order as the changes in concentrations in the subset of CpGs taking part in the oscillations. Therefore, increased concentrations of these states are expected in strongly oscillating regions of the genome. While estimates for the concentrations of intermediary states vary widely, it has indeed been found that 5hmC is enriched in enhancer regions for which we found the strongest oscillations (Booth et al., 2012, Feldmann et al., 2013a, Hon et al., 2014). Notably, oscillatory DNA methylation does not contradict low levels of 5caC, 5fC and 5hmC in other contexts because we observe a smaller fraction of dynamically changing CpGs there.

##### Stochastic Simulation

To illustrate how oscillatory methylation dynamics give rise qualitatively to distributions such as in Figure 2D, the random nature of the conversions between different cytosine modifications was then taken into account. The distribution observed in scBS-seq datasets arise from multiple sources of noise, most notably technical noise due to the relative low coverage of the single cell technique. The first source of noise are fluctuations arising from the stochastic conversion between C and 5mC. The probability distribution of the number of Cs and 5mCs in a given region of DNA, P(C,M,t), is governed by a set of differential equations of the form

$$\begin{array}{c} \partial_{t}P_{C,M}\left(t\right)=\alpha \left[\left(C+1\right)\left(M-1\right)P_{C+1,M-1}\left(t\right)-CMP_{C,M}\left(t\right)\right]\\ +\beta \sum_{M^{\text{′}},C^{\text{′}}=0}^{\infty }M^{\text{′}P_{M^{\text{′}},C^{\text{′}}}}\left(t-\Delta t\right)\left[P_{M+1,C-1}\left(t\right)-P_{M,C}\left(t\right)\right]. \end{array}$$

It is assumed that events at t and t−Δt are effectively decoupled. These *time-delayed Master equations* were solved by making use of an adaptation of Gillespie’s direct method for time delayed stochastic systems. Due to the limited coverage of the scBS-seq method, technical noise is a further important factor contributing to the distribution of methylation rates. With r≡M/(M+C) denoting the “true” methylation rate and s the number of informative CpGs, we modeled the number of positive reads, k, as statistically independent and following a binomial distribution,

$$R_{k|r\left(t\right),s}\left(t\right)=\frac{s!}{k!\left(s-k\right)!}r{\left(t\right)}^{k}{\left(1-r\left(t\right)\right)}^{s-k}.$$

Then, with the coverage distribution Q(s) giving the probability that a given region has s informative CpGs, the number of positive reads is distributed according to

$$R_{k}\left(t\right)=\sum_{C,M=0}^{\infty }P_{C,M}\left(t\right)\sum_{s=5}^{\infty }Q\left(s\right)\frac{s!}{k!\left(s-k\right)!}{\left(\frac{C}{C+M}\right)}^{k}{\left(1-\frac{C}{C+M}\right)}^{s-k},$$

where the sum over s starts from 5 as we removed all elements (e.g. H3K4me1 sites) with a coverage less then 5 from the statistical analysis of the scBS-seq data. Empirically, for H3K4me1 sites Q(s) can be approximated by an exponential distribution with mean 14.3. For the Supplemental Movie and Figure 2D of the main manuscript parameters were chosen as α=0.001, β=1, Δt=6. The plots and the video show the distributions of the fraction of positive reads, k/s, and they were obtained by sampling over 48,000 simulations. The resulting distributions of methylation levels recapitulate the ones observed in the single-cell experiment (Smallwood et al., 2014) (Figure 2D). As sequencing is a static measurement, it cannot be ruled out, however, that similar distributions can result from different mechanisms. This potential ambiguity necessitates the development of dynamic measurements of DNA methylation, as implemented in the 2i release experiment.

##### Structural Stability

DNA methylation turnover is a conservative process, i.e. if the cell is not in S-phase, the number of cytosines in any form remains constant over time. In conservative systems, periodic solutions are structurally unstable, such that small alterations of the dynamic rules give rise to qualitatively different dynamics. In particular, conservative systems do not give rise to limit cycle behavior. One might therefore argue that the limit cycle behavior predicted with the model might not reflect the true dynamics of methylation turnover. Indeed, by restricting the model on the C and 5mC states, the overall numbers of cytosines is not explicitly fixed. However, there are several reasons why limit cycles nevertheless can appropriately describe oscillations in DNA methylation:

1. As will be discussed below, DNA methylation turnover might be subject to global feedback by fluctuations in the concentrations of DNMT3A/B and TET1/2 enzymes. This positive feedback effectively stabilizes oscillations with respect to amplitude perturbations, thereby giving rise to stable periodic orbits.
2. Oscillations are also coupled locally by cooperative DNMT3A/B/L binding. It has been shown that local coupling can give rise to limit cycles in cyclic conservative systems.
3. Additive noise can drive conservative oscillatory systems out of states, which would otherwise arrest the dynamics, thereby effectively stabilizing oscillations.

The limit cycle oscillations emerging from our simple model are structurally robust, i.e. changes to the model should not give rise to qualitatively different behavior. In the following several structural perturbations to our model will be qualitatively investigated showing that limit cycles still occur under these conditions.

First, the model predicts vanishing *de novo* methylation in the case of completely unmethylated DNA, i.e. v=0 is a fixed point of the dynamics. This fixed point is likely to be an artefact of the simplified modeling scheme. Adding a term proportional to u(τ) to the conversion rate from C to 5mC escribes effect of *de novo* methylation which is independent of pre-existing methylation patterns. The modified system of delay differential equations reads

$$\begin{array}{c} \dot{u}\left(\tau \right)=v\left(\tau -\Delta \tau \right)-u\left(\tau \right)\left[v\left(\tau \right)+\epsilon \right],\\ \dot{v}\left(\tau \right)=u\left(\tau \right)\left[v\left(\tau \right)+\epsilon \right]-v\left(\tau \right). \end{array}$$

The dimensionless parameter ϵ denotes the relative strength of linear *de novo* methylation as compared to autocatalytic *de novo* methylation. Figure S3E shows that the transition to limit cycle behavior remains qualitatively the same, although the threshold increases with increasing values of ϵ.

Second, stronger nonlinearities were taken into account. Such nonlinearities arise, for example, due to DNA binding and unbinding kinetics of enzymes and are enhanced by the cooperative action of enzymes. In the case of DNA methylation turnover, strong nonlinearities due to the cooperative action of DNMT3A/B/L and the large number of processes involved in demethylation can indeed be expected. Therefore, systems of the following form were investigated:

$$\begin{array}{c} \dot{u}=\frac{v{\left(\tau -\Delta \tau \right)}^{n}}{A^{n}+v{\left(\tau -\Delta \tau \right)}^{n}}-\frac{{\left[u\left(\tau \right)v\left(\tau \right)\right]}^{m}}{B^{m}+{\left[u\left(\tau \right)v\left(\tau \right)\right]}^{m}},\\ \dot{v}=\frac{{\left[u\left(\tau \right)v\left(\tau \right)\right]}^{m}}{B^{m}+{\left[u\left(\tau \right)v\left(\tau \right)\right]}^{m}}-\frac{v{\left(\tau \right)}^{n}}{A^{n}+v{\left(\tau \right)}^{n}}. \end{array}$$

A and B are dimensionless quantities corresponding to threshold concentrations and the Hill coefficients m and n determine the strength of the nonlinearity of the conversion process. For example, they can be thought of the number of polymerisation processes enzymes undergo before catalysing a reaction. Depending on the parameters defining these nonlinearities, the conditions for robust oscillation may be significantly enhanced, as shown in Figure S3F, or diminished.

##### Emergence of Global Coherence in DNA Methylation Oscillations

The experimental observation of genome-wide coherence in DNA methylation (Figure 1C) implies the emergence of collective degrees of freedom. The following calculations show how, despite the complexities affecting DNA methylation on the local level, collective behavior can arise through coupling of local DNA methylation dynamics.

A single CpG can be in one of n different chemical states, such as an unmodified cytosine, bound to DNMT3A/B enzyme, a methylated cytosine, and a number of states involved in the removal of the methylation mark. As the biochemistry of DNA methylation is cyclic a phase representation for the chemical state of a CpG was chosen, where the discrete phase variable ϕ can take one out of n different values from the interval [0,2π). Following the biochemistry of DNA methylation turnover, the phase is advanced by increments of 2π/n with a rate ω, which for simplicity we take to be constant throughout the cycle. If the biochemical steps of the DNA methylation cycle are statistically independent of each other, the time evolution of the probability of finding the CpG in state ϕ follows a Master equation of the form

$$\partial_{t}\;P\left(\phi ,t\right)=\frac{n\omega }{2\pi }\left[P\left(\phi -1,t\right)-P\left(\phi ,t\right)\right].$$

The solution for delta-distributed initial conditions is simply a Poisson distribution with mean and variance ωtn/(2π). In the presence of both DNMT3s and TETs, a single cytosine is therefore, trivially, a stochastic oscillator.

However, an independent set of such stochastic oscillators, even if initiated in phase, would quickly desynchronise and cannot explain the coherent nature of DNA methylation oscillations. Single-cell bisulfite sequencing experiments in serum conditions and *in vivo* suggest that DNA methylation dynamics is correlated on the genome scale (Figures 1 and 5). To understand the emergence of coherent dynamics it is important to note that the stochastic dynamics of CpGs is weakly coupled, both globally and locally. One mechanism of positive feedback arises from DNMT3A/B binding to the DNA. It has been shown that DNMT3A/B have increased binding affinity to highly methylated DNA. In somatic cells, unbound DNMT3A/B is selectively degraded by the proteosomal pathway, such that high levels of DNA methylation effectively lead to increased concentrations of DNMT3A/B in the nucleus, while globally hypomethylated DNA reduces DNMT3A/B levels. It is likely that unbound DNMT3A/B is also selectively degraded in the much more dynamic ESCs. The global positive feedback by DNMT3A/B enzyme concentrations provides a potential mechanism for synchronising oscillations in DNA methylation. Mathematically, this feedback was taken to affect local DNA methylation with a locus specific strength $\sigma_{i}$. Reversely, the effect of local DNA methylation on the global concentration of DNMT3A/B is denoted by $\kappa_{i}$.

Further, DNMT3A/B/L molecules may form heteromers and simultaneously methylate multiple cytosines on the DNA. Beyond that, *in vitro* studies suggest that DNMT3A/B/L can polymerise on the DNA such that these interactions might even affect CpGs in low-density regions (Emperle et al., 2014). To investigate the extent to which the combination of these couplings may lead to oscillatory dynamics on the genome scale the stochastic local dynamics was combined with mathematical representations of both short-range and global interactions. To model these short-range interactions, an interaction kernel $l\left(\left|r_{i}-r_{j}\right|\right)$ was defined giving the strength of coupling between CpGs at positions $r_{i}$ and $r_{j}$. We assume these interactions to be local, i.e. $l\left(|r_{i}-r_{j}\right)$ decays much on a much shorter scale than the size of the genome. In other words, it is assumed that CpG rich regions such as CpG islands are localised. This allows the definition of a normalized kernel $K_{ij}=\lambda^{-1}l\left(\left|r_{i}-r_{j}\right|\right)$ with $\lambda =\sum_{ij}l\left(\left|r_{i}-r_{j}\right|\right)$.

Taken together, the time evolution of the distribution $P\left(\left\{\phi_{i}\right\},t\right)$ for a given configuration $\left\{\phi_{i}\right\}$ and time t is governed by Master equations of the form

$$\partial_{t}\;P\left(\left\{\phi_{i}\right\},t\right)=\sum_{i}\frac{n_{i}}{2\pi }\left[{\hat{\omega }}_{i}+\lambda \sum_{j}K_{ij}\;{\hat{\Lambda }}_{ij}\left(\phi_{j}-\phi_{i}\right)+\kappa_{i}\sum_{j\neq i}\sigma_{j}\;{\hat{\Lambda }}_{ij}\left(\phi_{j}-\phi_{i}\right)\right]P\left(\phi_{i},t\right),$$

with ${\hat{\omega }}_{i}=\left|\omega_{i}\right|\left({\hat{\phi }}_{i}^{-\text{sign}\;\omega_{i}}\right)$ and shifting operators defined as

$${\hat{\phi }}_{i}^{\pm }P\left(\phi_{1},\ldots ,\phi_{i},\ldots \phi_{N}\right)=P\left(\phi_{1},\ldots ,\phi_{i}\pm 1,\ldots ,\phi_{N},t\right).$$

The local and global coupling functions take the form

$${\hat{\Lambda }}_{ij}\left(\phi \right)=\frac{1+sin\left(\varepsilon \left[\phi +1\right]\right)}{2}{\hat{\phi }}^{-}+\frac{1-sin\left(\varepsilon \left[\phi -1\right]\right)}{2}{\hat{\phi }}^{+}-1.$$

Therefore, although the stochastic dynamics of single CpGs was initially assumed to be unidirectional, the coupling between sites induced biased diffusive dynamics. Therefore, the simplifying assumption of strict local unidirectionality does not restrict the generality of our results for the global phase dynamics as derived below. A simpler version of these equations has been studied previously in (Jörg, 2017).

To infer the collective dynamics of the stochastic phase variables we now successively coarse grain the Master equations. Specifically, at each renormalisation step, we phase average two neighbouring CpGs or blocks of CpGs with the strongest mutual coupling, $K_{i,i+1}$, and obtain a new phase variable of the form

$${\tilde{\phi }}_{i}=\frac{n_{i}\phi_{i}+n_{i+1}\phi_{i+1}}{n_{i}+n_{i+1}},$$

with $n_{i}$ being the number of CpGs in block i. We then renormalise the couplings and frequencies in order to bring the equations back into the original form. The renormalisation procedure is depicted in Figure S3G. Renormalising the dynamics in this way is typically referred to as *strong disorder renormalisation*. The implicit assumption we make in this procedure is that at high CpG densities, the effect of local coupling on the phase dynamics is stronger than the effect of global coupling and the intrinsic stochastic dynamics of CpGs. Upon renormalization, the different terms in the Master equation behave in the following ways:

The number of states in a coarse-grained phase variable increases exponentially as ${\tilde{n}}_{i}=n_{i}n_{i+1}-I/2$, where I is the number of elements in the intersection between the states $\phi_{i}$ and $\phi_{i+1}$. Upon renormalization, the phase variable quickly becomes continuous.

The new stochastic, coarse-grained phase variable ${\tilde{\phi }}_{i}$ has an effective frequency of

$${\tilde{\omega }}_{i}=\frac{n_{i}\omega_{i}+n_{i+1}\omega_{i+1}}{n_{i}+n_{i+1}}.$$

After each coarse graining, the largest element of $K_{ij}$ is removed. We renormalise K and obtain a new coupling constant

$$\tilde{\lambda }=\frac{\lambda }{n_{i}+n_{i+1}},$$

such that, for the local interactions, the Master equations read

$$\partial_{t}P\left(\left\{{\tilde{\phi }}_{i}\right\},t\right)=\sum_{i}\frac{{\tilde{n}}_{i}}{2\pi }\left[\hat{\tilde{\omega_{i}}}+\tilde{\lambda }\sum_{ij}K_{ij}\hat{\Lambda }\left({\tilde{\phi }}_{j}-{\tilde{\phi }}_{i}+\delta \right)+\ldots \right]P\left(\left\{{\tilde{\phi }}_{i}\right\},t\right),$$

where δ is to highest order a constant contribution stemming from the frequency differences between neighboring blocks of oscillators. This time-independent phase shift can be absorbed into the definition of the block phase ${\tilde{\phi }}_{i}$.

The effect of coarse graining on the global interaction terms is two-fold: The effect of the mean field on a block of phase variables scales inversely with the number of CpGs in a block, ${\tilde{\kappa }}_{i}=\kappa_{i}/n_{i}$, while the influence on the mean field scales like ${\tilde{\sigma }}_{i}=n_{i}\sigma_{i}$. Taken together, the global coupling terms remain invariant under renormalisation,

$$\partial_{t}P\left(\left\{{\tilde{\phi }}_{i}\right\},t\right)=\sum_{i}\frac{{\tilde{n}}_{i}}{2\pi }\left[\ldots +{\tilde{\kappa }}_{i}\sum_{j\neq i}{\tilde{\sigma }}_{j}\hat{\Lambda }\left({\tilde{\phi }}_{j}-{\tilde{\phi }}_{i}\right)\right]P\left(\left\{{\tilde{\phi }}_{i}\right\},t\right).$$

The equations were then successively coarse grained and renormalized until the microscopic length scale defined by the minimal distance between neighboring blocks is much larger than the local interaction range, such that $\tilde{\lambda }\leq {\tilde{\omega }}_{i},\;{\tilde{\kappa }}_{i}$. Then, the local coupling terms become irrelevant compared to the global coupling, and the dynamics on large scales is effectively described by

$$\partial_{t}P\left(\left\{{\tilde{\phi }}_{i}\right\},t\right)=\sum_{i}\frac{{\tilde{n}}_{i}}{2\pi }\left\{\hat{\tilde{\omega_{i}}}+\sum_{j\neq i}{\tilde{\kappa }}_{i}\hat{\Lambda }\left({\tilde{\phi }}_{j}-{\tilde{\phi }}_{i}\right)\right\}P\left(\left\{{\tilde{\phi }}_{i}\right\},t\right).$$

A linear noise approximation was then employed by formally writing

$$\frac{2\pi }{n_{i}}{\tilde{\phi }}_{i}\left(t\right)=\Theta_{i}\left(t\right)+\sqrt{2\pi /{\tilde{n}}_{i}}\;\xi_{i}\left(t\right)+O\left({\tilde{n}}_{i}^{-1}\right),$$

with the deterministic part following

$$\partial_{t}\Theta_{i}={\tilde{\omega }}_{i}+{\tilde{\kappa }}_{i}\sum_{j}{\tilde{\sigma }}_{i}\;sin\left(\Theta_{j}-\Theta_{i}\right)$$

and fluctuations described by

$$\frac{d}{dt}\xi_{i}=\sum_{j}{\tilde{\kappa }}_{j}cos\left(\Theta_{j}-\Theta_{i}\right)\left(\xi_{j}-\xi_{i}\right)+\sqrt{\left|{\tilde{\omega }}_{i}\right|+\sum_{j}\kappa_{j}}\;\eta_{i}\left(t\right),$$

where $\eta_{i}\left(t\right)$ is Gaussian white noise with $\langle \eta_{i}\left(t\right)\rangle =0$ and $\langle \eta_{i}\left(t\right)\eta_{j}\left(t^{\prime }\right)\rangle =\delta_{ij}\delta \left(t-t^{\prime }\right)$. By successively merging neighboring CpGs, the typical number of states, ${\tilde{n}}_{i}$, grows exponentially. Taking the continuum limit, ${\tilde{n}}_{i}\to \infty$, the discrete phase is well-approximated by ${\tilde{\phi }}_{i}\left(t\right)\to \Theta_{i}\left(t\right)$. Therefore, on large scales, the dynamics is effectively described by equations of the form

$$\partial_{t}\Theta_{i}={\tilde{\omega }}_{i}+{\tilde{\kappa }}_{i}\sum_{j}{\tilde{\sigma }}_{j}sin\left(\Theta_{j}-\Theta_{i}\right).$$

This is the heterogeneous Kuramoto model, which has been studied in the literature(Paissan and Zanette, 2008). The main results are briefly recapitulated and discussed here in the context of collective DNA methylation oscillations. In the spirit of Kuramoto’s original theory these equations can be reformulated in terms of a global phase Φ(t) and amplitude r(t) defined as the modulus and amplitude of the complex number $z\left(t\right)\equiv r\left(t\right)\text{exp}\left[i\Psi \left(t\right)\right]=N^{-1}\sum_{i}\sigma_{i}\text{exp}\left[i\phi_{i}\left(t\right)\right]$, respectively,

$$\partial_{t}\phi_{i}={\tilde{\omega }}_{i}+{\tilde{\kappa }}_{i}rsin\left(\Phi -\phi_{i}\right).$$

The condition for synchronisation, and the global amplitude r(t), can then be obtained by self-consistency. It is found that the probability of asymptotically synchronised oscillators is proportional to the coupling to the global field,

$$p_{s}\left(\delta ,\tilde{\kappa },\tilde{\sigma }\right)=\tilde{\kappa }rG\left(\Omega +\tilde{\kappa }r\;\sin\;\delta ,\tilde{\kappa },\tilde{\sigma }\right)\cos\;\delta ,$$

where δ is the phase shift between the local oscillator and the global phase and $G\left(\tilde{\omega },\tilde{\kappa },\;\tilde{\sigma }\right)$ is the probability distribution of oscillators with frequency $\tilde{\omega }$ and coupling $\tilde{\kappa }$ and $\tilde{\sigma }$. Global synchronisation occurs if

$$\int_{0}^{\infty }\tilde{\kappa }\int_{0}^{\infty }\tilde{\sigma }G\left({\tilde{\omega }}_{0},\tilde{\kappa },\tilde{\sigma }\right)d\tilde{\kappa }\;d\tilde{\sigma }\geq \frac{2}{\pi },$$

with the most abundant frequency denoted by ${\tilde{\omega }}_{0}$. More specifically, if the contribution to the mean field and its effect on the local oscillator are correlated through a relation $\tilde{\sigma }=\tilde{\sigma }\left(\tilde{\kappa }\right)$ and the intrinsic frequencies are statistically independent of the coupling, then $G\left(\tilde{\omega },\tilde{\kappa },\tilde{\sigma }\right)=g\left(\tilde{\omega }\right)h\left(\tilde{\kappa }\right)f\left(\tilde{\sigma }\right)$ and the condition for global synchronisation reduces to

$$\int_{0}^{\infty }\tilde{\kappa }h\left(\tilde{\kappa }\right)\tilde{\sigma }\left(\tilde{\kappa }\right)d\tilde{\kappa }\geq \frac{2}{\pi g\left({\tilde{\omega }}_{0}\right)},$$

In the case of DNA methylation turnover, the coupling to the mean field and the contribution of each oscillator to it are both mediated through DNMT3A/B binding, such that $\tilde{\kappa }$ and $\tilde{\sigma }$ are proportional, $\tilde{\sigma }\left(\tilde{\kappa }\right)=a\tilde{\kappa }$. Therefore, globally synchronised oscillations occur if

$$\int_{0}^{\infty }{\tilde{\kappa }}^{2}h\left(\tilde{\kappa }\right)d\tilde{\kappa }=\langle {\left(\tilde{\kappa }-\langle \tilde{\kappa }\rangle \right)}^{2}\rangle +{\langle \tilde{\kappa }\rangle }^{2}\geq \frac{2}{\pi ag\left({\tilde{\omega }}_{0}\right)}.$$

Interestingly, global synchronisation of DNA methylation oscillations is not only promoted by the average global coupling, but also by the variance thereof. The denominator, $g\left({\tilde{\omega }}_{0}\right)$, suggests that the value of the critical coupling strength is determined by the number of oscillators with intrinsic frequencies close to the typical frequency, ${\tilde{\omega }}_{0}$. In the special case of a set of homogeneous oscillators this implies asymptotic coherence for any distribution of $\tilde{\kappa }$.

In the special case of homogeneous coupling, $h\left(\tilde{\kappa }\right)=\delta \left(\tilde{\kappa }-{\tilde{\kappa }}_{0}\right)$, the synchronisation condition reads

$${\tilde{\kappa }}_{0}\geq \frac{2}{\pi g\left({\tilde{\omega }}_{0}\right)}.$$

In this case, it can be shown that the asymptotic degree of synchronisation increases according to a scaling law with the square root of the distance to the critical coupling ${\tilde{\kappa }}_{c}=2/\left[\pi g\left({\tilde{\omega }}_{0}\right)\right]$,

$$r\approx \sqrt{\frac{16}{\pi {\tilde{\kappa }}_{c}^{3}}}\sqrt{\frac{\mu }{-g^{\prime \prime }\left({\tilde{\omega }}_{0}\right)}},$$

with $\mu =\left({\tilde{\kappa }}_{0}-{\tilde{\kappa }}_{c}\right)/{\tilde{\kappa }}_{c}$ and $g^{\prime \prime }\left({\tilde{\omega }}_{0}\right)$ denotes the second derivative of the distribution of intrinsic frequencies at the position of the characteristic frequency ${\tilde{\omega }}_{0}$. For example, if $\tilde{\omega }$ is normally distributed, $g^{\prime \prime }\left({\tilde{\omega }}_{0}\right)$ is proportional to the negative standard deviation. Taken together, solutions corresponding to global synchronisation go from unstable below ${\tilde{\kappa }}_{c}$ to stable above ${\tilde{\kappa }}_{c}$.

In DNA methylation turnover, a large number of oscillators have identical intrinsic frequencies, such that $g\left({\tilde{\omega }}_{0}\right)\gg 1$ and $g^{\prime \prime }\left({\tilde{\omega }}_{0}\right)\ll 1$. In this case the synchronised state is stable even for vanishing coupling $\langle \tilde{\kappa }\rangle$ and perturbations lead to an exponentially fast relaxation back into the synchronised state. Hence, synchronisation occurs on a time scale proportional to $1/{\tilde{\kappa }}_{0}$ and preferential DNMT3A/B binding provides a potential mechanism stabilising synchronised oscillations in DNA methylation. It is unlikely that non-constant conversion rates qualitatively alter these results as synchronisation phenomena have been shown to be robust against heterogeneity in phase transition rates (Kuramoto, 1991).

This analysis shows how coherent oscillations can emerge despite the heterogeneity on the local scale. Starting from the microscopic dynamics we have derived qualitatively the same genome-scale behavior as with our phenomenological model. Although the analysis focussed on DNMT3A/B as the main driver leading to genome wide synchronisation, likely, there are many more sources driving synchronisation. For example, cell cycle periodically and homogeneously converts 5caC, 5fC and potentially other states to unmodified cytosines. This can effectively be understood as a periodic driving force giving rise to synchronised oscillations. Further, parallel scM&T-seq recently revealed that expression levels of *Tet1/2* genes are anti-correlated to methylation levels of several genomic elements in their vicinity (Angermueller et al., 2016). In particular, this holds true for a non-CGI promoter of the *Tet1* gene that is differentially methylated between cells. High methylation levels in these elements may therefore result in low *Tet* expression and a globally decreased rate of demethylation. Similarly, low methylation levels give rise to high *Tet* expression and subsequently increased demethylation. Methylation of the *Tet1* promoter and other elements in the vicinity of *Tet1/2* genes therefore effectively yields positive global feedback on DNA methylation. Elements whose methylation status influences the expression of *Tet1/2* play a special role in this scenario: they act as “pacemakers” which mediate the coupling of all other oscillators. These elements can therefore be thought of as a periodic force acting on CpGs in potentially distal parts of the genome. In fact, in a fluctuating environment such as a cell, oscillators are subject to many random stimuli. It has been theoretically shown that if these sources of noise affect all oscillators, the emergence of coherent dynamics is facilitated.

##### DNA Methylation Oscillations In Vivo

The observation of DNA methylation oscillations in the highly transient situation of the 2i release experiment suggests that these oscillations might also occur during the *de novo* methylation process *in vivo*, which has been shown to parallel the transcriptional and epigenetic dynamics of the *in vitro* experiment. During the exit from pluripotency (E4.5 to E6.5 in mouse) the global level of DNA methylation, averaged over cells levels, rises monotonically in time (Figure 6A). To investigate whether this process has an oscillatory component parallel bisulphite and RNA sequencing in single cells was performed at several time points during these stages in development (E4.5, E5.5, and E6.5). Different lineages were found in our dataset at E4.5 and E6.5, and the sample size does not allow to define an ensemble of statistically equivalent cells from the ensuing subpopulations, subsequent analysis was restricted to cells taken at E5.5. 

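Cells of each stage were clustered on the 2000 most variable genes, without the Dnmt, Tet and pluripotency genes named above, and clusters were named from lists of lineage markers. At E4.5, 24 cells were epiblast-like and 51 endoderm-like. The epiblast-like share was 33.3% of 15 cells in embryo 1 (95% exact interval 11.8% to 61.6%), 50.0% of 8 cells in embryo 2 (15.7% to 84.3%), 50.0% of 10 cells in embryo 3 (18.7% to 81.3%), 25.0% of 24 cells in embryo 4 (9.77% to 46.7%) and 22.2% of 18 cells in embryo 5 (6.41% to 47.6%). No test between the embryos was run. At E6.5, 29 cells were epiblast-like, 15 endoderm-like and 23 mesoderm-like, and 16 cells formed a cluster without a name. Embryo 1 held 44.4% epiblast-like and 33.3% endoderm-like cells among 36, and no mesoderm-like cell, which allows a share of up to 8.33%. Embryo 2 held 27.7% epiblast-like, 6.38% endoderm-like and 48.9% mesoderm-like cells among 47. With its cell numbers counted in runs of 12, 23 of the 24 kept cells at places 10 to 12 were mesoderm-like. Of the 23 at other places, 0 were. These shares describe the cells collected, and may not be the shares of the embryo. The mesoderm-like cells raised 7 of the 8 mesoderm markers, and also 5 of the 9 epiblast and 5 of the 13 endoderm markers. The endoderm-like cells of E6.5 raised 12 of the 13 endoderm and 6 of the 8 trophectoderm markers. The epiblast-like cells raised 8 of the 9 epiblast and 4 of the 8 trophectoderm markers, so each name gives the list with the most genes raised. At a resolution of 0.3 the epiblast-like and endoderm-like cells of E6.5 merged into a cluster without a name, while the mesoderm-like share of embryo 2 stayed at 48.9%. The partition of E4.5 was found with 17 of 20 seeds and that of E6.5 with 19 of 20. The paper restricts its analysis to E5.5 because of the lineages at E4.5 and E6.5 and because there were too few cells to define a set of equivalent cells within the subpopulations.

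**Figure D2:**
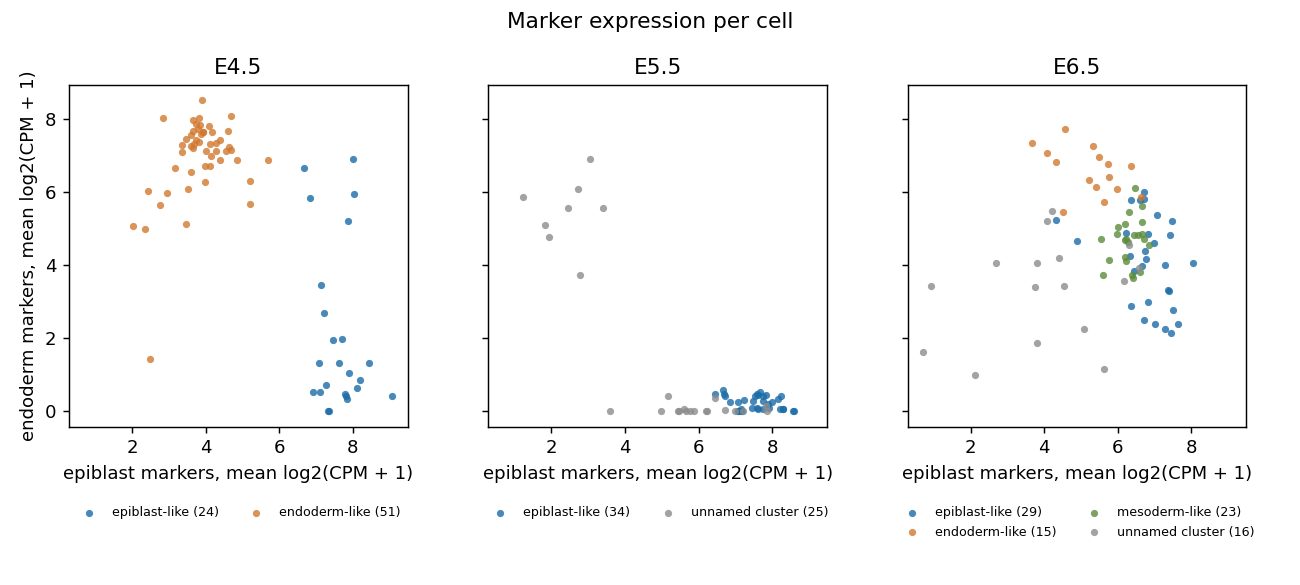
Mean expression of the endoderm markers against that of the epiblast markers per cell, both as mean log2(CPM + 1), at E4.5, E5.5 and E6.5, with points coloured by the cluster of the cell and the number of cells in parentheses. At E4.5 most of the 24 epiblast-like and 51 endoderm-like cells lie apart, and at E6.5 the 29 epiblast-like and 23 mesoderm-like cells overlap on these axes.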

The analysis of sequencing data is complicated by the fact that sequencing only provides static information, which makes unveiling dynamic processes like methylation oscillations potentially challenging. Before aiming to reconstruct the temporal dimension in the methylation data the first step in the analysis was to ask whether statistical patterns can be extracted that allow to distinguish between different hypotheses explaining methylation heterogeneity.

To begin, it needed to be determined whether differences in global DNA methylation at E5.5 might be the result early lineage decisions, which would indicate that methylation heterogeneity is the result of a process on slower time scales than expected for oscillatory DNA methylation. No significant correlation between the expression of any gene and global DNA methylation was found. In particular, analogous to the situation in serum conditions *in vitro*, global DNA methylation levels were not correlated to the expression of the *Dnmt* and *Tet* genes (Figure 5B). To investigate whether DNA methylation correlated with the spatial location of cells, a potential indicator of post-transcriptional regulation of cell fate, all genes with (unadjusted) p-values for correlation to global H3K4me1 methylation smaller than 0.01 were selected. After adjusting for multiple testing, the expression of no gene was significantly correlated to global methylation. This list of 78 genes was then compared with a list of 462 genes that are differentially expressed along the embryonic body axis at E6.5 (Scialdone et al., 2016). There was no overlap between these sets. Taken together, this suggests that variability in DNA methylation between cells is not the result of slow effects extrinsic to DNA methylation turnover.

DNA methylation heterogeneity should therefore either stem from cell-to-cell variability in the process of global *de novo* methylation between E4.5 and E6.5, oscillatory DNA methylation turnover, or a combination of both. To distinguish these possibilities in the sequencing data biophysical modeling was employed to study the shape of distribution of global DNA methylation levels across cells over time. The first step of the analysis focused on a single cell which undergoes global *de novo* methylation. As global DNA methylation levels are typically calculated as an average over thousands of local genomic elements, cell-to-cell variability in these averages resulting from the stochastic nature of biochemical reactions is negligible compared to variations in the onset and rates of *de novo* methylation. It was assumed that the average level of DNA methylation in a given set of loci follows a sigmoidal form. Measuring time in units of the inverse global rate of *de novo* methylation and methylation levels in units of their saturation levels during later stages of development, the average global methylation level in a given set of genomic regions was parametrized as

$$\bar{m}\left(\Delta \tau \right)=\frac{1}{1+exp\left(-\Delta \tau \right)}.$$

The precise form of $\bar{m}\left(t\right)$ is empirically unknown, but the following results are insensitive to its specific choice. Importantly, variability in the rates and times of onset of *de novo* methylation can, by appropriate rescaling of time, be summarized in the single dimensionless quantity Δτ. To continue we denote by $f\left(m;\bar{m}\right)$ the distribution of methylation values across cells which would be observed in steady state conditions with average methylation level $\bar{m}$. More precisely, $f\left(m;\bar{m}\right)$ is the conditional probability that a cell has global methylation m given that the average global methylation across statistically identical cells is $\bar{m}$. With this, the probability that a cell has methylation level m at a time t is

$$p\left(m,\tau \right)=\int_{0}^{\tau }f\left(m;\bar{m}\left(\Delta \tau \right)\right)g\left(\Delta \tau ;\tau \right)d\Delta \tau ,$$

where g(Δτ;τ) is the probability that at time τ the *de novo* methylation process has been active for a time Δτ.

In order to quantitatively understand cell-to-cell variability throughout the process of *de novo* methylation three possible scenarios were investigated.

In the case that *de novo* methylation is not superimposed with oscillatory dynamics, $f\left(m;\bar{m}\right)$ is unimodal. If g(Δτ,τ) is also unimodal (e.g. because a homogeneous population of cells exits the pluripotent state in a stochastic manner), then p(m,τ) is unimodal at all times. The time evolution of p(m,τ) was obtained by numerical integration and it is depicted in Figure 5C (top).

g(Δτ;τ) can be bimodal if there is early lineage segregation of epiblast precursors, such that the exit from pluripotency and the start or the rate of *de novo* methylation are sufficiently different between two subpopulations. The time evolution of p(m,τ) in such a scenario is exemplarily shown in Figure 5C (middle). The distribution of global methylation levels in this case is bimodal only at intermediary stages of the *de novo* methylation process.

Last, if DNA methylation in a steady state scenario is oscillatory, the probability of methylation levels at the extreme points of the dynamics is higher than for intermediary levels (note that this is not necessarily the case in serum conditions, where oscillations in cells differ in amplitude and midpoint due to differential expression of *Dnmt3* and *Tet* genes). In this case $f\left(m;\bar{m}\right)$ takes a bimodal form. The shape of $f\left(m;\bar{m}\right)$ depends on the molecular details of DNA methylation turnover. For simplicity, and without loss of generality, f was approximated by a Gaussian mixture distribution,

$$f\left(m;\bar{m}\right)=\frac{1}{2\sqrt{2\pi }\sigma_{2}}e^{-\frac{{\left[x-\left(m-A/2\right)\right]}^{2}}{2\sigma_{2}}}+\frac{1}{2\sqrt{2\pi }\sigma_{1}}e^{-\frac{{\left[x-\left(m+A/2\right)\right]}^{2}}{2\sigma_{1}^{2}}},$$

where A is the amplitude of the oscillation. Progress can be made by noting that in this case p(m,τ) is bimodal if, at a given time τ, the variance of the distribution of $\bar{m}$ across different cells is smaller than the amplitude of the oscillation. This distribution is given by

$$h\left(\bar{m},\tau \right)=\int_{0}^{\tau }\delta \left(\bar{m}-\bar{m}\left(\Delta \tau \right)\right)g\left(\Delta \tau ;\tau \right)d\Delta \tau .$$

For notational simplicity the same symbol $\bar{m}$ is used for the random variable and for the functional form of the dynamics of *de novo* methylation in single cells. The time evolution of $h\left(\bar{m},\tau \right)$ was then studied separately for early times and for the long time asymptotics. In the former case $\bar{m}\left(\Delta \tau \right)$ was expanded to first order such that $\bar{m}\left(\tau \right)=u{\left(\Delta \tau \right)}^{-1}+O\left[u^{-2}\right]$ with u(Δτ)=exp(−Δτ). The variance of $h\left(\bar{m},\tau \right)$ then obeys

$$Var\left(\bar{m}\right)\equiv \int_{0}^{\infty }{\left[\bar{m}-\int_{0}^{\infty }{\bar{m}}^{\text{′}}h\left({\bar{m}}^{\text{′}},\tau \right)d{\bar{m}}^{\text{′}}\right]}^{2}h\left(\bar{m},\tau \right)d\bar{m}=u{\left(\Delta \tau \right)}^{-2}e^{\sigma^{2}}\left(e^{\sigma^{2}}-1\right).$$

Therefore, the variance of $\bar{m}$ initially increases monotonically in time.

For t→∞, $\bar{m}\left(\tau \right)$ was expanded to first order as a Laurent series, such that $\bar{m}\left(\Delta \tau \right)=1-u\left(\Delta \tau \right)+O\left[u^{2}\right]$. The variance of $h\left(\bar{m},\tau \right)$ then evolves as

$$Var\left(\bar{m}\right)=u{\left(\Delta \tau \right)}^{2}e^{\sigma^{2}}\left(e^{\sigma^{2}}-1\right).$$

Asymptotically, when average global DNA methylation approaches its maximum level, the variance decreases monotonically over time. In between these asymptotic regimes there must therefore be a maximum of the variance. Oscillations in global DNA methylation are therefore reflected in bimodality at early and late times of the global *de novo* methylation process. At intermediary times bimodality should only be observed if the amplitude of oscillations is of the same order as the global changes in DNA methylation that occur during the process of *de novo* methylation. Figure 5C (bottom) shows p(m,τ) for the oscillating case.

In summary, the three generic scenarios are clearly distinguishable by the occurrence of bimodality at different stages during the *de novo* methylation process. The observation of bimodality at E5.5, where global DNA methylation has reached its saturation level, is only compatible with an oscillatory modulation of DNA methylation. In agreement with the characterisation of oscillatory dynamics *in vitro*, a bimodal distribution of methylation levels between cells was particularly enriched at genomic regions with a CpG density between 2 and 3% (Figure 5G).

At a given time in development, different regions of the genome gain methylation in different degrees. While a large degree of this variation can be tracked back to CpG density we found that even for fixed values of the CpG density, some regions of the genome remain lowly methylated. A corollary of the theoretical results on the time evolution of bimodality is that at a given time during development, bimodality in the distribution of methylation levels across cells should particularly emerge at regions which remain lowly methylated and regions which have reached their maximum methylation levels. To test whether this pattern of oscillatory dynamics is reflected in the single-cell sequencing data tiled the genome was tiled into coverage-based windows and for each window the average methylation level across cells and the p-value for bimodality of methylation levels in the respective genomic region was calculated. Binning average methylation levels, the fraction of significantly bimodal elements (p<0.05) was obtained for each bin. Bimodality is indeed specific to elements that either remain lowly methylated at E5.5 or which have already reached the maximum value at this time (Figure 4F). As the former condition might overlap with elements that are inaccessible for DNMT3 binding, bimodality is more pronounced for higher average methylation levels.

### Quantification and Statistical Analysis

Published data sets used in analysis are listed in Table S1.

#### Bisulfite Sequencing

Raw sequence reads were trimmed to remove both poor quality calls and adapters using Trim Galore (v0.4.1, www.bioinformatics.babraham.ac.uk/projects/trim_galore/, Cutadapt version 1.8.1, parameters: −paired) (Martin, 2011). Trimmed reads were first aligned to the mouse genome in paired-end mode to be able to use overlapping parts of the reads only once while writing out unmapped singleton reads; in a second step remaining singleton reads were aligned in single-end mode. Alignments were carried out with Bismark v0.14.4 (Krueger and Andrews, 2011) with the following set of parameters: a) paired-end mode: −pbat; b) single-end mode for Read 1: −pbat; c) single-end mode for Read 2: defaults. Reads were then deduplicated with deduplicate_bismark selecting a random alignment for position that were covered more than once. CpG methylation calls were extracted from the deduplicated mapping output ignoring the first 6 bp of each read (corresponding to the 6N random priming oligos) using the Bismark methylation extractor (v0.14.4) with the following parameters: a) paired-end mode: −ignore 6 --ignore_r2 6; b) single-end mode: −ignore 6. SeqMonk version 0.32 was used to compute methylation rates and coverage. To QC BS-seq data, pairwise Pearson correlation coefficients were calculated using methylation levels averaged over 10kb tiles. Replicates within the same time point were on average more highly correlated than between time points (*r* = 0.885 versus 0.866). For subsequent analyses, replicates were merged.

Further statistical analysis was performed by custom scripts in Perl and R. Averages were weighted by coverage depth. For enhancers, we took into account regions which had higher total coverage depth throughout the time course than the median. For exons and promoters, which include regions with significantly varying CpG density, we filtered for regions below the 1^st^ quartile in CpG density and above the 95^th^ percentile in total coverage depth to calculate average methylation levels. To estimate the bounds of technical noise we followed standard methods by considering methylation of CpGs as statistically independent, such that the total number of methylation reads in a given region follows a binomial distribution. For each genomic region we calculated the distribution of methylation levels under the null hypothesis from 1000 binomial samples, given by the same local average coverage and methylation rate found in the experiment. Confidence bounds were then obtained from the distribution of weighted averages over all regions.

Spectral analysis is complicated by the fact that, given the temporal resolution of the time series, statistical significance in periodicity cannot be rigorously established on the level of single elements after multiple testing correction. Rather, we investigated whether parallel oscillatory dynamics is enriched over many genomic elements. To determine the distribution of spectral powers under the null hypothesis, we sampled spectral powers using the Lomb-Scargle method over 2.5e7 uncorrelated and normally distributed time series, taking into account the possibility of artificial spectral peaks that arise from the non-uniformity of time points. The average spectral power over a large set of genomic regions for a given period (or frequency) is normally distributed and we used t tests to determine statistical significance for the enrichment of periods with respect to the null hypothesis. For spectral analysis, slow trends in average DNA methylation levels were removed by considering the residuals after fitting to a second order polynomial. It is important to note that the limited number of time points and their non-uniformity gives rise to correlations in spectral powers as well as a discrete set of possible enriched periods, which is reflected in a periodicity in the average spectral powers.

To estimate the amplitude of the oscillations (excess variance) we rescaled the weighted variance of methylation levels across time points by the variance of methylation levels expected from a Bernoulli trial of a length corresponding to the average coverage $\left(\bar{c}\right)$ and average methylation level $\left(\bar{m}\right)$ for a given genomic window (technical variability), $Var\left(m\right)/\left[\bar{m}\left(1-\bar{m}\right)/\bar{c}\right]$.

#### Amplicon Bisulfite Sequencing

The first 8 bp of Read 2, representing unique molecular identifiers (UMIs), were removed and written into the sequence IDs instead. The reads were then subjected to adapter and quality trimming using Trim Galore (v0.4.2; default parameters) and aligned to the mouse genome (build GRCm38) using Bismark (v0.16.3, parameters: −non_directional). After mapping reads were deduplicated using the UMI-mode of deduplicate_bismark (options --bam --barcode).

For spectral analysis we filtered for data points with more than 100 reads and used elements with more than 20 valid time points. (n = 16 for release and n = 16 for control). Spectral analysis was performed using the Lomb-Scargle method with a scanning interval ranging from 90 to 180 minutes. Spectral peaks at the boundaries of the scanning interval were discarded.

#### Knock-out ESC and EB scBS-Seq Data Processing

Raw sequence reads had the first 6 base pairs clipped off the 5’ end to remove 6N random priming portion of the reads, and were also trimmed to remove both poor quality calls and adapters using Trim Galore (v0.4.1, www.bioinformatics.babraham.ac.uk/projects/trim_galore/, parameters: −clip_r1 6, Cutadapt v1.8.1). Remaining sequences were then aligned to the mouse genome (build GRCm38) with Bismark (v0.14.5) in single-end mode (parameters: −non_directional). Methylation calls were extracted after duplicate sequences had been excluded.

#### RNA-Seq Data Analysis

Read counts associated with different genomic features where obtained using Bioconductor’s GenomicAlignments package in R. We excluded H3K4me1 regions that overlap with exons. For the interpretation of read counts we needed to separate technical from biological variability between time points. While this potentially ambiguous we reasoned that rapid changes associated with DNA methylation oscillations must be less pronounced in transcripts with significantly longer average lifetime than the period of DNA methylation oscillations. With long-lived transcripts as a reference we focussed our analysis on short-lived transcripts, such as reads aligned to enhancer or intron regions. To this end, we calculated normalisation factors using size factor normalisation on transcripts with an average lifetime of more than the median lifetime of all transcripts (corresponding to roughly 7 hours, (Sharova et al., 2009b)). All downstream analysis was performed on log-transformed normalised read counts, after adding an offset of 1.

#### scBS-Seq Data Analysis

For violin plots shown in Figures 1 and Figures S1 and S2, SeqMonk version 0.32 was used to compute methylation rates, using annotated loci (Table S1) with more than 5 CpGs each containing at least one read. For each cell, all sites with DNA methylation values were included in beanplots prepared using R (beanwidth = 10).

To estimate biological variability of DNA methylation between cells (Figure 4C and S6A) we rescaled the weighted variance of methylation levels between cells by the variance of methylation levels expected from a Bernoulli trial of a length corresponding to the average coverage $\left(\bar{c}\right)$ and average methylation level $\left(\bar{m}\right)$ for a given genomic window (technical variability), $Var\left(m\right)/\left[\bar{m}\left(1-\bar{m}\right)/\bar{c}\right]$.

#### Embryo scM&T-Seq Analysis

Data processing was performed as previously described (Angermueller et al., 2016).

Downstream analysis was performed using custom scripts in Perl and R. Averages over methylation rates and correlations were weighted by coverage depth. For weighted correlation between *Dnmt*/*Tet* expression and global methylation we took the difference of the average log-transformed normalized read counts of the *Dnmt3a/b/l/1* genes and *Tet1/2/3* genes, respectively, after removal of dropouts. 

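The difference between the average log2(CPM + 1) of Dnmt3a, Dnmt3b, Dnmt3l and Dnmt1 and that of Tet1, Tet2 and Tet3, with genes without reads in a cell left out, was computed for each embryo cell. Averaged over embryos it was 1.71 ± 0.31 (SD, n = 5 embryos) at E4.5 and 2.45 ± 0.23 (SD, n = 2) at E6.5. In the E5.5 embryo it was 2.63, and 7 of its 59 cells had no value because all Tet genes lacked reads. The SD over cells was 2.11 at E5.5, and on average within embryos 1.73 at E4.5 and 1.43 at E6.5. In epiblast-like cells alone, the means were 0.85 at E4.5, 2.16 at E5.5 and 2.12 at E6.5. With genes without reads kept in the averages, they were 3.21, 4.31 and 2.95, so that E6.5 lay below E4.5. The ratio of sums described in the legend of Fig. 5B, which adds Tdg, was 2.29 at E4.5, 3.35 at E5.5 and 1.76 at E6.5. At E4.5 the SD of this ratio across embryos was 1.02, with 4.07 in embryo 4 and 1.49 to 2.17 in the others. Both E6.5 embryos, at 1.61 and 1.91, lay within that last range, so the ratio does not set E4.5 apart from E6.5. Cells differed in depth, and with each cell thinned to 50000 reads, a setting chosen after seeing the data, the means were 1.36, 2.28 and 1.77.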

For a given cell, to estimate developmental age we tiled the genome into regions of 100 informative CpGs (more than one read each). We then filtered for tiles with CpG density between 10% and 15%. Pseudo time was defined as the average fraction of forward reads in these regions, $pt=\;N^{-1}\sum_{i}f_{i}/\left(f_{i}+b_{i}\right)$, where $f_{i}$ and $b_{i}$ are the number of forward and backwards reads in a region, respectively, and *N* Is the total number of regions under consideration. The resulting pseudo time series where then detrended using linear regression and rescaled by the expected technical variance in methylation levels.

### Data and Software Availability

The accession number for the sequencing datasets reported in this paper is GEO.

## References

[bib1] Angermueller C., Clark S.J., Lee H.J., Macaulay I.C., Teng M.J., Hu T.X., Krueger F., Smallwood S.A., Ponting C.P., Voet T. (2016). Parallel single-cell sequencing links transcriptional and epigenetic heterogeneity. Nat. Methods.

[bib2] Atlasi Y., Stunnenberg H.G. (2017). The interplay of epigenetic marks during stem cell differentiation and development. Nat. Rev. Genet..

[bib3] Auclair G., Guibert S., Bender A., Weber M. (2014). Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. Genome Biol..

[bib4] Baubec T., Colombo D.F., Wirbelauer C., Schmidt J., Burger L., Krebs A.R., Akalin A., Schübeler D. (2015). Genomic profiling of DNA methyltransferases reveals a role for DNMT3B in genic methylation. Nature.

[bib5] Berry S., Dean C., Howard M. (2017). Slow chromatin dynamics allow Polycomb target genes to filter fluctuations in transcription factor activity. Cell Syst.

[bib6] Bintu L., Yong J., Antebi Y.E., McCue K., Kazuki Y., Uno N., Oshimura M., Elowitz M.B. (2016). Dynamics of epigenetic regulation at the single-cell level. Science.

[bib7] Booth M.J., Branco M.R., Ficz G., Oxley D., Krueger F., Reik W., Balasubramanian S. (2012). Quantitative sequencing of 5-methylcytosine and 5-hydroxymethylcytosine at single-base resolution. Science.

[bib8] Boroviak T., Loos R., Lombard P., Okahara J., Behr R., Sasaki E., Nichols J., Smith A., Bertone P. (2015). Lineage-specific profiling delineates the emergence and progression of naive pluripotency in mammalian embryogenesis. Dev. Cell.

[bib9] Boyle A.P., Davis S., Shulha H.P., Meltzer P., Margulies E.H., Weng Z., Furey T.S., Crawford G.E. (2008). High-resolution mapping and characterization of open chromatin across the genome. Cell.

[bib66] Buecker C., Srinivasan R., Wu Z., Calo E., Acampora D., Faial T., Simeone A., Tan M., Swigut T., Wysocka J. (2014). Reorganization of enhancer patterns in transition from naive to primed pluripotency. Cell Stem Cell.

[bib10] Buenrostro J.D., Giresi P.G., Zaba L.C., Chang H.Y., Greenleaf W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[bib11] Chambers I., Silva J., Colby D., Nichols J., Nijmeijer B., Robertson M., Vrana J., Jones K., Grotewold L., Smith A. (2007). Nanog safeguards pluripotency and mediates germline development. Nature.

[bib12] Clark S.J., Smallwood S.A., Lee H.J., Krueger F., Reik W., Kelsey G. (2017). Genome-wide base-resolution mapping of DNA methylation in single cells using single-cell bisulfite sequencing (scBS-seq). Nat. Protoc..

[bib13] Creyghton M.P., Cheng A.W., Welstead G.G., Kooistra T., Carey B.W., Steine E.J., Hanna J., Lodato M.A., Frampton G.M., Sharp P.A. (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc Natl. Acad. Sci. USA.

[bib14] Du J., Johnson L.M., Jacobsen S.E., Patel D.J. (2015). DNA methylation pathways and their crosstalk with histone methylation. Nat. Rev. Mol. Cell. Biol..

[bib15] Emperle M., Rajavelu A., Reinhardt R., Jurkowska R.Z., Jeltsch A. (2014). Cooperative DNA binding and protein/DNA fiber formation increases the activity of the Dnmt3a DNA methyltransferase. J. Biol. Chem..

[bib67] Factor D.C., Corradin O., Zentner G.E., Saiakhova A., Song L., Chenoweth J.G., McKay R.D., Crawford G.E., Scacheri P.C., Tesar P.J. (2014). Epigenomic Comparison Reveals Activation of “Seed” Enhancers during Transition from Naive to Primed Pluripotency. Cell Stem Cell.

[bib16] Farlik M., Sheffield N.C., Nuzzo A., Datlinger P., Schönegger A., Klughammer J., Bock C. (2015). Single-cell DNA methylome sequencing and bioinformatic inference of epigenomic cell-state dynamics. Cell. Rep..

[bib17] Feldmann A., Ivanek R., Murr R., Gaidatzis D., Burger L., Schübeler D. (2013). Transcription factor occupancy can mediate active turnover of DNA methylation at regulatory regions. PLOS Genet..

[bib18] Ficz G., Hore T.A., Santos F., Lee H.J., Dean W., Arand J., Krueger F., Oxley D., Paul Y.L., Walter J. (2013). FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. Cell Stem Cell.

[bib19] Gaidatzis D., Burger L., Murr R., Lerch A., Dessus-Babus S., Schübeler D., Stadler M.B. (2014). DNA sequence explains seemingly disordered methylation levels in partially methylated domains of Mammalian genomes. PLOS Genet..

[bib20] Habibi E., Brinkman A.B., Arand J., Kroeze L.I., Kerstens H.H., Matarese F., Lepikhov K., Gut M., Brun-Heath I., Hubner N.C. (2013). Whole-genome bisulfite sequencing of two distinct interconvertible DNA methylomes of mouse embryonic stem cells. Cell Stem Cell.

[bib21] Haerter J.O., Lövkvist C., Dodd I.B., Sneppen K. (2014). Collaboration between CpG sites is needed for stable somatic inheritance of DNA methylation states. Nucleic Acids Res..

[bib22] Hayashi K., de Sousa Lopes S.M.C., Tang F., Lao K., Surani M.A. (2008). Dynamic equilibrium and heterogeneity of mouse pluripotent stem cells with distinct functional and epigenetic states. Cell Stem Cell.

[bib23] Hiratani I., Ryba T., Itoh M., Rathjen J., Kulik M., Papp B., Fussner E., Bazett-Jones D.P., Plath K., Dalton S. (2010). Genome-wide dynamics of replication timing revealed by in vitro models of mouse embryogenesis. Genome Res..

[bib24] Hon G.C., Rajagopal N., Shen Y., McCleary D.F., Yue F., Dang M.D., Ren B. (2013). Epigenetic memory at embryonic enhancers identified in DNA methylation maps from adult mouse tissues. Nat. Genet..

[bib25] Hon G.C., Song C.X., Du T., Jin F., Selvaraj S., Lee A.Y., Yen C.A., Ye Z., Mao S.Q., Wang B.A. (2014). 5mC oxidation by Tet2 modulates enhancer activity and timing of transcriptome reprogramming during differentiation. Mol. Cell.

[bib26] Hooper M., Hardy K., Handyside A., Hunter S., Monk M. (1987). HPRT-deficient (Lesch-Nyhan) mouse embryos derived from germline colonization by cultured cells. Nature.

[bib27] Hu X., Zhang L., Mao S.Q., Li Z., Chen J., Zhang R.R., Wu H.P., Gao J., Guo F., Liu W. (2014). Tet and TDG mediate DNA demethylation essential for mesenchymal-to-epithelial transition in somatic cell reprogramming. Cell Stem Cell.

[bib68] Illingworth R.S., Gruenewald-Schneider U., Webb S., Kerr A.R., James K.D., Turner D.J., Smith C., Harrison D.J., Andrews R., Bird A.P. (2010). Orphan CpG islands identify numerous conserved promoters in the mammalian genome. PLoS Genet.

[bib28] Iurlaro M., von Meyenn F., Reik W. (2017). DNA methylation homeostasis in human and mouse development. Curr. Opin. Genet. Dev..

[bib29] Jia D., Jurkowska R.Z., Zhang X., Jeltsch A., Cheng X. (2007). Structure of Dnmt3a bound to Dnmt3L suggests a model for de novo DNA methylation. Nature.

[bib30] Jörg D.J. (2017). Stochastic Kuramoto oscillators with discrete phase states. Phys. Rev. E..

[bib31] Kalkan T., Olova N., Roode M., Mulas C., Lee H.J., Nett I., Marks H., Walker R., Stunnenberg H.G., Lilley K.S. (2017). Tracking the embryonic stem cell transition from ground state pluripotency. Development.

[bib32] Kobayashi T., Kageyama R. (2011). Hes1 oscillations contribute to heterogeneous differentiation responses in embryonic stem cells. Genes.

[bib33] Kolodziejczyk A.A., Kim J.K., Tsang J.C., Ilicic T., Henriksson J., Natarajan K.N., Tuck A.C., Gao X., Bühler M., Liu P. (2015). Single cell RNA-sequencing of pluripotent states unlocks modular transcriptional variation. Cell Stem Cell.

[bib34] Krueger F., Andrews S.R. (2011). Bismark: a flexible aligner and methylation caller for bisulfite-Seq applications. Bioinformatics.

[bib35] Kunz C., Focke F., Saito Y., Schuermann D., Lettieri T., Selfridge J., Schär P. (2009). Base excision by thymine DNA glycosylase mediates DNA-directed cytotoxicity of 5-fluorouracil. PLOS Biol..

[bib36] Kuramoto Y. (1991). Collective synchronization of pulse-coupled oscillators and excitable units. Physica D: Nonlinear Phenomena.

[bib37] Lee H.J., Hore T.A., Reik W. (2014). Reprogramming the methylome: erasing memory and creating diversity. Cell Stem Cell.

[bib38] Leitch H.G., McEwen K.R., Turp A., Encheva V., Carroll T., Grabole N., Mansfield W., Nashun B., Knezovich J.G., Smith A. (2013). Naive pluripotency is associated with global DNA hypomethylation. Nat. Struct. Mol. Biol..

[bib39] Lövkvist C., Dodd I.B., Sneppen K., Haerter J.O. (2016). DNA methylation in human epigenomes depends on local topology of CpG sites. Nucleic Acids Res.

[bib70] Macaulay I.C., Teng M.J., Haerty W., Kumar P., Ponting C.P., Voet T. (2016). Separation and parallel sequencing of the genomes and transcriptomes of single cells using G&T-seq. Nat Protocols.

[bib40] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet j.

[bib41] Métivier R., Gallais R., Tiffoche C., Le Péron C., Jurkowska R.Z., Carmouche R.P., Ibberson D., Barath P., Demay F., Reid G. (2008). Cyclical DNA methylation of a transcriptionally active promoter. Nature.

[bib42] Mohammed H., Hernando-Herraez I., Savino A., Scialdone A., Macaulay I., Mulas C., Chandra T., Voet T., Dean W., Nichols J. (2017). Single-cell landscape of transcriptional heterogeneity and cell fate decisions during mouse early gastrulation. Cell Rep..

[bib43] Ooi S.K., Qiu C., Bernstein E., Li K., Jia D., Yang Z., Erdjument-Bromage H., Tempst P., Lin S.P., Allis C.D. (2007). DNMT3L connects unmethylated lysine 4 of histone H3 to de novo methylation of DNA. Nature.

[bib44] Paissan G.H., Zanette D.H. (2008). Synchronization of phase oscillators with heterogeneous coupling: a solvable case. Physica D: Nonlinear Phenomena.

[bib45] Peng G., Suo S., Chen J., Chen W., Liu C., Yu F., Wang R., Chen S., Sun N., Cui G. (2016). Spatial transcriptome for the molecular annotation of lineage fates and cell identity in mid-gastrula mouse embryo. Dev. Cell.

[bib46] Picelli S., Faridani O.R., Björklund A.K., Winberg G., Sagasser S., Sandberg R. (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[bib47] Quail M.A., Otto T.D., Gu Y., Harris S.R., Skelly T.F., McQuillan J.A., Swerdlow H.P., Oyola S.O. (2011). Optimal enzymes for amplifying sequencing libraries. Nat. Methods.

[bib48] Scialdone A., Tanaka Y., Jawaid W., Moignard V., Wilson N.K., Macaulay I.C., Marioni J.C., Göttgens B. (2016). Resolving early mesoderm diversification through single-cell expression profiling. Nature.

[bib49] Seisenberger S., Andrews S., Krueger F., Arand J., Walter J., Santos F., Popp C., Thienpont B., Dean W., Reik W. (2012). The dynamics of genome-wide DNA methylation reprogramming in mouse primordial germ cells. Mol. Cell.

[bib50] Sharma S., De Carvalho D.D., Jeong S., Jones P.A., Liang G. (2011). Nucleosomes containing methylated DNA stabilize DNA methyltransferases 3A/3B and ensure faithful epigenetic inheritance. PLOS Genet..

[bib51] Sharova L.V., Sharov A.A., Nedorezov T., Piao Y., Shaik N., Ko M.S.H. (2009). Database for mRNA half-life of 19 977 genes obtained by DNA microarray analysis of pluripotent and differentiating mouse embryonic stem cells. DNA Res..

[bib52] Sharova L.V., Sharov A.A., Nedorezov T., Piao Y., Shaik N., Ko M.S.H. (2009). Database for mRNA half-life of 19 977 genes obtained by DNA microarray analysis of pluripotent and differentiating mouse embryonic stem cells. DNA Res.

[bib53] Shah S., Takei Y., Zhou W., Lubeck E., Yun J., Eng C.-H.L., Koulena N., Cronin C., Karp C., Liaw E.J. (2018). Dynamics and spatial genomics of the nascent transcriptome by intron seqFISH. Cell.

[bib54] Singer Z.S., Yong J., Tischler J., Hackett J.A., Altinok A., Surani M.A., Cai L., Elowitz M.B. (2014). Dynamic heterogeneity and DNA methylation in embryonic stem cells. Mol. Cell.

[bib55] Singh A.M., Hamazaki T., Hankowski K.E., Terada N. (2007). A heterogeneous expression pattern for Nanog in embryonic stem cells. Stem Cells.

[bib56] Smallwood S.A., Lee H.J., Angermueller C., Krueger F., Saadeh H., Peat J., Andrews S.R., Stegle O., Reik W., Kelsey G. (2014). Single-cell genome-wide bisulfite sequencing for assessing epigenetic heterogeneity. Nat Methods.

[bib57] Smith Z.D., Chan M.M., Mikkelsen T.S., Gu H., Gnirke A., Regev A., Meissner A. (2012). A unique regulatory phase of DNA methylation in the early mammalian embryo. Nature.

[bib58] Solter D., Knowles B.B. (1975). Immunosurgery of mouse blastocyst. Proc. Natl. Acad. Sci. USA.

[bib59] Stadler M.B., Murr R., Burger L., Ivanek R., Lienert F., Schöler A., van Nimwegen E., Wirbelauer C., Oakeley E.J., Gaidatzis D. (2011). DNA-binding factors shape the mouse methylome at distal regulatory regions. Nature.

[bib60] Takashima Y., Guo G., Loos R., Nichols J., Ficz G., Krueger F., Oxley D., Santos F., Clarke J., Mansfield W. (2014). Resetting transcription factor control circuitry toward ground-state pluripotency in human. Cell.

[bib61] Torres-Padilla M.E., Chambers I. (2014). Transcription factor heterogeneity in pluripotent stem cells: a stochastic advantage. Development.

[bib62] Toyooka Y., Shimosato D., Murakami K., Takahashi K., Niwa H. (2008). Identification and characterization of subpopulations in undifferentiated ES cell culture. Development.

[bib63] von Meyenn F., Iurlaro M., Habibi E., Liu N.Q., Salehzadeh-Yazdi A., Santos F., Petrini E., Milagre I., Yu M., Xie Z. (2016). Impairment of DNA methylation maintenance is the main cause of global demethylation in naive embryonic stem cells. Mol. Cell.

[bib64] Wang L., Zhang J., Duan J., Gao X., Zhu W., Lu X., Yang L., Zhang J., Li G., Ci W. (2014). Programming and inheritance of parental DNA methylomes in mammals. Cell.

[bib65] Wu H., Zhang Y. (2014). Reversing DNA methylation: mechanisms, genomics, and biological functions. Cell.

# Supplementary material for: Genome-Scale Oscillations in DNA Methylation during Exit from Pluripotency
**Source:** Cell Syst. 2018 Jul 25;7(1):63–76.e12. doi: 10.1016/j.cels.2018.06.012
**Supplement:** Document S1. Figures S1–S6 and Tables S1, S2, S4, and S5

**Cell Systems, Volume 7**

## **Supplemental Information**

### **Genome-Scale Oscillations in DNA Methylation during Exit from Pluripotency**

**Steffen Rulands, Heather J. Lee, Stephen J. Clark, Christof Angermueller, Sébastien A. Smallwood, Felix Krueger, Hisham Mohammed, Wendy Dean, Jennifer Nichols, Peter Rugg-Gunn, Gavin Kelsey, Oliver Stegle, Benjamin D. Simons, and Wolf Reik**

## Supplemental Information

### Supplemental Legends

Figures S1-6

Tables S1, S2, S4 and S5

### Supplemental Legends

**Figure S1. DNA methylation variance in naïve and primed ESCs.** Related to Figure 1 and Table S1. **(A)**

A comparison of context-specific variance in DNA methylation was determined using scBS-seq data from 12 naïve and 20 primed ESCs (Smallwood et al., 2014) at different genomic contexts. Variance was calculated for all 3kb tiles across the genome and is compared to genomic loci defined using published data (Table S1). All differences between naïve and primed conditions are statistically significant ( $p < 3.2 \times 10^{-13}$ , t-test). IAP: interstitial A Particle. TSS: transcription start site (promoter). **(B)** Mean DNA methylation levels in single cells in late replicating regions and early replicating regions (Hiratani et al., 2010). Error bars signify 95% confidence intervals. **(C)** Violin plots of DNA methylation in primed ESCs for various genomic contexts (Table S1). Each violin represents an individual cell. **(D)** Violin plots of DNA methylation in naïve and primed ESCs for H3K4me1 sites defined in naïve ESCs (Buecker et al., 2014). Each violin represents an individual cell.

**Figure S2. DNA methylation heterogeneity depends on co-expression of *Dnmt3* and *Tet* enzymes.**

Related to Figure 1 and Table S2. **(A)** Violin plots of DNA methylation at primed ESC H3K4me1 sites for cells from day 1 and day 3 of embryoid body (EB) differentiation. Each violin represents an individual cell. **(B)** RT-PCR of *Dnmt3a/b* and *Tet1/2* in naïve and primed ESCs and during EB differentiation. Expression is normalised to *Atp5b*. **(C)** DNA methylation heterogeneity is specific to the 'More Pluripotent' sub-population of primed ESCs. Top left: To identify primed ESC sub-populations hierarchical clustering was performed as previously described (Kolodziejczyk et al., 2015), using 61

primed ESCs analysed by scM&T-seq (Angermueller et al., 2016), and a panel of 86 pluripotency and differentiation genes (Table S2). Top right: Expression of selected genes of interest in the 3 subgroups of primed ESCs. Bottom panels: Violin plots of DNA methylation at H3K4me1 sites for cells from the 3 subgroups of primed ESCs. Each violin represents an individual cell. DNA methylation heterogeneity is observed only in the 'More Pluripotent' population that has the highest expression of *Dnmt3* and *Tet* enzymes. **(D)** Scatter plot of log expression values of selected genes involved in DNA methylation turnover as a function of global DNA methylation in H3K4me1 regions. Each point is a cell cultured in primed conditions with size and transparency indicating global scBS-seq coverage.

**Fig. S3. Mathematical analysis of the biophysical model.** Related to Figure 2 and STAR Methods. **(A)** Period as a function of the delay time, and  $v_0$  is depicted by color code ( $0.1 \leq u_0, v_0 \leq 2$ ). See STAR methods for details. **(B)** Threshold value of the delay time,  $\tau^*$ , as a function of the initial conditions. Blue areas signify absence of sustained oscillations. **(C)** Threshold value for fixed  $u_0 = 1.6$  (black dots) and interpolating line (blue). **(D)** Numerical solutions with time dependent rates  $k_m(t)$  and  $k_c(t)$ . Top: The rates were chosen to mimic the down regulation of Tet (solid line) and upregulation of Dnmt3a/b (dashed line) during the loss of pluripotency. Bottom: Concentration of methylated CpGs,  $m(t)$ , over the same time interval. We find the emergence of transient oscillations during the period of co-expression of the two groups of genes. **(E)** Amplitude dependence of oscillations as a function of time-delay obtained from solving a model a linear component in de-novo methylation with  $\epsilon = 0.1$ . **(F)** Amplitude dependence of oscillations as a function of time-delay obtained from solving a model taking into account non-linearities arising from enzyme binding and unbinding, with  $A = B = 0.5$  and  $m = n = 4$ . In both cases we set  $u_0 = 1.6$  and  $v_0 = 0.4$ . The dimensionless concentrations  $u_0, v_0$  and other mathematical details are defined in Star Methods. **(G)** Illustration of an exemplary case of the coarse graining procedure. At each step, the two strongest interacting CpGs (black) or blocks of CpGs (red) are phase-averaged. Couplings and intrinsic frequencies are then renormalised to bring the Master equations back into the original form.

**Fig. S4. Oscillatory dynamics after 2i release.** Related to Figure 3. **(A)** Average DNA methylation in H3K4me1 regions. Dotted lines denote different quantiles of the expected variability under the null hypothesis that the observed pattern is the result of noise (grey: 5% and 95%, blue: 32% and 68%, red: median). The oscillatory pattern exceeds what is expected by technical noise. **(B)** Average DNA methylation in regions marked by H3K27ac with the same coverage filter applied as in Figure 3A (n=6432). Shaded areas in (A) and (B) denote standard error. **(C)** Average spectral densities for different genomic features. Red dots denote significant enrichment of a given period ( $p < 0.05$ ). Thin lines denote standard error. **(D)** Methylation levels at exemplary enhancer elements as measured by whole genome BS-seq. Dots denote methylation calls and shaded regions signify standard errors.

**Fig. S5. DNA methylation oscillations in Amplicon sequencing experiments.** Related to Figure 4. DNA methylation at exemplary enhancer elements in **(A)** primed conditions after 2i release and **(B)** control conditions (cells maintained in naïve conditions). Each plot represents an amplicon. Time courses showing statistically significant oscillatory patterns are marked in red.

**Fig. S6. DNA methylation oscillations *in vivo*.** Related to Figures 5 and 6, and STAR Methods. **(A)** Biological variability (see STAR methods for mathematical definition) for different genomic features at each of the three analysed stages during development. **(B)** Scatter plot of log expression values of selected genes involved in DNA methylation turnover as a function of global DNA methylation in H3K4me1 regions. Each point is a cell taken at E5.5 with size and transparency indicating global scBS-seq coverage. **(C)** Heat maps depicting pairwise correlation coefficients between gene expression levels or global DNA methylation in H3K4me1 regions. **(D)** Adjusted average DNA methylation in regions with different ranges of CpG densities as a function of methylation pseudo time. Solid lines show local regression using the Loess method.

**Table S1: Published data sets used in this study.** Related to Figures 1, S1 and 2.

**Table S2: Pluripotency and differentiation genes used to cluster primed ESCs in Figure S2C.** Related to Figures 1 and S2. Taken from Angermueller et al., 2016.

**Table S4: Primer sequences for qPCR analysis.** Related to Figures 1 and S2, and STAR Methods.

**Table S5: Indexing primers used for Amplicon BS-seq.** Related to Figure 3 and STAR Methods.

\*indicates phosphorothioates between two bases where an s-linkage should occur.

Figure S1. Related to Figure 1

A

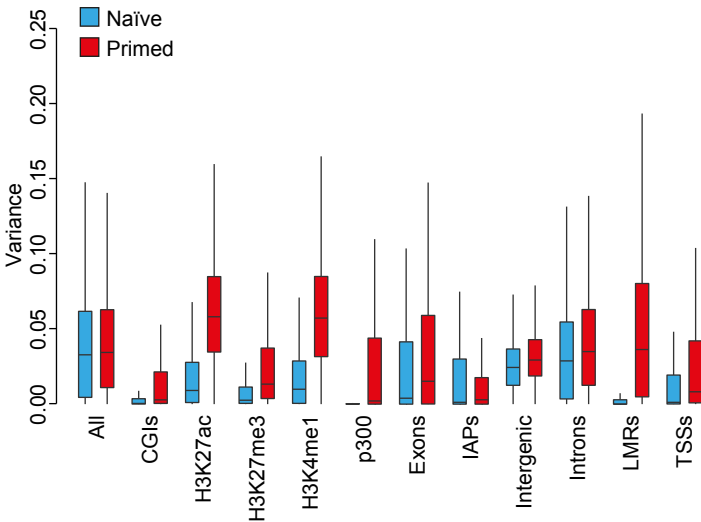

B

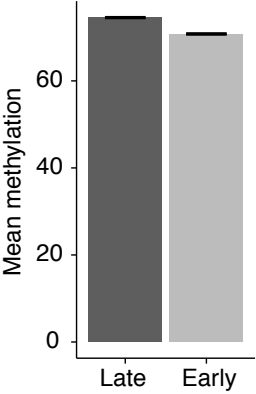

C

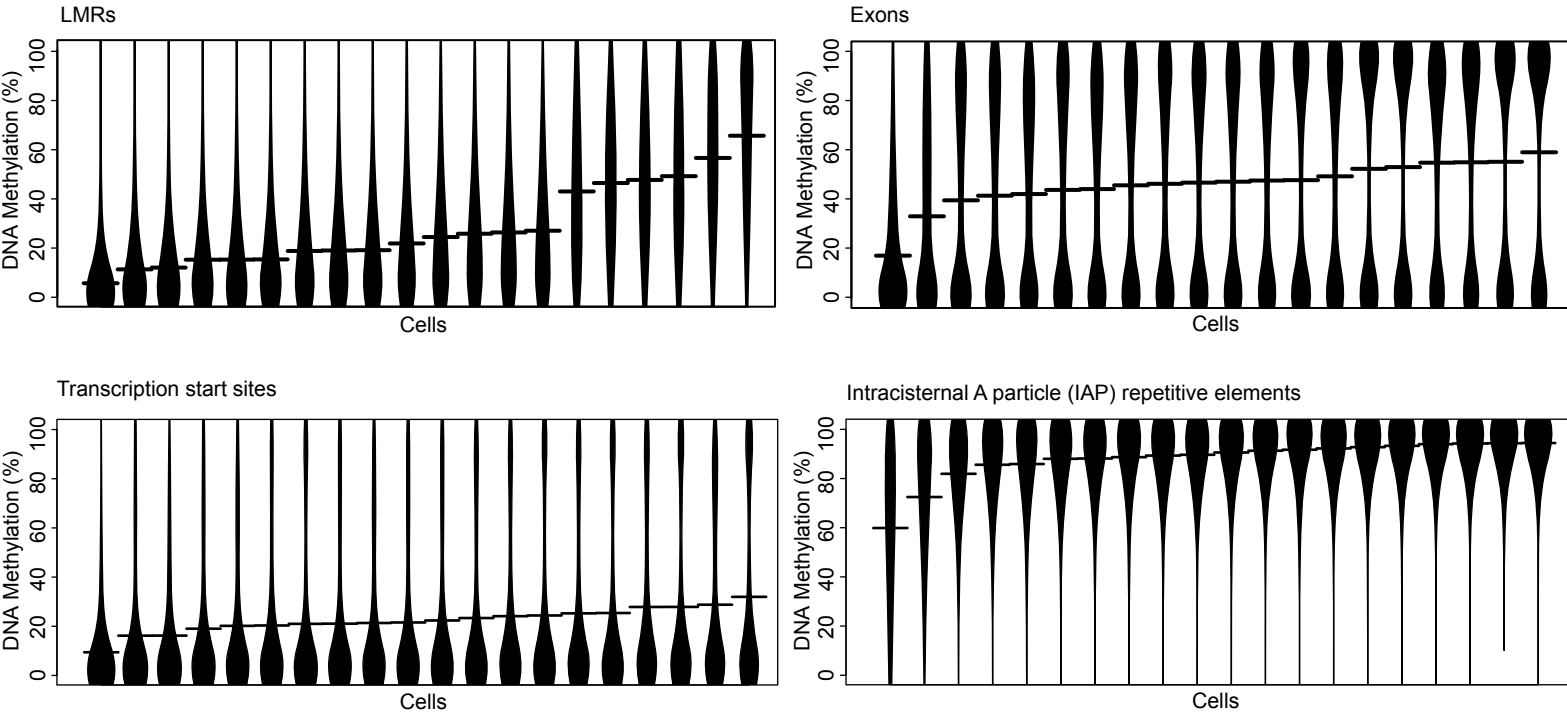

D

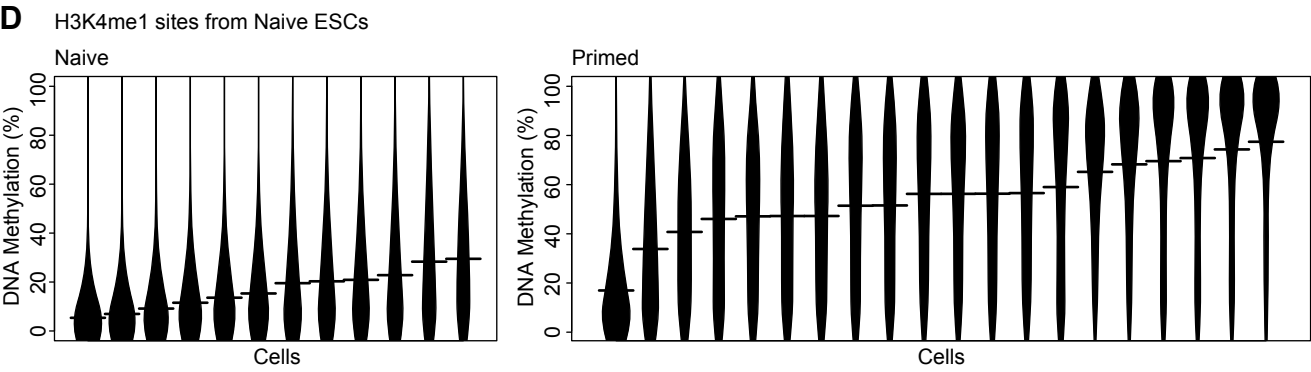

Figure S2. Related to Figure 1

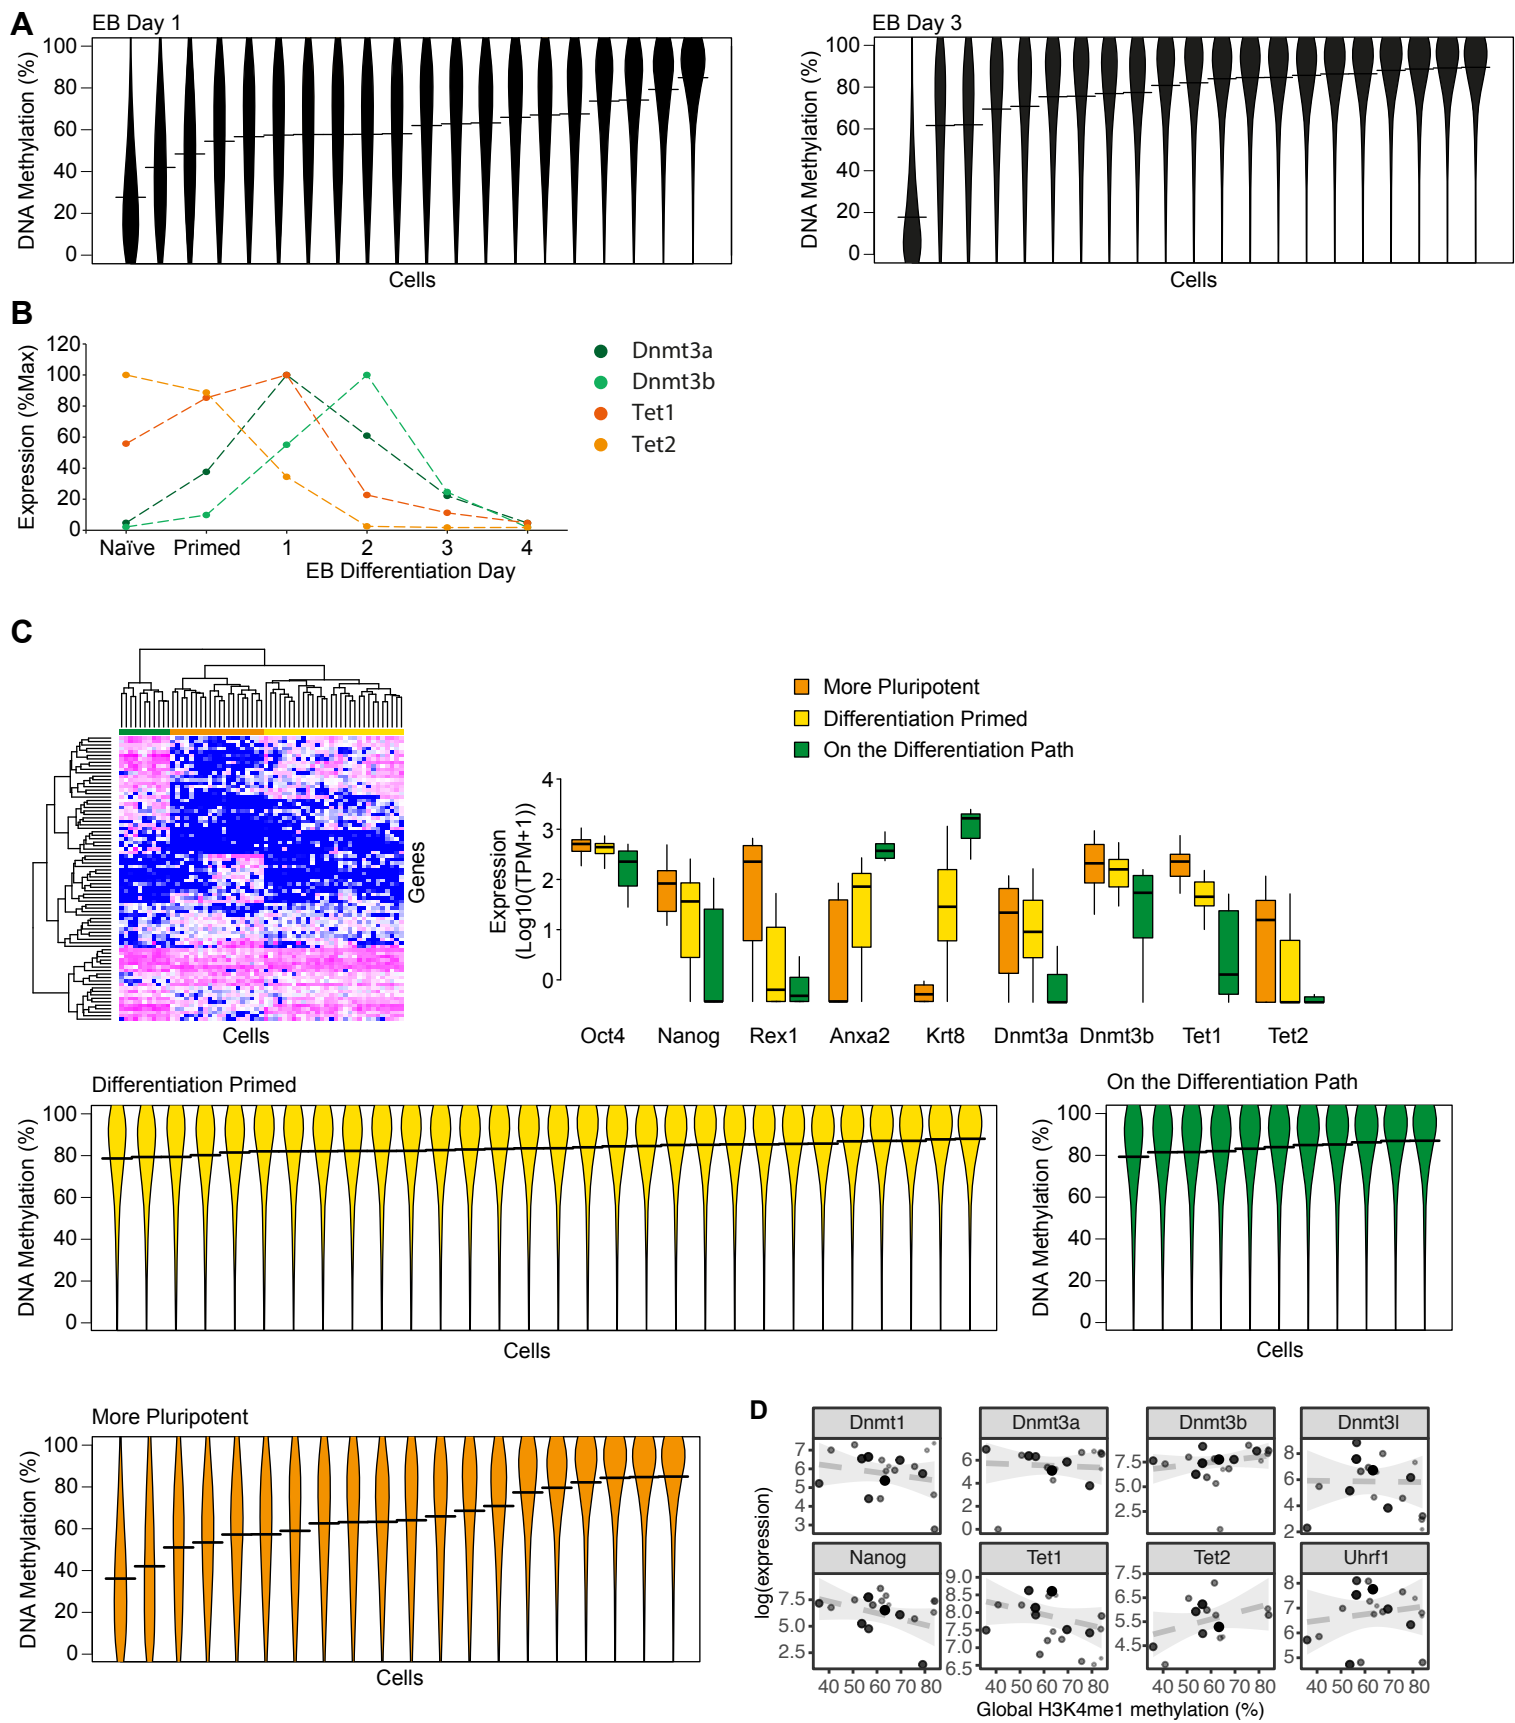

Figure S3. Related to Figure 2

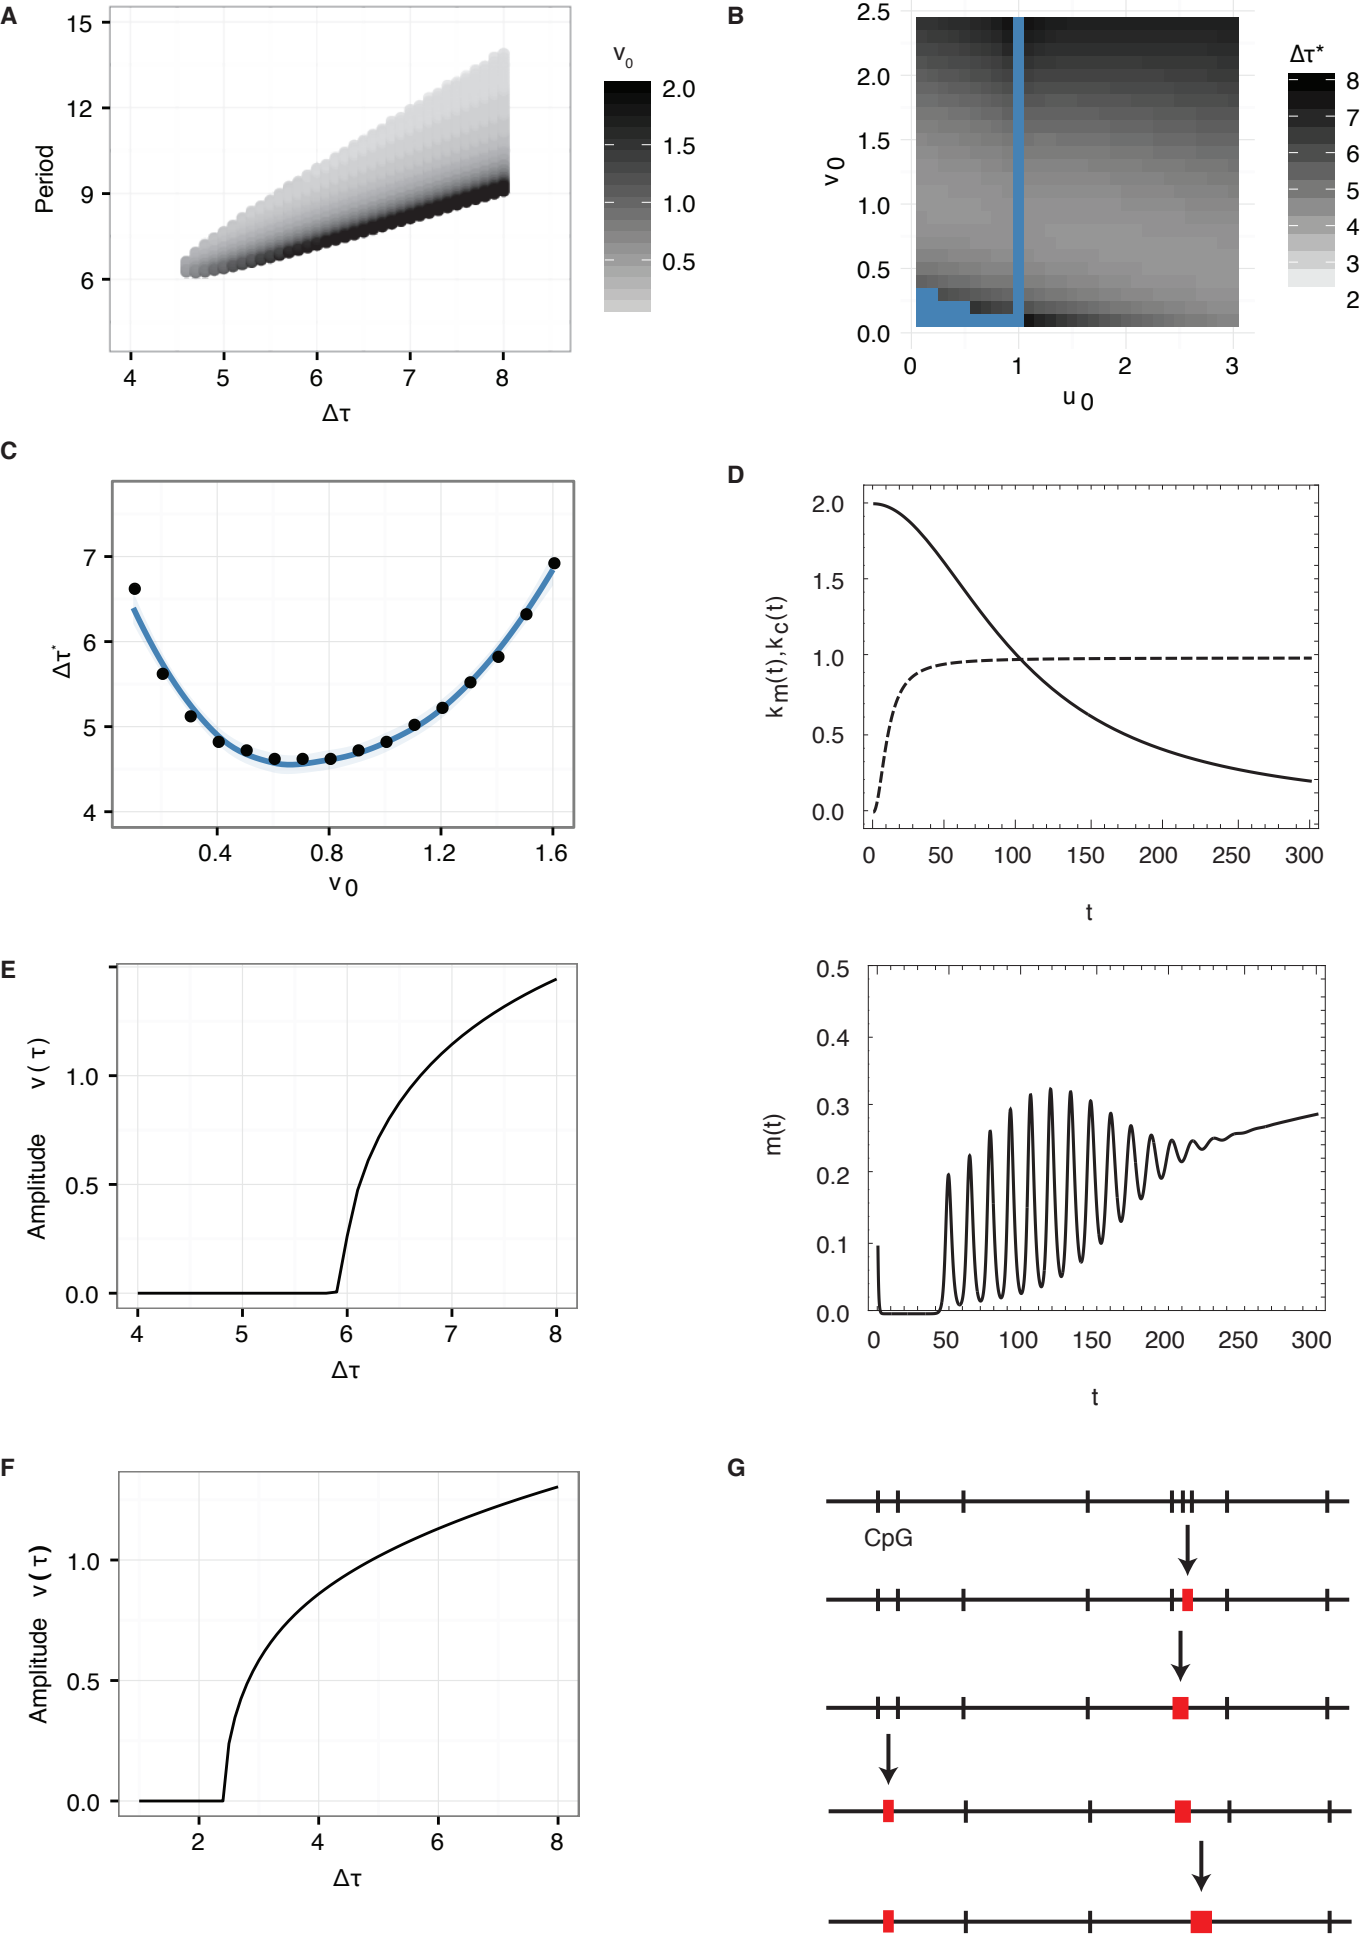

Figure S4. Related to Figure 3

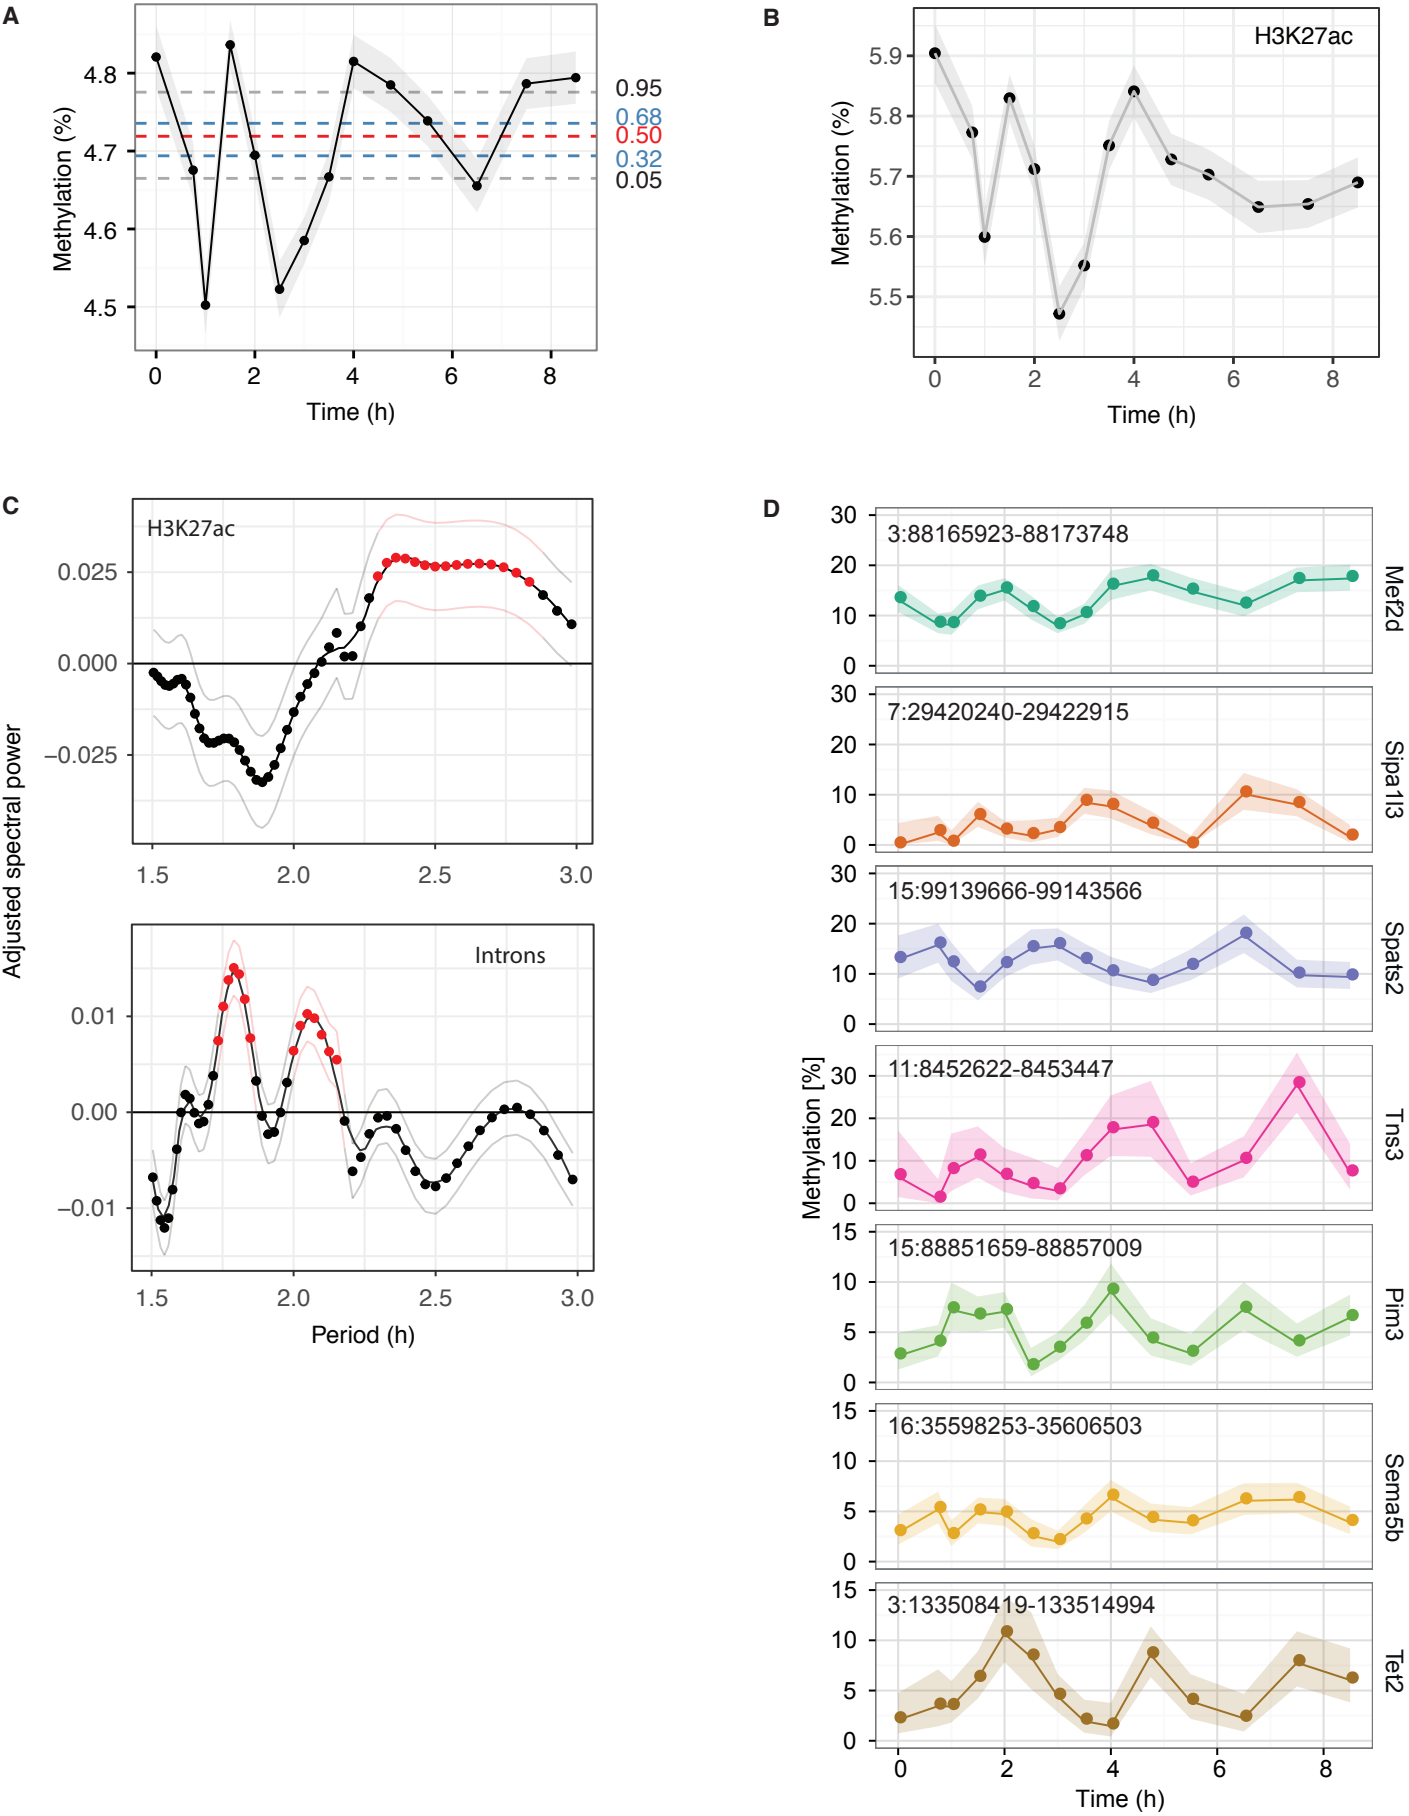

Figure S5. Related to Figure 3

A

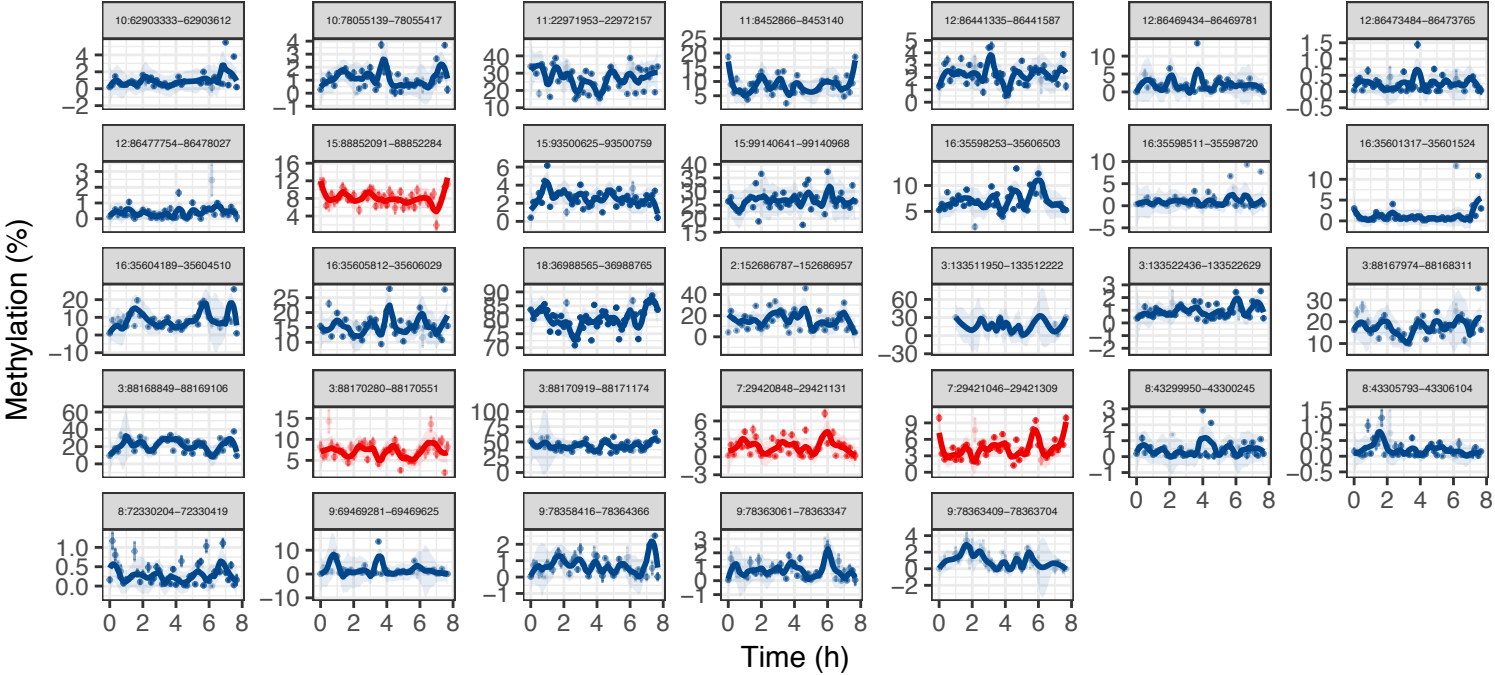

B

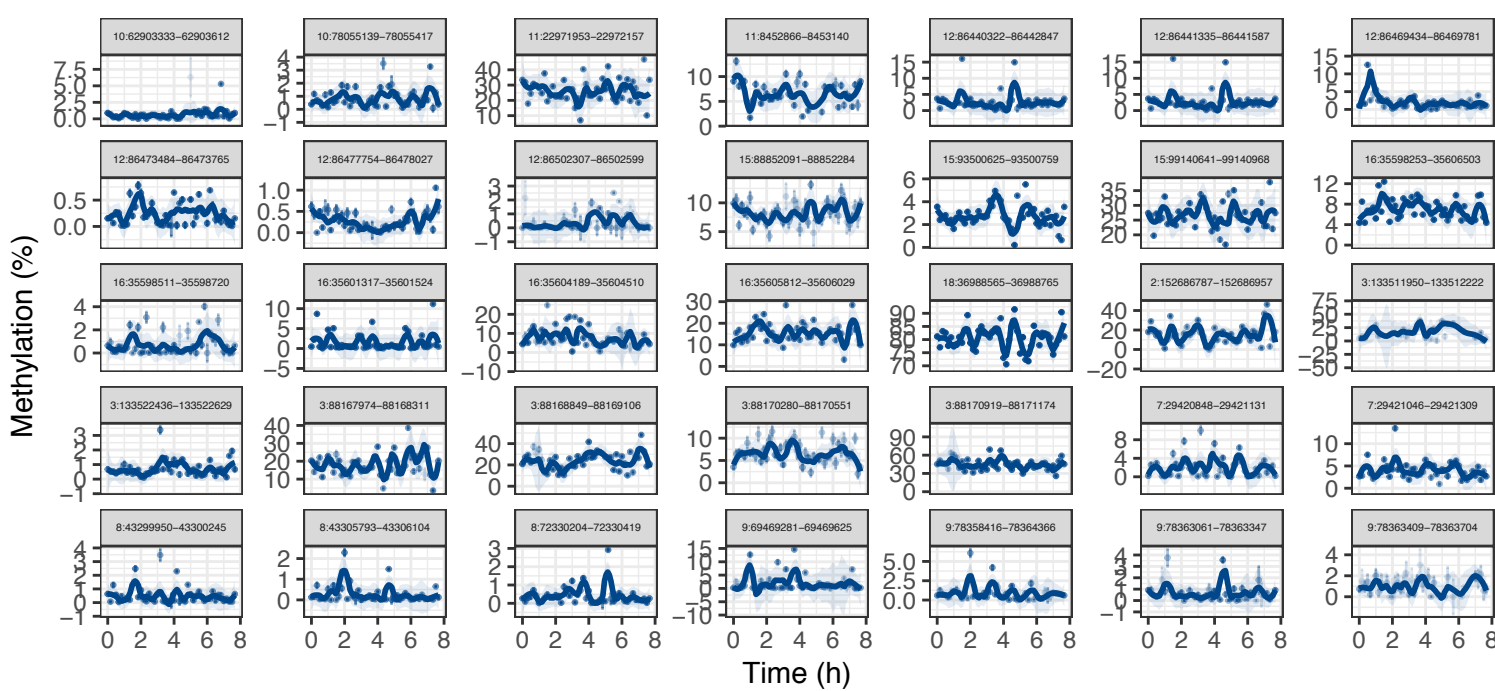

Figure S6. Related to Figure 5 and Figure 6

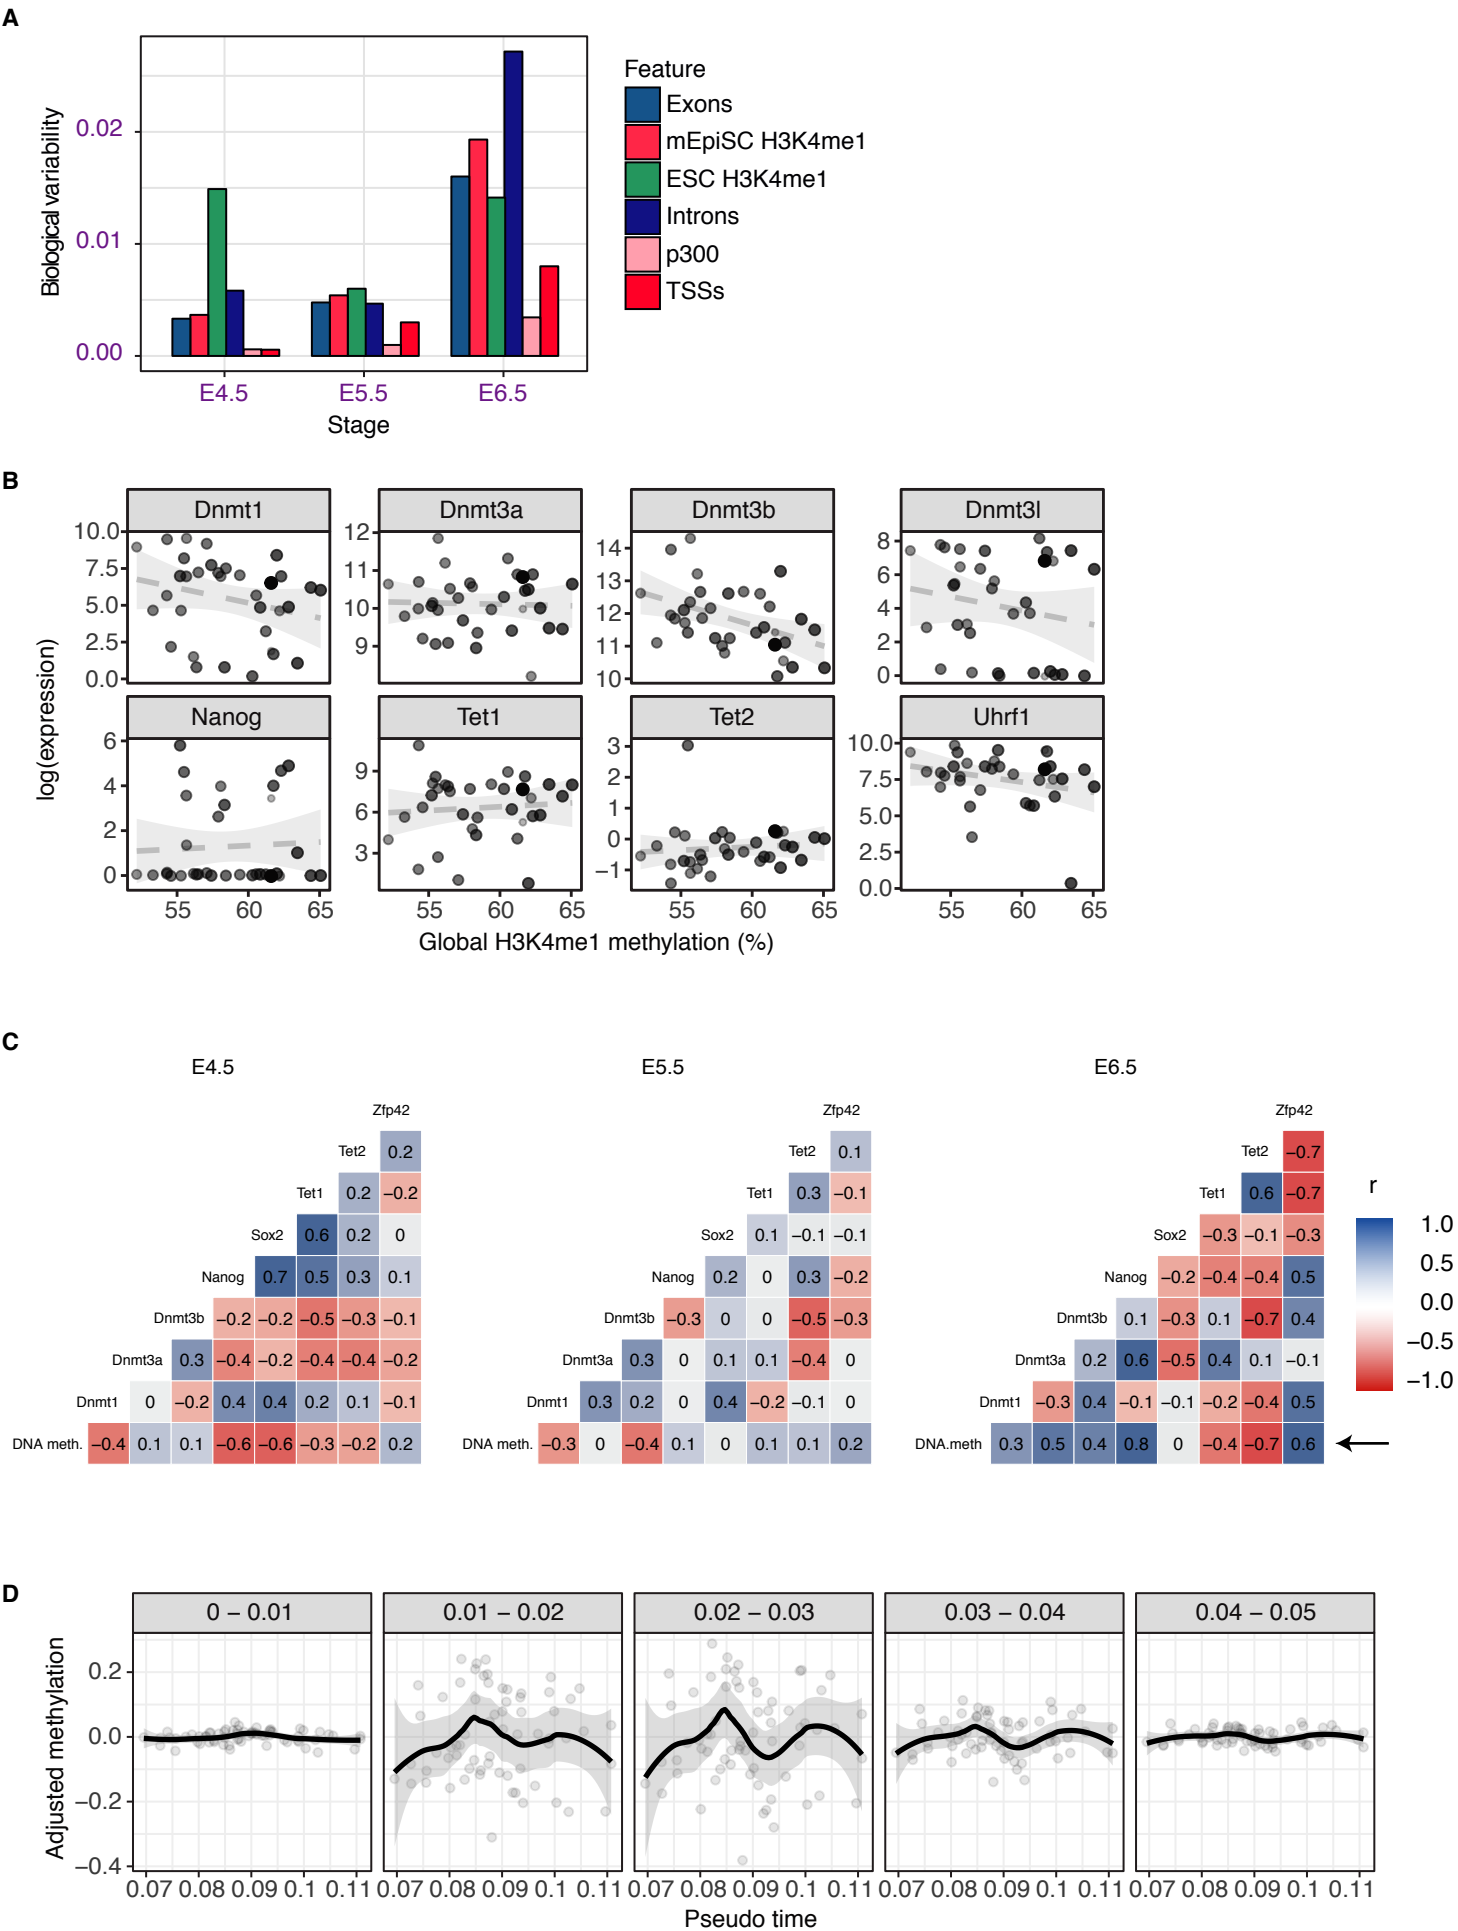

**Table S1**

| <b>Description</b>                       | <b>Reference</b>                                                                        |
|------------------------------------------|-----------------------------------------------------------------------------------------|
| Primed ESC scM&T-seq                     | Angermueller et al (2016) Nature methods 13, 229-232                                    |
| Primed ESC Dnmt3a/b ChIP-seq             | Baubec et al (2015) Nature 520, 243-247                                                 |
| Naive ESC H3K4me1 ChIP-seq               | Buecker et al (2014) Cell Stem Cell 14, 838-853                                         |
| Primed ESC H3K27ac ChIP-seq              | Creyghton et al (2010) Proceedings of the National Academy of Sciences 107, 21931-21936 |
| Primed ESC H3K27me3 ChIP-seq             | Creyghton et al (2010) Proceedings of the National Academy of Sciences 107, 21931-21936 |
| Primed ESC H3K4me1 ChIP-seq              | Creyghton et al (2010) Proceedings of the National Academy of Sciences 107, 21931-21936 |
| Primed ESC H3K4me3 ChIP-seq              | Creyghton et al (2010) Proceedings of the National Academy of Sciences 107, 21931-21936 |
| Primed ESC p300 ChIP-seq                 | Creyghton et al (2010) Proceedings of the National Academy of Sciences 107, 21931-21936 |
| EpiSC H3K4me1 ChIP-seq                   | Factor et al (2015) Cell Stem Cell 14, 854-863                                          |
| Primed ESC replication timing            | Hiratani et al (2010) Genome Research 20, 155-169                                       |
| CpG islands (CGIs)                       | Illingworth et al (2010) PLoS Genetics 6, e1001134                                      |
| E6.5 scRNA-seq                           | Sciadlone et al (2016) Nature 535, 289-293                                              |
| Primed ESC mRNA half-life                | Sharova et al (2009) DNA Research 16, 45-58                                             |
| Naïve and primed ESC scBS-seq and BS-seq | Smallwood et al (2014) Nature methods 11, 817-820                                       |
| Primed ESC low methylated regions (LMRs) | Stadler et al (2011) Nature 480, 490-495                                                |

**Table S2**

| Gene ID            | Gene Symbol |
|--------------------|-------------|
| ENSMUSG00000031972 | Acta1       |
| ENSMUSG00000035783 | Acta2       |
| ENSMUSG00000015143 | Actn1       |
| ENSMUSG00000069833 | Ahnak       |
| ENSMUSG00000021057 | Akap5       |
| ENSMUSG00000013076 | Amotl1      |
| ENSMUSG00000024659 | Anxa1       |
| ENSMUSG00000032231 | Anxa2       |
| ENSMUSG00000029484 | Anxa3       |
| ENSMUSG00000092060 | Bend4       |
| ENSMUSG00000050071 | Bex1        |
| ENSMUSG00000020423 | Btg2        |
| ENSMUSG00000029761 | Cald1       |
| ENSMUSG00000000303 | Cdh1        |
| ENSMUSG00000023906 | Cldn6       |
| ENSMUSG00000001349 | Cnn1        |
| ENSMUSG00000004665 | Cnn2        |
| ENSMUSG00000032060 | Cryab       |
| ENSMUSG00000020661 | Dnmt3a      |
| ENSMUSG00000000730 | Dnmt3l      |
| ENSMUSG00000022048 | Dpysl2      |
| ENSMUSG00000015932 | Dstn        |
| ENSMUSG00000021255 | Esrrb       |
| ENSMUSG00000013089 | Etv5        |
| ENSMUSG00000028128 | F3          |
| ENSMUSG00000034391 | Fbxo15      |
| ENSMUSG00000050917 | Fgf4        |
| ENSMUSG00000028270 | Gbp2        |
| ENSMUSG00000030117 | Gdf3        |
| ENSMUSG00000028480 | Glpr2       |
| ENSMUSG00000026879 | Gsn         |
| ENSMUSG00000020644 | Id2         |
| ENSMUSG00000025950 | Idh1        |
| ENSMUSG00000038518 | Jarid2      |
| ENSMUSG00000055148 | Klf2        |
| ENSMUSG0000003032  | Klf4        |
| ENSMUSG00000023043 | Krt18       |
| ENSMUSG00000020911 | Krt19       |
| ENSMUSG00000023039 | Krt7        |
| ENSMUSG00000049382 | Krt8        |
| ENSMUSG00000021959 | Lats2       |
| ENSMUSG00000068220 | Lgals1      |
| ENSMUSG00000033306 | Lpp         |
| ENSMUSG00000036940 | Lsd1        |
| ENSMUSG00000031207 | Msn         |
| ENSMUSG00000022443 | Myh9        |
| ENSMUSG00000012396 | Nanog       |

|                     |         |
|---------------------|---------|
| ENSMUSG00000025056  | Nr0b1   |
| ENSMUSG00000030770  | Parva   |
| ENSMUSG00000006494  | Pdk1    |
| ENSMUSG00000002265  | Peg3    |
| ENSMUSG00000021196  | Pfkip   |
| ENSMUSG00000033149  | Phldb2  |
| ENSMUSG00000021701  | Plk2    |
| ENSMUSG00000018217  | Pmp22   |
| ENSMUSG00000024406  | Pou5f1  |
| ENSMUSG00000036030  | Prtg    |
| ENSMUSG000000051176 | Rex1    |
| ENSMUSG00000041959  | S100a10 |
| ENSMUSG00000027907  | S100a11 |
| ENSMUSG00000001025  | S100a6  |
| ENSMUSG00000031665  | Sall1   |
| ENSMUSG00000027547  | Sall4   |
| ENSMUSG00000028645  | Slc2a1  |
| ENSMUSG00000003153  | Slc2a3  |
| ENSMUSG00000074637  | Sox2    |
| ENSMUSG00000038156  | Spon1   |
| ENSMUSG00000029304  | Spp1    |
| ENSMUSG00000046323  | Stella  |
| ENSMUSG00000032085  | Tagln   |
| ENSMUSG00000041359  | Tcl1    |
| ENSMUSG00000032494  | Tdgf1   |
| ENSMUSG00000021953  | Tdh     |
| ENSMUSG00000055320  | Tead1   |
| ENSMUSG00000047146  | Tet1    |
| ENSMUSG00000040943  | Tet2    |
| ENSMUSG00000026380  | Tfcp2l1 |
| ENSMUSG00000040152  | Thbs1   |
| ENSMUSG00000032366  | Tpm1    |
| ENSMUSG00000072235  | Tuba1a  |
| ENSMUSG00000001473  | Tubb6   |
| ENSMUSG00000020407  | Upp1    |
| ENSMUSG00000047751  | Utf1    |
| ENSMUSG00000042712  | Wbp5    |
| ENSMUSG00000028173  | Wls     |
| ENSMUSG00000038872  | Zfhx3   |

**Table S4**

| Gene   | Comment                      | Forward Primer Sequence | Reverse Primer Sequence     |
|--------|------------------------------|-------------------------|-----------------------------|
| Atp5b  | Housekeeping control         | GGCCAAGATGTCCTGCTGTT    | GCTGGTAGCCTACAGCAGAAGG      |
| Dnmt3a | <i>de novo</i> DNA methylase | CCTGCAATGACCTCTCCATT    | CAGGAGGCGGTAGAACTCAA        |
| Dnmt3b | <i>de novo</i> DNA methylase | TGGTGATTGGTGGAAGCC      | AATGGACGGTTGTCGCC           |
| Tet1   | DNA methylation hydroxylase  | CCATTCTCACAAGGACATTCACA | GCAGGACGTGGAGTTGTTCA        |
| Tet2   | DNA methylation hydroxylase  | GCCATTCTCAGGAGTCACTGC   | ACTTCTCGATTGTCTTCTCTATTGAGG |

Table S5

| Oligo Name | Sequence 5' to 3' (include modification codes if applicable)                |
|------------|-----------------------------------------------------------------------------|
| PE1_D501   | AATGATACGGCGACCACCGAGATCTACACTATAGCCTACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |
| PE1_D502   | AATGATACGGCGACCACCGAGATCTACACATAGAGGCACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |
| PE1_D503   | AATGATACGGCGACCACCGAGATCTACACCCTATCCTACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |
| PE1_D504   | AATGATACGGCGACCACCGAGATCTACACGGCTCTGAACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |
| PE1_D505   | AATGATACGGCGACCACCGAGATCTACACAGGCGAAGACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |
| PE1_D506   | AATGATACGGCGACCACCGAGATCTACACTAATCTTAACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |
| PE1_D507   | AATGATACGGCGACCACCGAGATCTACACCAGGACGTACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |
| PE1_D508   | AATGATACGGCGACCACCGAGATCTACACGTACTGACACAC<br>TCTTTCCCTACACGACGCTCTTCCGATC*T |

# Supplementary material for: Genome-Scale Oscillations in DNA Methylation during Exit from Pluripotency
**Source:** Cell Syst. 2018 Jul 25;7(1):63–76.e12. doi: 10.1016/j.cels.2018.06.012
**Supplement:** Document S2. Article plus Supplemental Information

# Genome-Scale Oscillations in DNA Methylation during Exit from Pluripotency

## Graphical Abstract

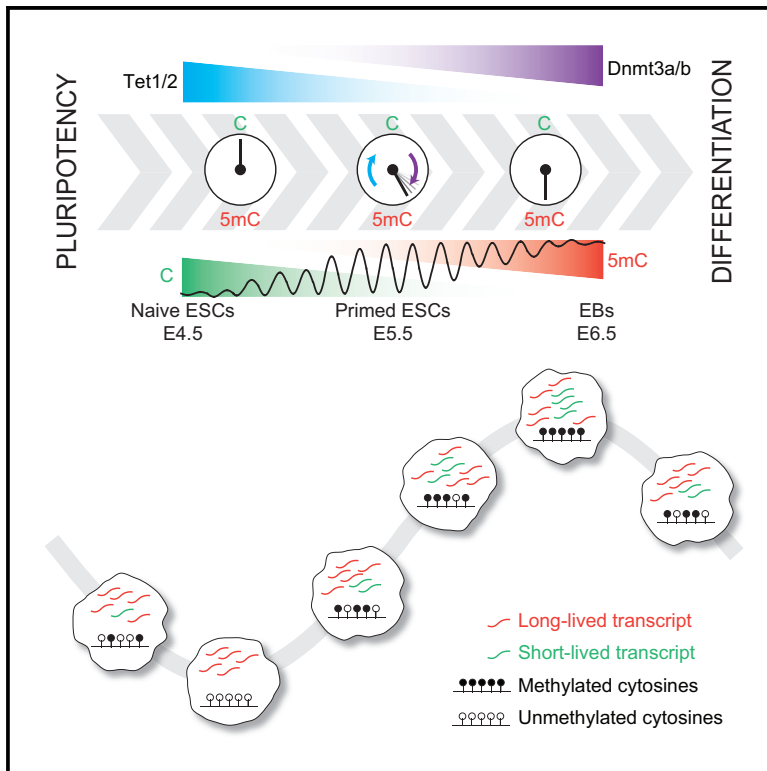

## Authors

Steffen Rulands, Heather J. Lee, Stephen J. Clark, ..., Oliver Stegle, Benjamin D. Simons, Wolf Reik

## In Brief

Exit from pluripotency and priming for differentiation into somatic lineages are associated with genome-wide *de novo* DNA methylation. We show that during this phase, co-expression of DNMT3 and TET enzymes promotes coherent, genome-scale oscillations in DNA methylation *in vitro* and *in vivo*. These oscillations are paralleled by oscillations in short-lived transcripts.

## Highlights

- Co-expression of DNMT3s and TETs promotes genome-scale oscillations in DNA methylation
- Oscillation amplitude is greatest at a CpG density characteristic of enhancers
- Cell synchronization reveals oscillation period and link with primary transcripts
- Multi-omic single-cell profiling provides evidence for oscillatory dynamics *in vivo*

# Genome-Scale Oscillations in DNA Methylation during Exit from Pluripotency

Steffen Rulands,<sup>1,2,3,4,5,6,14,\*</sup> Heather J. Lee,<sup>7,8,9,14,\*</sup> Stephen J. Clark,<sup>7</sup> Christof Angermueller,<sup>10</sup> Sébastien A. Smallwood,<sup>7,11</sup> Felix Krueger,<sup>12</sup> Hisham Mohammed,<sup>7</sup> Wendy Dean,<sup>7</sup> Jennifer Nichols,<sup>3</sup> Peter Rugg-Gunn,<sup>3,7</sup> Gavin Kelsey,<sup>7</sup> Oliver Stegle,<sup>10</sup> Benjamin D. Simons,<sup>1,2,3,14,\*</sup> and Wolf Reik<sup>3,4,7,8,13,14,15,\*</sup>

<sup>14</sup>These authors contributed equally

<https://doi.org/10.1016/j.cels.2018.06.012>

## SUMMARY

Pluripotency is accompanied by the erasure of parental epigenetic memory, with naïve pluripotent cells exhibiting global DNA hypomethylation both *in vitro* and *in vivo*. Exit from pluripotency and priming for differentiation into somatic lineages is associated with genome-wide *de novo* DNA methylation. We show that during this phase, co-expression of enzymes required for DNA methylation turnover, DNMT3s and TETs, promotes cell-to-cell variability in this epigenetic mark. Using a combination of single-cell sequencing and quantitative biophysical modeling, we show that this variability is associated with coherent, genome-scale oscillations in DNA methylation with an amplitude dependent on CpG density. Analysis of parallel single-cell transcriptional and epigenetic profiling provides evidence for oscillatory dynamics both *in vitro* and *in vivo*. These observations provide insights into the emergence of epigenetic heterogeneity during early embryo development, indicating that dynamic changes in DNA methylation might influence early cell fate decisions.

## INTRODUCTION

In mammalian embryonic development, the segregation of lineages giving rise to different somatic tissues is associated with

large-scale changes in DNA methylation (5-methylcytosine). Following fertilization, global loss of DNA methylation from both the maternal and paternal genomes is tightly linked with the acquisition of naïve pluripotency in the inner cell mass of the blastocyst (Lee et al., 2014). During the transition toward the primed pluripotent state, *de novo* methylation results in a global gain of this epigenetic mark (Auclair et al., 2014; Seisenberger et al., 2012; Smith et al., 2012; Wang et al., 2014). A similar event occurs *in vitro* when embryonic stem cells (ESCs) transition from naïve to primed states, before their exit from pluripotency (Ficz et al., 2013; Habibi et al., 2013; Leitch et al., 2013; Takashima et al., 2014; von Meyenn et al., 2016). During this transition, not only are the *de novo* methyltransferases (DNMT3A/B) dramatically upregulated but the hydroxylases that initiate removal of DNA methylation (ten-eleven translocase [TET1/2]) also remain highly expressed. This paradoxical observation suggests a dynamic system, with a constant turnover of cytosine modifications (Lee et al., 2014). This could lead to the development of heterogeneous epigenetic states, with potential consequences for gene expression and cell phenotype.

DNA methylation and chromatin dynamics have been modeled quantitatively in various genomic contexts in bulk data and in exquisite detail at single loci of biological significance (Atlasi and Stunnenberg, 2017; Berry et al., 2017; Bintu et al., 2016; Haerter et al., 2014). However, the recent availability of methylome information from single-cell whole genome bisulfite sequencing (scBS-seq, Farlik et al., 2015; Smallwood et al., 2014) provides an unprecedented opportunity to study DNA methylation dynamics in the whole genome in cells undergoing a biological transition. Indeed, scBS-seq studies have already

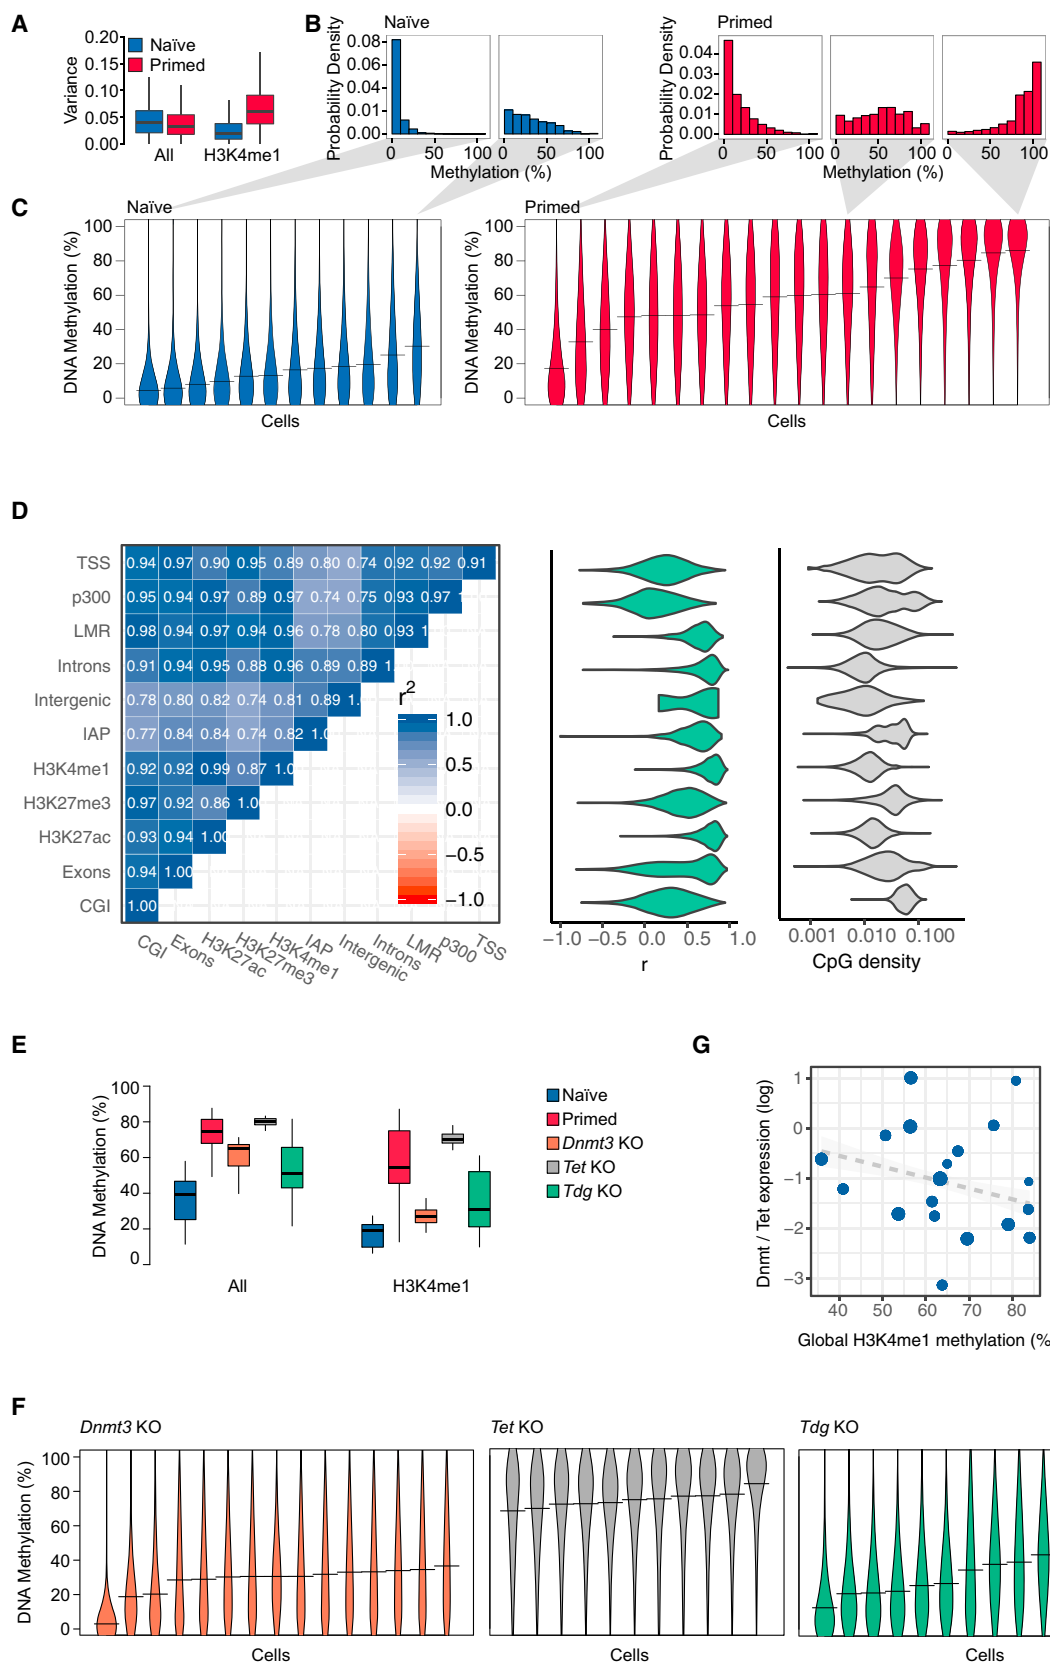

(legend on next page)

revealed profound methylation heterogeneity in ESCs, particularly in enhancers (Farlik et al., 2015; Smallwood et al., 2014).

Here, we combine single-cell sequencing with biophysical modeling to study how DNA methylation heterogeneity arises during the transition from naïve to primed pluripotency, using both *in vitro* and *in vivo* assays. We find evidence for genome-scale oscillatory dynamics of DNA methylation during this transition, with a link to primary transcripts, suggesting that heterogeneity can be created by molecular processes, not only locally but also on the genome scale.

## RESULTS

### Heterogeneous Methylation Distributions in Primed ESCs

To study DNA methylation during the phase of lineage priming, we began by considering ESCs, which serve as a powerful *in vitro* model for cells transiting from naïve through primed pluripotency and into early cell fate decision making (Kalkan et al., 2017). Extending previous reports (Smallwood et al., 2014), we analyzed scBS-seq data separately for ESCs cultured under naïve (“2i”) and primed (“serum”) conditions (STAR Methods). We found that primed ESCs had increased variance at several genomic annotations associated with active enhancer elements (Figures 1A and Figure S1A), including H3K4me1 and H3K27ac sites (Creyghton et al., 2010) as well as low methylated regions (LMRs) (Stadler et al., 2011). Taking published H3K4me1 chromatin immunoprecipitation sequencing (ChIP-seq) data from primed ESCs (Creyghton et al., 2010) as a broad definition of enhancer elements, we found that individual primed ESCs had average DNA methylation levels varying between 17% and 86% at enhancers (Figures 1B and 1C). Notably, single ESCs were isolated from the G0/G1 phase (Smallwood et al., 2014), suggesting that DNA methylation variance is not explained by the cell cycle stage. Correlating global DNA methylation with replication timing obtained from previously published repli-seq data (Hiratani et al., 2010) confirmed that late-replicating regions did not have lower DNA methylation than early-replicating regions (Figure S1B). In contrast to primed ESCs, naïve ESCs showed minimal cell-to-cell variability at enhancers (Figures 1B and 1C, Figures S1C and S1D), and DNA methylation heterogeneity was resolved upon differentiation to embryoid bodies (Figures S2A and S2B).

This suggests that DNA methylation variance at enhancers is a unique feature of primed pluripotency. Although other genomic contexts showed proportionately less variability, levels of DNA methylation at these sites were found to be tightly correlated with those at enhancer regions and highly coherent for CpG-poor elements (Figure 1D, Figures S1A and S1C, and Table S1). DNA methylation heterogeneity in enhancer regions is, therefore, a reflection of coherent (i.e., synchronized) changes that affect DNA at the genome scale within individual cells. In the results described in this article, we will use global DNA methylation levels at enhancers as a representation of global DNA methylation in CpG-poor regions.

To assess DNA methylation heterogeneity in different transcriptional states, we used scM&T-seq to profile in parallel the methylome and transcriptome of individual ESCs (Angermueller et al., 2016). In analogy to previous work (Chambers et al., 2007; Hayaishi et al., 2008; Singh et al., 2007; Toyooka et al., 2008), primed ESCs were classified into 3 subpopulations, based on hierarchical clustering of 86 pluripotency and differentiation genes (Table S2), as previously described (Figure S2C) (Kolodziejczyk et al., 2015). *Rex1*-high, “more pluripotent,” ESCs showed a wide range of average DNA methylation levels at enhancers, similar to the broad distribution seen in the primed ESC scBS-seq data (Figures 1B and 1C; Figure S2C). However, “differentiation primed” ESCs and those “on the differentiation path” had uniformly high average methylation levels at enhancer elements (Figure S2C).

Methylation of cytosine residues is catalyzed by the *de novo* DNA methyltransferase (DNMT3A/B) enzymes, while TET1/2/3 enzymes act in a multi-step process that can remove DNA methylation (Wu and Zhang, 2014). Primed ESCs express both *Dnmt3a/b* and *Tet1/2*, while naïve ESCs express *Dnmt3a/b* at much reduced levels (Figure S2B), raising the possibility that DNA methylation heterogeneity is dependent on this paradoxical co-expression (Lee et al., 2014). Consistently, we observed a loss of heterogeneity at enhancers during differentiation to embryoid bodies, where *Tet* and *Dnmt3* are downregulated (Figures S2A and S2B). Furthermore, in primed ESCs, deletion of *Dnmt3a/b* resulted in homogeneously low DNA methylation levels, while loss of *Tet1-3* led to uniformly high DNA methylation at enhancers (Figures 1E and 1F).

How does strongly correlated DNA methylation heterogeneity arise during the transition from naïve to primed pluripotency?

### Figure 1. Correlated Heterogeneity in DNA Methylation

(A) DNA methylation variance in naïve and primed ESCs compared for 3 kb tiles over the whole genome (All) or for enhancer elements defined using published H3K4me1 ChIP-seq data (Creyghton et al., 2010). The difference between serum and primed conditions was statistically significant (t test, p smaller than machine precision).

(B and C) Analysis of DNA methylation at H3K4me1 sites in individual naïve and primed ESCs. Each histogram (B) and violin (C) represents an individual cell, and shaded triangles indicate where the same cell is shown in (B) and (C).

(D) Left: Correlation heatmap for DNA methylation in different genomic features (Table S1). For every single cell, average DNA methylation levels were calculated for each genomic feature. Correlations between genomic features were then calculated using all single cell averages. (Table S1). Middle: Distribution of Pearson's correlation coefficient between methylation levels at specific regions and global average H3K4me1 methylation. Right: Distributions of CpG densities in the same features, as defined by the number of CpGs divided by the number of base pairs.

(E) Box plots showing the distribution of mean methylation rates for *Dnmt3a/b*, *Tet1-3*, or *Tdg* knockout (KO) and for wild-type ESCs in naïve and primed conditions for 1 kb tiles over the whole genome (All), or for those tiles overlapping H3K4me1 sites. Note that the effect of *Dnmt3* KO is specific to tiles overlapping H3K4me1 sites.

(F) Violin plots of DNA methylation at H3K4me1 sites for individual *Dnmt3a/b*, *Tet1-3*, or *Tdg* KO ESCs cultured in primed conditions.

(G) Scatter plot comparing average DNA methylation at H3K4me1 sites and transcription of DNA methylation modification enzymes in scM&T-seq data (Angermueller et al., 2016) from the “more pluripotent” sub-population of primed ESCs (see Figure S2C). Specifically, the y axis shows the sum of log-expression values of *Dnmt3* genes divided by the sum of log expression values of *Tet* genes. The size of the dots is proportional to the global methylation coverage.

One possibility is that methylation differences between primed ESCs reflect slow dynamic changes in the expression of DNMT3A/B and TET1/2 arising, for example, through transcriptional state switching (Singer et al., 2014). However, although DNA methylation heterogeneity is dependent on the co-expression of genes that drive methylation and demethylation (Figures 1E and 1F), analysis of scM&T-seq data (Angermueller et al., 2016) shows that global methylation levels (i.e., genome-wide mean methylation rates) are largely independent of expression (Figures 1G and S2D,  $R^2 = 0.06$ ). Moreover, DNA methylation is dynamic in primed conditions (Singer et al., 2014) and, as a system in steady-state, it follows that such dynamics must be recurrent. Such behavior could be achieved by DNA methylation switching stochastically and reversibly between distinct average levels or, alternatively, by continuously oscillating. Crucially, since we observe strong genome-wide coherence in DNA methylation levels (Figure 1D), such recurrent changes must be correlated across the genome, i.e., the methylation state of many loci must be synchronized within individual ESCs.

### Modeling Dynamics of DNA Methylation

To assess whether DNA methylation turnover could give rise to oscillatory dynamics, we turned to modeling. Notably, our approach was constrained by the genome-wide coherence of DNA methylation, which placed emphasis on us finding a description based on collective degrees of freedom. We therefore questioned how collective dynamics in DNA methylation could emerge despite the plethora of complexities that can influence methylation locally across the genome.

We began by considering the dynamics of a single CpG site, which can assume different states, including an unmodified cytosine (C), a methylated cytosine (5mC), a hydroxymethylated cytosine (5hmC), and other states. Notably, the biochemistry of DNA methylation turnover involves a cyclical process: the binding and action of DNMT3A/B drives conversion of C to 5mC (Baubec et al., 2015; Jia et al., 2007), while demethylation occurs through a sequence of intermediary steps, each requiring the binding and release of enzymes, and ultimately the excision of intermediates and DNA repair or DNA replication (Figure 2A). DNMT3A/B has been shown to bind cooperatively to DNA (Emperle et al., 2014), implying that *de novo* methylation is autocatalytic. Meanwhile, the removal of DNA methylation leads effectively to a time delay,  $\Delta t$ , between the removal of the 5mC mark and the re-establishment of the unmodified cytosine. Given the known coupling between histone modifications, chromatin remodeling, and DNA methylation (Du et al., 2015; Iurlaro et al., 2017), it is likely that these different levels of regulation contribute to the non-linear feedback of DNA methylation on itself. Mathematically, we reasoned that the time evolution of C and 5mC concentrations,  $c(t)$  and  $m(t)$ , averaged across the genome of individual ESCs, can therefore be captured by the minimal set of coupled rate equations (STAR Methods),

$$\dot{c}(t) = k m(t - \Delta t) - r c(t)m(t), \quad \dot{m}(t) = r c(t)m(t) - k m(t), \quad (\text{Equation 1})$$

with  $k$  and  $r$  defining effective chemical conversion rates from C to 5mC and 5mC to C, respectively. If the time delay  $\Delta t$  is sufficiently

long, *de novo* methylation of initially hypomethylated genomic regions will result in a rapid depletion of the pool of unmodified cytosines, which is then filled again due to the delayed conversion of 5mC to C. This can then lead to sustained oscillations in the levels of C and 5mC through a Hopf bifurcation (Figures 2B and 2C). Although the effective conversion rates  $k$  and  $r$  are unknown, the fact that the model predicts coherent oscillations for low values of  $k\Delta t$  suggests that coherent oscillations can occur under biologically relevant conditions. Indeed, distributions of methylation rates obtained from numerical simulations of the full stochastic dynamics (STAR Methods) resemble closely the experimental distributions (Figure 2D and Video S1). This suggests that DNA methylation oscillations can emerge due to the non-linearity of DNMT3 binding, even if the expression of DNMT3s and TETs remains constant over time.

Although this minimal model captures the essence of how global oscillations may emerge from the biochemistry of methylation turnover, its validity relies implicitly on a mechanism by which information on methylation levels is transported across the genome. How can such collective behavior arise, given the known heterogeneity of local factors influencing DNA methylation? To answer this question, we developed a more *ab initio* model, considering the stochastic dynamics of individual CpG sites, which, according to the biochemistry, cycle through multiple chemical states stochastically with a locus-specific rate. We hypothesized that coherent collective dynamics can emerge through the autocatalytic binding of DNMT3A/B. These enzymes can methylate multiple neighboring CpGs at the same time, leading to their effective short-range coupling (Haerter et al., 2014). At the same time, DNMT3A/B preferentially bind to 5mC, which represses active degradation of these enzymes (Sharma et al., 2011) and thereby leads to global positive feedback on DNA methylation (Figure 2E). We took both local and global feedback to be locally heterogeneous, mirroring local variations in enzyme binding affinity (conferred, for example, by different chromatin contexts).

To investigate whether locally heterogeneous interactions can, in theory, give rise to global oscillations in DNA methylation, we successively combined neighboring CpGs into larger and larger blocks characterized by an average methylation level, starting from CpG-dense regions and progressing to CpG-poor regions (Figure S3G). Repeating this coarse-graining procedure, we defined the effective DNA methylation dynamics at the genome scale (STAR Methods). Specifically, during this process, neighboring blocks of CpGs become increasingly uncoupled, such that the coarse-grained local oscillatory phase dynamics is described by a model involving the global heterogeneous coupling of oscillators (a Kuramoto model),

$$\dot{\Theta}_i = \tilde{\omega}_i + \tilde{\kappa}_i \sum_j \tilde{\kappa}_j \sin(\Theta_j - \Theta_i), \quad (\text{Equation 2})$$

with continuously varying phase coordinates,  $\Theta_i$ , indexed by position along the genome, effective intrinsic frequencies  $\tilde{\omega}_i$ , and couplings  $\tilde{\kappa}_i$ . In common with the original minimal model, the heterogeneous Kuramoto model exhibits a transition (through Hopf bifurcation) to a state involving coherent collective oscillations when the average coupling through DNMT3A/B binding, or the local heterogeneities of binding affinities, are sufficiently strong, *viz.*

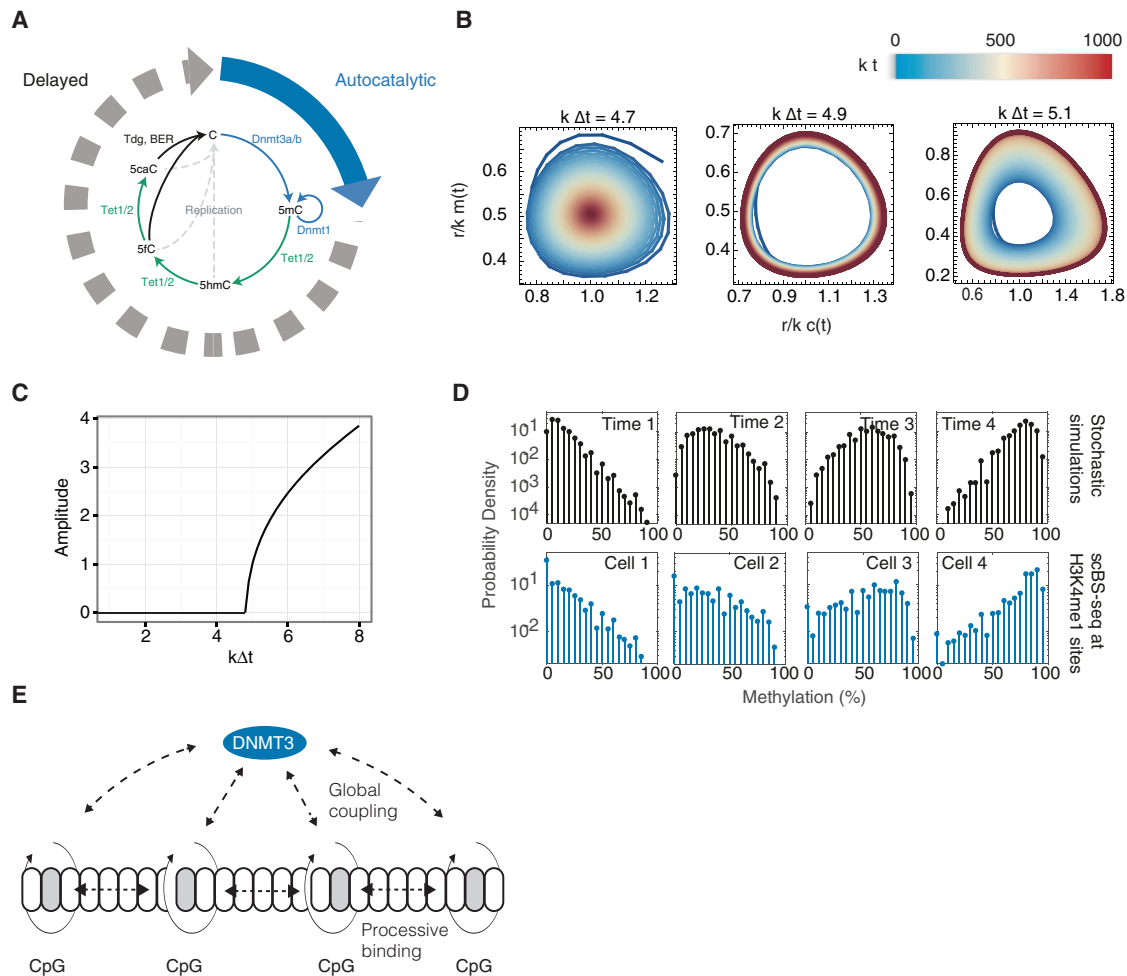

**Figure 2. Biophysical Modeling of DNA Methylation Turnover Predicts Global Oscillations in DNA Methylation**

(A) Schematic summarizing the biochemical processes involved in the turnover of cytosine modifications and a biophysical model comprising autocatalytic *de novo* methylation and time-delayed demethylation.

(B) Numerical solution of Equation 1 for dimensionless concentrations of (un-)methylated CpGs for various values of the dimensionless delay time  $k\Delta t$  (see main text and STAR Methods). Color denotes time, such that early times are blue, intermediary times are yellow, and late times are red.

(C) Amplitude of oscillations (arbitrary units) as a function of the dimensionless time delay.

(D) Top: Distributions of methylation rates at H3K4me1 sites as obtained from stochastic simulations. Panels show different time points. Bottom: Exemplary distributions of DNA methylation rates at H3K4me1 sites in different cells obtained from scBS-seq (Smallwood et al., 2014).

(E) Schematic summarizing global and local modes of coupling of CpGs via DNMT3a/b binding.

$$\langle \tilde{\kappa} \rangle^2 + \langle (\tilde{\kappa} - \langle \tilde{\kappa} \rangle)^2 \rangle \geq \frac{2}{\pi G(\tilde{\omega}_0)}. \quad (\text{Equation 3})$$

Here,  $G(\tilde{\omega}_0)$  denotes the value of the probability distribution of coarse-grained oscillator frequencies taken at its maximum (see STAR Methods).

This result suggests that coherent oscillations can occur due to local and global feedback by DNMT3A/B and that this effect is enhanced by heterogeneity in DNMT3A/B binding affinities. To challenge the viability of such a mechanism, it is key to test model predictions under different perturbations of DNA methylation turnover. Fortunately, the local heterogeneity of DNMT3 binding affinities provides such perturbations throughout the genome. From the model, there emerge two key predictions of how the amplitude and frequency of oscillations changes

throughout the genome. First, if oscillations are intrinsic to the DNA methylation machinery (rather than imposed by an extrinsic driving oscillator), the local frequency of oscillation should, at least transiently, be proportional to the local DNMT3A/B binding affinity. Second, if DNMT3A/B mediates global coherence in the phase of DNA methylation oscillations across the genome, the amplitude in a given genomic region will be proportional to the local rate of DNMT3A/B binding.

### Evidence for Rapid DNA Methylation Oscillations upon Serum Priming

To test the model predictions and obtain more direct evidence for genome-scale DNA methylation oscillations, we next considered an *in vitro* “2i release” model in which cells were transferred from naïve 2i to primed serum culture conditions and bulk cell

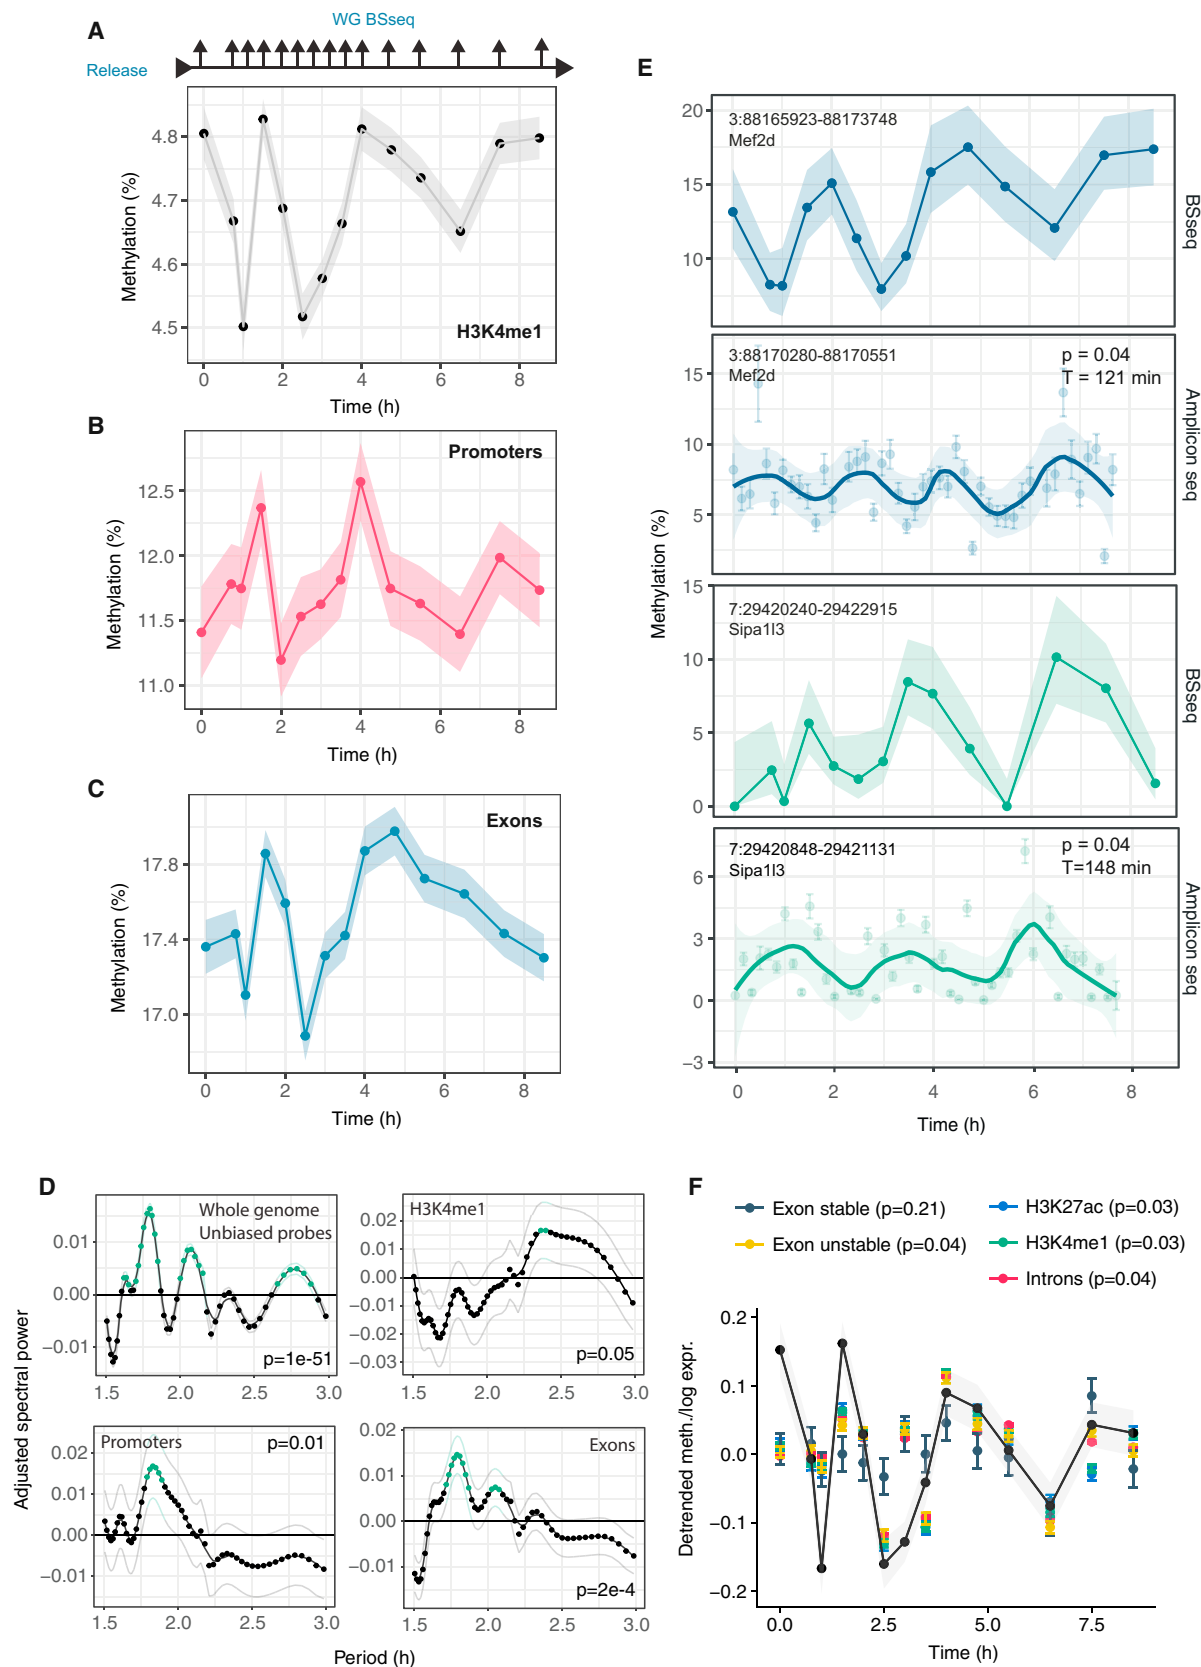

(legend on next page)

samples were collected for BS-seq over a subsequent time course (Figure 3A). As naïve ESCs show homogeneously low DNA methylation levels (Figure 1C), we reasoned that the transfer from naïve to primed conditions might synchronize their entry into an oscillatory phase, allowing direct evidence for oscillations to be acquired from population-based measurements. Notably, we detected evidence for rapid oscillations in the mean methylation rate over H3K4me1 enhancer domains, with a period of approximately 2–3 hr (Figure 3A and Figure S4A). Oscillations in global methylation were also observed in other genomic contexts, such as CpG-poor promoters and exons (Figures 3B, and 3C and Figures S4B and S4C). Spectral analysis confirmed enriched oscillations in H3K4me1 ( $p = 0.05$ ) and H3K27ac elements ( $p = 0.007$ ), as well as exons ( $p = 2e-4$ ), introns ( $p = 8e-7$ ), promoters ( $p = 0.01$ ), and the whole genome ( $p = 1e-51$ ) (Figure 3D and Figure S4C). In agreement with the model, the period of oscillations during the release differed between genomic elements (Figure 3D and Figure S4C), being longer at specific enhancer regions known to repel DNMT3 binding (Ooi et al., 2007) than at other genomic regions, such as promoters or exons. Indeed, this initial heterogeneity suggests that oscillations in DNA methylation are not driven extrinsically by a single global (genetic) oscillator, such as *Hes1* (Kobayashi and Kageyama, 2011), which would lead to the same single harmonic across the genome.

At first sight, the modest amplitude of oscillations may seem to indicate that the scale of oscillatory dynamics is limited; however, global averages in bulk measurements represent only the residual signal after averaging over many noisy elements and may be confounded by cell-to-cell variability in the timing of DNMT3A/B upregulation upon priming, such that these measurements provide only a lower bound for the true local amplitude of DNA methylation oscillations. Indeed, oscillations with substantially greater amplitude were found upon inspection of specific H3K4me1 sites (Figure 3E and Figure S4D). Oscillations were yet more subtle in a repeat experiment and could not be rigorously resolved with the coverage depth available in whole-genome BS-seq. To improve our ability to detect oscillations with lower amplitudes, we designed amplicon bisulfite sequencing assays (AmpBS-seq) to target 14 loci at H3K4me1 sites that showed evidence of oscillatory dynamics in the initial 2i release experiment (Table S3). We confirmed oscillations at 4 of these 14 loci in the second experiment using spectral analysis (Figure 3D and Figure S5A), while no oscillations were observed in

cells that remained in 2i (Figure S5B). Furthermore, when considering a larger set of 35 loci by AmpBS-seq (Table S1 and Figures S5A and S5B), spectral analysis revealed significantly enriched oscillations compared to control ( $p = 0.05$ , Fisher's test).

To explore the potential impact of methylation oscillations on transcription, we performed RNA sequencing after release from 2i conditions. To resolve rapid oscillatory dynamics, we normalized reads by long-lived transcripts (Sharova et al., 2009a), which are not expected to fluctuate on short timescales. With this approach, we found significant correlations between the expression of short-lived transcripts aligned to exons, enhancer regions, and introns with global DNA methylation levels (Figure 3F).

### Oscillations Are CpG Density Dependent

To further probe the mechanistic basis of methylation oscillations and challenge the model, we returned to the 2i release experiment to investigate whether oscillations were equally prevalent across the genome or preferentially enhanced in specific elements. The locally averaged distance between neighboring CpGs, or its inverse, the CpG density, defines a natural scale in the context of DNA methylation (Lövkqvist et al., 2016). We therefore tiled the genome into windows of variable length but constant local sequencing coverage (50 informative CpGs) to account for varying CpG coverage (see Figure 4A). For each window, we then determined the CpG density and amplitude of oscillation upon 2i release, as defined by the excess variance over technical uncertainty. We found that the amplitude diverged at a characteristic value of the CpG density of around 2.5%, while oscillations were largely suppressed at CpG-rich regions (Figure 4B).

Based on this observation, we returned to the scBS-seq data for primed ESCs in steady state and calculated how much cell-to-cell variability in DNA methylation at a given region exceeds that expected from technical noise. To estimate biological variability for a given locus, and to account for confounding factors due to methylation variance, we followed previous work and considered the ratio of methylation variance across cells and the technical variance expected for a given combination of mean methylation and coverage (STAR Methods). Notably, we found the same CpG density-dependent divergence as for the amplitude of oscillations after 2i release (Figure 4C), consistent with our hypothesis that methylation heterogeneity in primed ESCs derives from oscillatory dynamics. Moreover, the divergence in the strength of oscillations coincides with the measured CpG density-dependence of DNMT3A/B binding (Figure 4D), as

### Figure 3. Oscillatory Dynamics of DNA Methylation during Transition from Naïve to Primed Pluripotency *In Vitro*

Naïve ESCs were transferred to primed conditions in two independent “2i release” experiments. In the initial experiment, triplicate samples were collected at each time point, and BS-seq and RNA-seq libraries were prepared (A–F). In the second, single samples were collected at each time point and AmpBS-seq data are presented in (D).

(A) Average DNA methylation at H3K4me1 sites over the time course. For the average, we took into account 50% of enhancers with the highest coverage depth over the time course ( $n = 10,324$ ).

(B) Average methylation at promoter regions ( $n = 637$ ) and (C) exons ( $n = 4,990$ ).

(D) Average spectral densities for different genomic features calculated from whole genome BS-seq data (see also Figure S4C and STAR Methods). Green dots denote significant enrichment of a given period ( $p < 0.05$ ). Thin lines denote standard errors.

(E) Methylation levels at exemplary enhancer elements as measured by BS-seq (top) and AmpBS-seq (bottom). For the BS-seq experiment, dots denote methylation calls, and shaded regions signify standard errors. For the AmpBS-seq experiment, dots are methylation calls, error bars are 68% binomial confidence intervals, lines represent Loess interpolations, and shaded regions represent standard errors of the Loess interpolations. Lomb-Scargle spectral analysis was performed on the AmpBS-seq time course (STAR Methods).

(F) Comparison between the DNA methylation time course in H3K4me1 regions (see also Figure 3A) and average log-expression in different genomic contexts after the removal of slow trends (STAR Methods). Shaded regions and error bars in (A)–(D) and (F) represent standard errors.

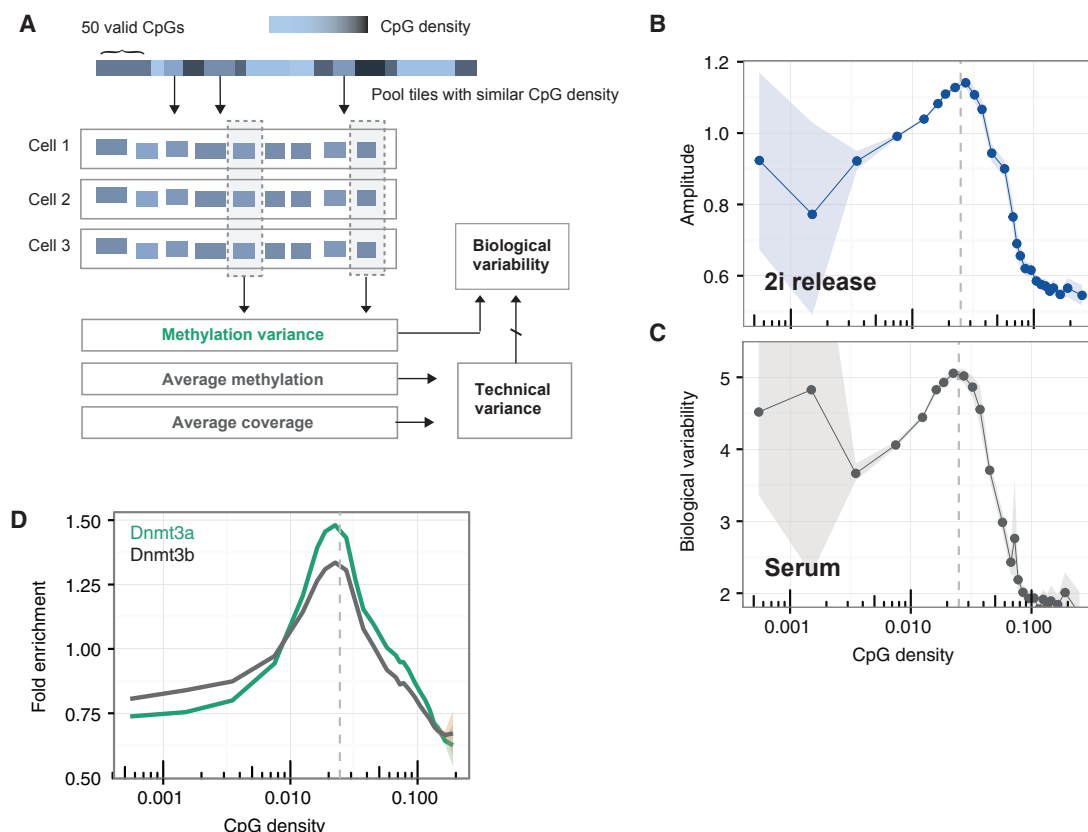

**Figure 4. CpG Density Is a Key Parameter Defining Oscillatory Dynamics**

(A) Illustration of the analysis of CpG density-dependent methylation. The genome was segmented into tiles of 50 consecutive informative (i.e., at least one valid read) CpGs (unbiased probes). Regions with similar CpG densities were then grouped, and the average methylation level for a given CpG density, the variance between cells, and the average coverage in a given region were calculated. Biological variability was then determined as measured variance divided by technical variance, as an indicator of the amplitude of oscillation.

(B) Amplitude of oscillations in DNA methylation following the transfer from naïve (2i) to primed conditions as a function of CpG density. Shaded regions denote 95% confidence intervals obtained via bootstrapping.

(C) Analogous analysis reveals biological variability as a function of CpG density in a long-term culture of primed ESCs (Smallwood et al., 2014).

(D) Fold enrichment over input of DNMT3A/B binding as a function of CpG density. ChIP-seq data were analyzed similarly to Baubec et al. (2015). We tiled the genome into 1 kbp tiles with an overlap of 500 bp and added 8 pseudo-counts per element.

obtained from previous studies based on ChIP-seq measurements (Baubec et al., 2015), suggesting that, in agreement with the model, coherence is mediated through DNMT3A/B binding.

### Evidence for Coherent Oscillations in DNA Methylation *In Vivo*

Noting that the transcriptional and epigenetic changes that occur in ESCs following their transfer from naïve to primed conditions resemble those seen *in vivo* during the exit from pluripotency (Kalkan et al., 2017), we then questioned whether oscillatory DNA methylation dynamics can be observed in the embryo. Indeed, during this transition (E4.5 to E5.5 epiblast), there is a substantial increase of *Dnmt3a* and *b* transcript levels, while *Tet1* remains highly expressed (Boroviak et al., 2015; Mohammed et al., 2017), suggesting that the co-expression of these enzymes could drive oscillations. We therefore analyzed parallel scM&T sequencing of epiblast cells at E4.5, E5.5, and E6.5 (Argelaguet et al., unpublished). Once again, we observed cell-

to-cell variability in the levels of DNA methylation at primed ESC enhancers (Figure 5A and Figure S6A). At E4.5 and E6.5, global DNA methylation correlates with transcriptional changes associated, respectively, with early and late lineage priming and, in particular, *Dnmt3* and *Tet* expression (Figures S6B and S6C). However, although DNA methylation variability is associated with transcriptional states at earlier and later stages during development (with correlations detectable using scM&T), at E5.5, as in primed ESCs, global methylation levels at enhancers were largely independent of *Dnmt3* and *Tet* expression in the same cell (Figure 5B and Figure S6B,  $R^2 = 0.12$ ), and the transcriptome did not show any early signs of lineage priming (Mohammed et al., 2017; Peng et al., 2016). Moreover, at E5.5, DNA methylation heterogeneity was also independent of any genes that vary spatially across the embryo at E6.5 (STAR Methods) (Scialdone et al., 2016).

Based on these observations, we hypothesized that the heterogeneity of DNA methylation at E5.5 is a consequence either of stochastic *de novo* methylation or oscillatory turnover.

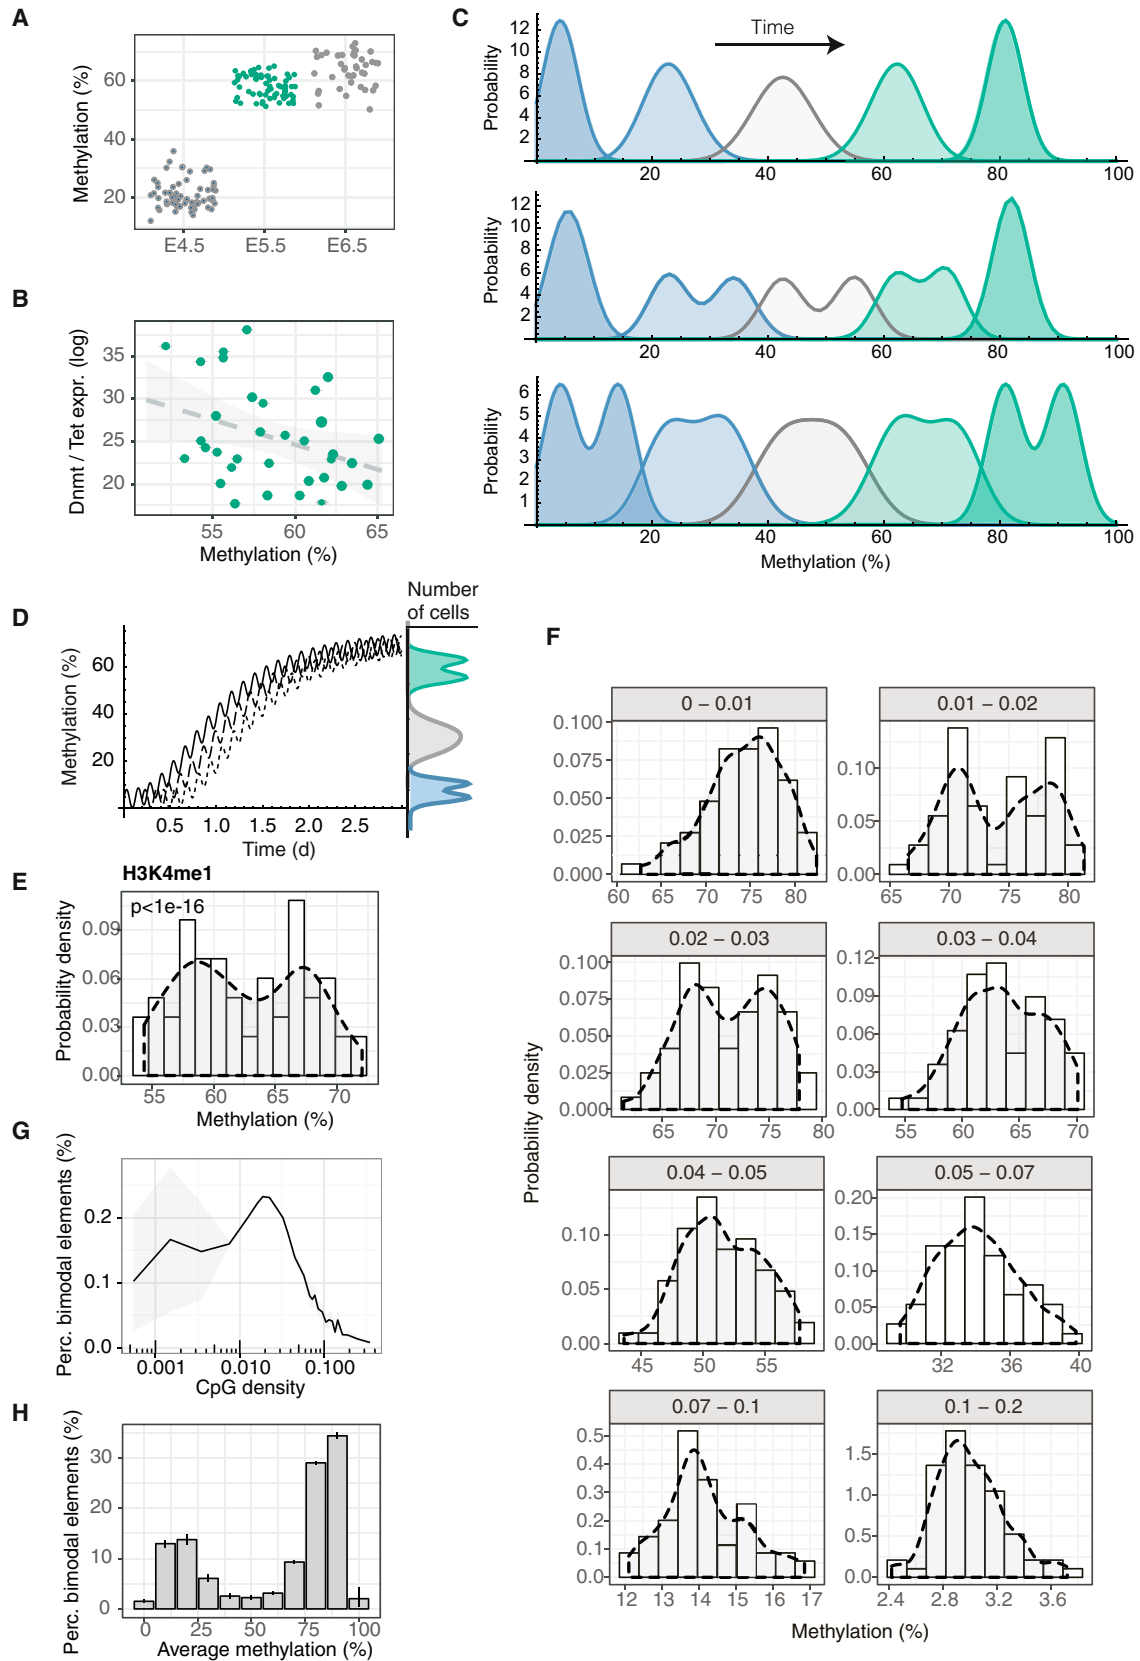

(legend on next page)

But how can oscillatory dynamics be identified from static single-cell sequencing measures? To address this question, we reasoned that static measurements of a population of cells exhibiting oscillations around the same center point would, with higher probability, reflect cells at the extremes of the oscillation. Therefore, if the progressive increase in *de novo* methylation is superimposed with oscillatory dynamics, the distribution of average levels of DNA methylation would become bimodal, both at the onset of this transition and when DNA methylation has reached saturation (Figures 5C and 5D and STAR Methods). By contrast, during the transient phase of increasing global DNA methylation levels, cell-to-cell variability in this process would overshadow this bimodal signature, resulting in a unimodal distribution. Alternative hypotheses, such as variability in the timing of entry into the primed phase, would ultimately lead to unimodal distributions of global DNA methylation levels during the transition, with the peak tracking the increase in the average level of DNA methylation (STAR Methods).

At E5.5, when global DNA methylation levels were near their maxima, we found that the distribution of global DNA methylation across cells was indeed bimodal at enhancers ( $p < 1e-16$ ) and in the whole genome (Figures 5E and 5F and Figure S5C), consistent with oscillatory dynamics. To further challenge the association of bimodality with oscillatory dynamics, we tiled the genome into coverage-based windows and used a statistical (dip) test to assess whether DNA methylation in a given window is bimodally distributed between cells. In striking agreement with the divergence of the oscillation amplitude after 2i release, and in biological cell-to-cell variability in primed conditions, the bimodal signature was strongest for elements with approximately 2.5% CpG density (Figures 5F and 5G). Further, independent of CpG density, we compared genomic regions at different stages of the *de novo* methylation process. Consistent with oscillatory dynamics (Figure 5D), and independent of CpG density, bimodality was pronounced only at hypomethylated or

hypermethylated regions but not at regions with intermediary levels of methylation (Figure 5H). Notably, although our analysis does not rule out early lineage commitment through DNA methylation heterogeneity, such a scenario cannot explain the observed CpG density dependence of bimodality or the depletion of the bimodal pattern at regions with intermediary DNA methylation levels.

Finally, to obtain more direct evidence for DNA methylation oscillations *in vivo*, we sought to resolve oscillations by ordering cells according to their “developmental age,” i.e., the time since the initial upregulation of the *Dnmt3* genes. To this end, we noted that CpG-rich regions do not show pronounced oscillations *in vitro*, and DNA methylation levels in these regions rise monotonically between E4.5 and E6.5 (Figure 6A). We therefore used global methylation levels in regions with a CpG density between 10% and 15% to define a methylation “pseudo-time” for individual cells (STAR Methods). Then, charting the average DNA methylation levels of genomic elements with CpG densities for which oscillations are expected to be most pronounced (i.e., between 2% and 3%) against pseudo-time, we found evidence of coherent oscillatory patterns, which were then confirmed using spectral analysis ( $p = 6e-4$ , Figures 6B and 6C; STAR Methods). In common with the findings of the 2i release experiment, this oscillatory pattern was strongest at approximately 2.5% CpG density (Figure S6D).

## DISCUSSION

Transcriptional and epigenetic heterogeneity between cells is thought to be important for cell fate decision making during development (Torres-Padilla and Chambers, 2014), but the underlying mechanisms are largely unknown. Previous studies have estimated the degree of DNA methylation heterogeneity using single-molecule information gained from bulk BS-seq analysis (Gaidatzis et al., 2014); however, such studies cannot link

### Figure 5. ScmT-Seq Reveals Evidence for Oscillatory DNA Methylation *In Vivo*

(A) Average DNA methylation levels at H3K4me1 sites of individual cells at three stages during early mouse embryo development (E, embryonic day). Each dot represents a cell. Error bars (standard error) are smaller than the size of the dots.

(B) Average DNA methylation levels at H3K4me1 sites versus the sum of log expression levels of genes that positively influence methylation (*Dnmt3a/b/l* and *Dnmt1*) over the sum of log expression levels of genes that drive demethylation (*Tet1/2/3* and *Tdg*). The size of the dots is proportional to the overall methylation coverage; the dashed line indicates a linear fit, with shaded regions representing 95% confidence intervals.

(C) Theoretical predictions of the distribution of global DNA methylation levels across cells during the stochastic process of global *de novo* methylation for various time points in different scenarios (STAR Methods). Colors denote time after exit from pluripotency, such that blue represents early times and green, late. During the process of *de novo* methylation, average methylation levels across cells (left to right) increase with time. Top: If oscillations are absent and *de novo* methylation is initiated as a unimodal distribution, the distribution of global DNA methylation levels remains unimodal at all times (or, equivalently, intermediate average methylation levels). Middle: If *de novo* methylation is initiated at early time points following a bimodal distribution (early lineage segregation), the distribution of global DNA methylation is bimodal only at intermediary times (or average methylation levels). Bottom: If global *de novo* methylation is superimposed with oscillatory dynamics, we expect bimodality at early and late times (low and high average global methylation levels) but not at intermediary times (intermediary average global methylation levels).

(D) Schematic summarizing the specific patterns of the distributions of DNA methylation levels across cells *in vivo* for oscillating global DNA methylation. Biophysical modeling predicts a bimodal distribution of global methylation levels at early and late stages of global *de novo* methylation if methylation dynamics has an oscillatory component (STAR Methods). Each line represents global DNA methylation in a single cell.

(E) Probability density of global DNA methylation levels across cells at H3K4me1 sites (bars: from histograms, line: density estimation) reveals evidence for bimodality at E5.5 when DNA methylation has already saturated.

(F) Probability distributions (bars: from histograms, shaded areas: density estimation) of DNA methylation levels, taking into account all genomic regions but separated by different ranges of CpG densities. For this analysis, the genome was tiled into windows of 100 consecutive informative (i.e., containing at least one valid read) CpGs (unbiased probes). Bimodality is most pronounced at CpG densities that showed the largest amplitude of oscillations *in vitro* (Figure 4B).

(G) Fraction of unbiased probes that show statistically significant patterns of bimodality (dip-test,  $p < 0.05$ ) as a function of CpG density.

(H) Fraction of unbiased probes that show statistically significant bimodality (dip-test,  $p < 0.05$ ) as a function of their average methylation level across cells. Shaded regions and error bars in G and H denote 95% confidence intervals obtained via bootstrapping.

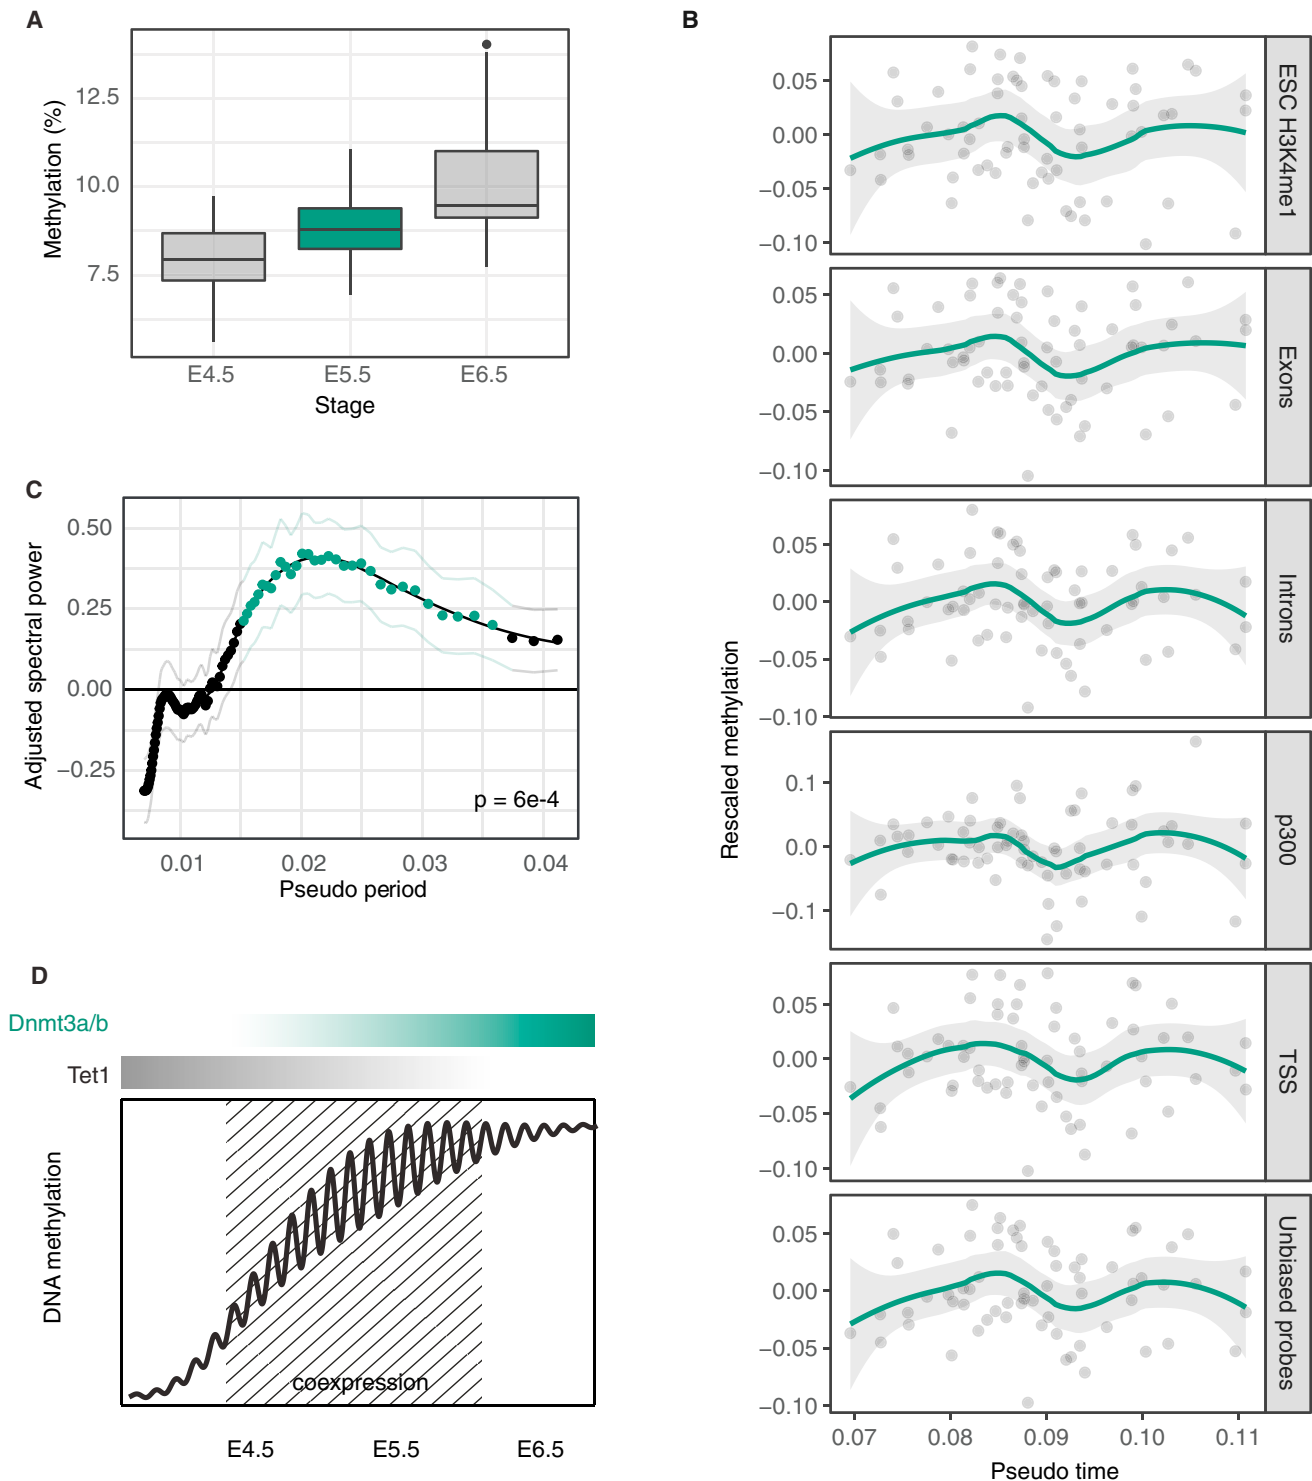

**Figure 6. Pseudo-time Analysis Provides Independent Evidence for *In Vivo* Oscillations in DNA Methylation**

(A) Box plots of average DNA methylation levels of individual cells at three stages during early mouse development acquired from genomic regions with CpG densities between 10% and 15%.

(B) Using the average methylation levels from (A) as a measure of the “developmental time” of a given cell, DNA methylation levels in different contexts show parallel non-monotonic dynamics.

(C) Average spectral densities for the whole genome. Green dots denote significant enrichment of a given period ( $p < 0.05$ ). Thin lines denote standard error.

(D) Summary schematic depicting the trend for DNA methylation levels at sites of intermediate CpG density during the exit from pluripotency. As levels of DNA methylation rise during this phase, co-expression of DNMT3s and TET1 promotes intermittent genome-scale oscillations in DNA methylation.

patterns of heterogeneity at different genomic loci within individual cells. We have exploited single-cell sequencing to reveal genome-wide regulation of DNA methylation heterogeneity in primed pluripotent cells. By combining biophysical modeling with single-cell sequencing during exit from pluripotency, we have found evidence for DNA methylation oscillations *in vitro* and *in vivo* (Figure 6D). Mechanistically, these oscillations appear to be driven by cooperative binding of the DNMT3 enzymes, which makes low CpG density sequences, including enhancers, a particular target.

Based on the DNA modification cycle, a modeling approach predicts the emergence of genome-scale oscillations in DNA methylation when both DNMT3 and TET enzymes are expressed. These conditions arise naturally during the priming of ESCs and in epiblast cells *in vivo*, when DNMT3A/B levels increase strongly in cells already expressing TETs. By synchronizing cells in the naïve state and measuring DNA methylation upon serum priming, we found direct evidence of DNA methylation oscillations with a period of around 2–3 hr. Given the multi-step cycle of cytosine modification turnover, these oscillations are remarkably fast. However, yet more rapid oscillations in DNA methylation (with a period of 1.7 hr) were observed in breast cancer cells at the *pS2* promoter upon transcriptional activation (Métivier et al., 2008).

DNA methylation oscillations in primed ESCs are more rapid than, and therefore must be autonomous of, the cell cycle and the rate of switching between transcriptional states (Singer et al., 2014). The observation of local heterogeneity in oscillation frequency following 2i release makes it less likely that a single (genetic) oscillator, such as *Hes1*, which oscillates with a similar frequency, could be the driver of oscillations. However, we cannot rule out the possibility that a superposition of multiple genetic oscillators together with heterogeneous DNA binding could yield a similar phenomenology. Similarly, other factors, such as post-transcriptional changes or local chromatin dynamics, may be involved in driving oscillations.

Our initial focus was on enhancer methylation, the sites of greatest heterogeneity in primed ESCs. This is consistent with LMRs and H3K4me1 sites being targeted by hydroxymethylation in ESCs and being the most methylation-variable sequences between tissues upon differentiation *in vivo* (Booth et al., 2012; Feldmann et al., 2013; Hon et al., 2013; Hon et al., 2014; Stadler et al., 2011). At first sight, the amplitude and genome-scale synchronization of oscillations might seem inconsistent with the limited accessibility of DNA in condensed chromatin. However, transcription factor binding to enhancers and promoters disrupts the local nucleosome structure, rendering chromatin more accessible, as reflected in DNase hypersensitivity and ATAC-seq assays (Boyle et al., 2008; Buenrostro et al., 2013). We found that many regions of the genome participate in oscillatory methylation in a manner that is dependent on CpG density.

Parallel BS-seq and RNA-seq sequencing during 2i release suggests that oscillations in DNA methylation are correlated with changes in primary transcripts, pointing to a potential functional role. Intriguingly, in parallel with the current study, genome-scale oscillations with approximately the same period of 2–3 hr have been observed through studies of nascent transcription at intronic sites in mESCs in serum conditions (Shah et al., 2018). Through alterations in DNA binding affinities for the transcriptional machinery, mediated by changes in DNA

methylation, these findings point at periodic changes in “Waddington’s epigenetic landscape” that occur on similar or faster timescales than those of cell lineage decisions. Future developments in single-cell multi-omics and the manipulation of epigenetic states *in vivo* will determine whether and how oscillations in DNA methylation play an instructive role in promoting transcriptional heterogeneity with attendant consequences for symmetry breaking and lineage priming.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell Lines
  - Mice
- METHOD DETAILS
  - Cell Lysis and Nucleic Acid Purification
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Bisulfite Sequencing
  - Amplicon Bisulfite Sequencing
  - Knock-out ESC and EB scBS-Seq Data Processing
  - RNA-Seq Data Analysis
  - scBS-Seq Data Analysis
  - Embryo scM&T-Seq Analysis
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental information includes six figures, five tables, and one video and can be found with this article online at <https://doi.org/10.1016/j.cels.2018.06.012>.

## ACKNOWLEDGMENTS

Dnmt3a/b knockout ESCs were the generous gift of Dr. Tatyana Nesterova; *Tet1-3* knockout ESCs were the generous gift of Dr. Guoliang Xu; *Tdg* knockout ESCs were the generous gift of Dr. Primo Schär. We thank the Wellcome Trust Sanger Institute sequencing pipeline team for assistance with Illumina sequencing. We thank Dr. John Marioni for critical reading and discussion. W.R. is supported by BBSRC (BBS/E/B/000C0422), Wellcome Trust (095645/Z/11/Z), and EU. B.D.S. acknowledges the support of the Wellcome Trust (098357/Z/12/Z). H.J.L. is supported by EU NoE EpiGeneSys. G.K. is supported by BBSRC (BB/P013406/1), MRC (MR/K011332/1), and EU. O.S. is supported by EMBL, Wellcome Trust, and EU.

## AUTHOR CONTRIBUTIONS

H.J.L., S.R., B.D.S., and W.R. conceived the project. H.J.L., S.J.C., S.A.S., H.M., W.D., J.N. and P.R.-G. performed experiments. S.R. developed the theory and performed modeling. S.R. and C.A. performed statistical analysis. F.K. processed and managed sequencing data. G.K. and O.S. supervised technical aspects of the project. H.J.L., S.R., S.J.C., B.D.S. and W.R. interpreted results and drafted the manuscript. All authors edited and approved the final manuscript.

## DECLARATION OF INTERESTS

W.R. is a consultant and shareholder of Cambridge Epigenetix. All other authors declare no competing interests.

Received: June 29, 2017  
Revised: October 17, 2017  
Accepted: June 25, 2018  
Published: July 18, 2018

## SUPPORTING CITATIONS

The following references appear in Supplemental Information: Buecker et al. (2014); Factor et al. (2014); Illingworth et al. (2010); Scialdone et al. (2016).

## REFERENCES

- Angermueller, C., Clark, S.J., Lee, H.J., Macaulay, I.C., Teng, M.J., Hu, T.X., Krueger, F., Smallwood, S.A., Ponting, C.P., Voet, T., et al. (2016). Parallel single-cell sequencing links transcriptional and epigenetic heterogeneity. *Nat. Methods* 13, 229–232.
- Atiasi, Y., and Stunnenberg, H.G. (2017). The interplay of epigenetic marks during stem cell differentiation and development. *Nat. Rev. Genet.* 18, 643–658.
- Auclair, G., Guibert, S., Bender, A., and Weber, M. (2014). Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. *Genome Biol.* 15, 545.
- Baubec, T., Colombo, D.F., Wirbelauer, C., Schmidt, J., Burger, L., Krebs, A.R., Akalin, A., and Schübeler, D. (2015). Genomic profiling of DNA methyltransferases reveals a role for DNMT3B in genic methylation. *Nature* 520, 243–247.
- Berry, S., Dean, C., and Howard, M. (2017). Slow chromatin dynamics allow Polycomb target genes to filter fluctuations in transcription factor activity. *Cell Syst* 4, 445–457.e8.
- Bintu, L., Yong, J., Antebi, Y.E., McCue, K., Kazuki, Y., Uno, N., Oshimura, M., and Elowitz, M.B. (2016). Dynamics of epigenetic regulation at the single-cell level. *Science* 351, 720–724.
- Booth, M.J., Branco, M.R., Ficz, G., Oxley, D., Krueger, F., Reik, W., and Balasubramanian, S. (2012). Quantitative sequencing of 5-methylcytosine and 5-hydroxymethylcytosine at single-base resolution. *Science* 336, 934–937.
- Boroviak, T., Loos, R., Lombard, P., Okahara, J., Behr, R., Sasaki, E., Nichols, J., Smith, A., and Bertone, P. (2015). Lineage-specific profiling delineates the emergence and progression of naive pluripotency in mammalian embryogenesis. *Dev. Cell* 35, 366–382.
- Boyle, A.P., Davis, S., Shulha, H.P., Meltzer, P., Margulies, E.H., Weng, Z., Furey, T.S., and Crawford, G.E. (2008). High-resolution mapping and characterization of open chromatin across the genome. *Cell* 132, 311–322.
- Buecker, C., Srinivasan, R., Wu, Z., Calo, E., Acampora, D., Faial, T., Simeone, A., Tan, M., Swigut, T., and Wysocka, J. (2014). Reorganization of enhancer patterns in transition from naive to primed pluripotency. *Cell Stem Cell* 14, 838–853.
- Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* 10, 1213–1218.
- Chambers, I., Silva, J., Colby, D., Nichols, J., Nijmeijer, B., Robertson, M., Vrana, J., Jones, K., Grotewold, L., and Smith, A. (2007). Nanog safeguards pluripotency and mediates germline development. *Nature* 450, 1230–1234.
- Clark, S.J., Smallwood, S.A., Lee, H.J., Krueger, F., Reik, W., and Kelsey, G. (2017). Genome-wide base-resolution mapping of DNA methylation in single cells using single-cell bisulfite sequencing (scBS-seq). *Nat. Protoc.* 12, 534–547.
- Creyghton, M.P., Cheng, A.W., Welstead, G.G., Kooistra, T., Carey, B.W., Steine, E.J., Hanna, J., Lodato, M.A., Frampton, G.M., Sharp, P.A., et al. (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. *Proc Natl. Acad. Sci. USA* 107, 21931–21936.
- Du, J., Johnson, L.M., Jacobsen, S.E., and Patel, D.J. (2015). DNA methylation pathways and their crosstalk with histone methylation. *Nat. Rev. Mol. Cell Biol.* 16, 519–532.
- Emperle, M., Rajavelu, A., Reinhardt, R., Jurkowska, R.Z., and Jeltsch, A. (2014). Cooperative DNA binding and protein/DNA fiber formation increases the activity of the Dnmt3a DNA methyltransferase. *J. Biol. Chem.* 289, 29602–29613.
- Factor, D.C., Corradin, O., Zentner, G.E., Saiakhova, A., Song, L., Chenoweth, J.G., McKay, R.D., Crawford, G.E., Scacheri, P.C., and Tesar, P.J. (2014). Epigenomic Comparison Reveals Activation of “Seed” Enhancers during Transition from Naive to Primed Pluripotency. *Cell Stem Cell* 14, 854–863.
- Farlik, M., Sheffield, N.C., Nuzzo, A., Datlinger, P., Schönegger, A., Klughammer, J., and Bock, C. (2015). Single-cell DNA methylome sequencing and bioinformatic inference of epigenomic cell-state dynamics. *Cell. Rep.* 10, 1386–1397.
- Feldmann, A., Ivanek, R., Murr, R., Gaidatzis, D., Burger, L., and Schübeler, D. (2013). Transcription factor occupancy can mediate active turnover of DNA methylation at regulatory regions. *PLOS Genet.* 9, e1003994.
- Ficz, G., Hore, T.A., Santos, F., Lee, H.J., Dean, W., Arand, J., Krueger, F., Oxley, D., Paul, Y.L., Walter, J., et al. (2013). FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. *Cell Stem Cell* 13, 351–359.
- Gaidatzis, D., Burger, L., Murr, R., Lerch, A., Dessus-Babus, S., Schübeler, D., and Stadler, M.B. (2014). DNA sequence explains seemingly disordered methylation levels in partially methylated domains of Mammalian genomes. *PLOS Genet.* 10, e1004143.
- Habibi, E., Brinkman, A.B., Arand, J., Kroeze, L.I., Kerstens, H.H., Matarese, F., Lepikhov, K., Gut, M., Brun-Heath, I., Hubner, N.C., et al. (2013). Whole-genome bisulfite sequencing of two distinct interconvertible DNA methylomes of mouse embryonic stem cells. *Cell Stem Cell* 13, 360–369.
- Haerter, J.O., Lövkvist, C., Dodd, I.B., and Sneppen, K. (2014). Collaboration between CpG sites is needed for stable somatic inheritance of DNA methylation states. *Nucleic Acids Res.* 42, 2235–2244.
- Hayashi, K., de Sousa Lopes, S.M.C., Tang, F., Lao, K., and Surani, M.A. (2008). Dynamic equilibrium and heterogeneity of mouse pluripotent stem cells with distinct functional and epigenetic states. *Cell Stem Cell* 3, 391–401.
- Hiratani, I., Ryba, T., Itoh, M., Rathjen, J., Kulik, M., Papp, B., Fussner, E., Bazett-Jones, D.P., Plath, K., Dalton, S., et al. (2010). Genome-wide dynamics of replication timing revealed by in vitro models of mouse embryogenesis. *Genome Res.* 20, 155–169.
- Hon, G.C., Rajagopal, N., Shen, Y., McCleary, D.F., Yue, F., Dang, M.D., and Ren, B. (2013). Epigenetic memory at embryonic enhancers identified in DNA methylation maps from adult mouse tissues. *Nat. Genet.* 45, 1198–1206.
- Hon, G.C., Song, C.X., Du, T., Jin, F., Selvaraj, S., Lee, A.Y., Yen, C.A., Ye, Z., Mao, S.Q., Wang, B.A., et al. (2014). 5mC oxidation by Tet2 modulates enhancer activity and timing of transcriptome reprogramming during differentiation. *Mol. Cell* 56, 286–297.
- Hooper, M., Hardy, K., Handyside, A., Hunter, S., and Monk, M. (1987). HPRT-deficient (Lesch-Nyhan) mouse embryos derived from germline colonization by cultured cells. *Nature* 326, 292–295.
- Hu, X., Zhang, L., Mao, S.Q., Li, Z., Chen, J., Zhang, R.R., Wu, H.P., Gao, J., Guo, F., Liu, W., et al. (2014). Tet and TDG mediate DNA demethylation essential for mesenchymal-to-epithelial transition in somatic cell reprogramming. *Cell Stem Cell* 14, 512–522.
- Illingworth, R.S., Gruenewald-Schneider, U., Webb, S., Kerr, A.R., James, K.D., Turner, D.J., Smith, C., Harrison, D.J., Andrews, R., and Bird, A.P. (2010). Orphan CpG islands identify numerous conserved promoters in the mammalian genome. *PLoS Genet* 6, e1001134.
- Iurlaro, M., von Meyenn, F., and Reik, W. (2017). DNA methylation homeostasis in human and mouse development. *Curr. Opin. Genet. Dev.* 43, 101–109.
- Jia, D., Jurkowska, R.Z., Zhang, X., Jeltsch, A., and Cheng, X. (2007). Structure of Dnmt3a bound to Dnmt3L suggests a model for de novo DNA methylation. *Nature* 449, 248–251.
- Jörg, D.J. (2017). Stochastic Kuramoto oscillators with discrete phase states. *Phys. Rev. E* 96, 032201.
- Kalkan, T., Olova, N., Roode, M., Mulas, C., Lee, H.J., Nett, I., Marks, H., Walker, R., Stunnenberg, H.G., Lilley, K.S., et al. (2017). Tracking the

- p>embryonic stem cell transition from ground state pluripotency.
- Development*
- 144, 1221–1234.
- Kobayashi, T., and Kageyama, R. (2011). Hes1 oscillations contribute to heterogeneous differentiation responses in embryonic stem cells. *Genes* 2, 219–228.
- Kolodziejczyk, A.A., Kim, J.K., Tsang, J.C., Illic, T., Henriksson, J., Natarajan, K.N., Tuck, A.C., Gao, X., Bühler, M., Liu, P., et al. (2015). Single cell RNA-sequencing of pluripotent states unlocks modular transcriptional variation. *Cell Stem Cell* 17, 471–485.
- Krueger, F., and Andrews, S.R. (2011). Bismark: a flexible aligner and methylation caller for bisulfite-Seq applications. *Bioinformatics* 27, 1571–1572.
- Kunz, C., Focke, F., Saito, Y., Schuermann, D., Lettieri, T., Selfridge, J., and Schär, P. (2009). Base excision by thymine DNA glycosylase mediates DNA-directed cytotoxicity of 5-fluorouracil. *PLOS Biol.* 7, e91.
- Kuramoto, Y. (1991). Collective synchronization of pulse-coupled oscillators and excitable units. *Physica D: Nonlinear Phenomena* 50, 15–30.
- Lee, H.J., Hore, T.A., and Reik, W. (2014). Reprogramming the methylome: erasing memory and creating diversity. *Cell Stem Cell* 14, 710–719.
- Leitch, H.G., McEwen, K.R., Turp, A., Encheva, V., Carroll, T., Grabole, N., Mansfield, W., Nashun, B., Knezovich, J.G., Smith, A., et al. (2013). Naive pluripotency is associated with global DNA hypomethylation. *Nat. Struct. Mol. Biol.* 20, 311–316.
- Lövkvist, C., Dodd, I.B., Sneppen, K., and Haerter, J.O. (2016). DNA methylation in human epigenomes depends on local topology of CpG sites. *Nucleic Acids Res* 44, 5123–5132.
- Macaulay, I.C., Teng, M.J., Haerty, W., Kumar, P., Ponting, C.P., and Voet, T. (2016). Separation and parallel sequencing of the genomes and transcriptomes of single cells using G&T-seq. *Nat Protocols* 11, 2081–2103.
- Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet j* 17, 10–12.
- Métivier, R., Gallais, R., Tiffoche, C., Le Péron, C., Jurkowska, R.Z., Carmouche, R.P., Ibberson, D., Barath, P., Demay, F., Reid, G., et al. (2008). Cyclical DNA methylation of a transcriptionally active promoter. *Nature* 452, 45–50.
- Mohammed, H., Hernando-Herraez, I., Savino, A., Scialdone, A., Macaulay, I., Mulas, C., Chandra, T., Voet, T., Dean, W., Nichols, J., et al. (2017). Single-cell landscape of transcriptional heterogeneity and cell fate decisions during mouse early gastrulation. *Cell Rep.* 20, 1215–1228.
- Ooi, S.K., Qiu, C., Bernstein, E., Li, K., Jia, D., Yang, Z., Erdjument-Bromage, H., Tempst, P., Lin, S.P., Allis, C.D., et al. (2007). DNMT3L connects unmethylated lysine 4 of histone H3 to de novo methylation of DNA. *Nature* 448, 714–717.
- Paissan, G.H., and Zanette, D.H. (2008). Synchronization of phase oscillators with heterogeneous coupling: a solvable case. *Physica D: Nonlinear Phenomena* 237, 818–828.
- Peng, G., Suo, S., Chen, J., Chen, W., Liu, C., Yu, F., Wang, R., Chen, S., Sun, N., Cui, G., et al. (2016). Spatial transcriptome for the molecular annotation of lineage fates and cell identity in mid-gastrula mouse embryo. *Dev. Cell* 36, 681–697.
- Picelli, S., Faridani, O.R., Björklund, A.K., Winberg, G., Sagasser, S., and Sandberg, R. (2014). Full-length RNA-seq from single cells using Smart-seq2. *Nat. Protoc.* 9, 171–181.
- Quail, M.A., Otto, T.D., Gu, Y., Harris, S.R., Skelly, T.F., McQuillan, J.A., Swerdlow, H.P., and Oyola, S.O. (2011). Optimal enzymes for amplifying sequencing libraries. *Nat. Methods* 9, 10–11.
- Scialdone, A., Tanaka, Y., Jawaid, W., Moignard, V., Wilson, N.K., Macaulay, I.C., Marioni, J.C., and Göttgens, B. (2016). Resolving early mesoderm diversification through single-cell expression profiling. *Nature* 535, 289–293.
- Seisenberger, S., Andrews, S., Krueger, F., Arand, J., Walter, J., Santos, F., Popp, C., Thienpont, B., Dean, W., and Reik, W. (2012). The dynamics of genome-wide DNA methylation reprogramming in mouse primordial germ cells. *Mol. Cell* 48, 849–862.
- Sharma, S., De Carvalho, D.D., Jeong, S., Jones, P.A., and Liang, G. (2011). Nucleosomes containing methylated DNA stabilize DNA methyltransferases 3A/3B and ensure faithful epigenetic inheritance. *PLOS Genet.* 7, e1001286.
- Sharova, L.V., Sharov, A.A., Nedorezov, T., Piao, Y., Shaik, N., and Ko, M.S.H. (2009a). Database for mRNA half-life of 19 977 genes obtained by DNA microarray analysis of pluripotent and differentiating mouse embryonic stem cells. *DNA Res.* 16, 45–58.
- Sharova, L.V., Sharov, A.A., Nedorezov, T., Piao, Y., Shaik, N., and Ko, M.S.H. (2009b). Database for mRNA half-life of 19 977 genes obtained by DNA microarray analysis of pluripotent and differentiating mouse embryonic stem cells. *DNA Res* 16, 45–58.
- Shah, S., Takei, Y., Zhou, W., Lubeck, E., Yun, J., Eng, C.-H.L., Koulana, N., Cronin, C., Karp, C., Liaw, E.J., et al. (2018). Dynamics and spatial genomics of the nascent transcriptome by intron seqFISH. *Cell*. <https://doi.org/10.1016/j.cell.2018.05.035>.
- Singer, Z.S., Yong, J., Tischler, J., Hackett, J.A., Altinok, A., Surani, M.A., Cai, L., and Elowitz, M.B. (2014). Dynamic heterogeneity and DNA methylation in embryonic stem cells. *Mol. Cell* 55, 319–331.
- Singh, A.M., Hamazaki, T., Hankowski, K.E., and Terada, N. (2007). A heterogeneous expression pattern for Nanog in embryonic stem cells. *Stem Cells* 25, 2534–2542.
- Smallwood, S.A., Lee, H.J., Angermueller, C., Krueger, F., Saadeh, H., Peat, J., Andrews, S.R., Stegle, O., Reik, W., and Kelsey, G. (2014). Single-cell genome-wide bisulfite sequencing for assessing epigenetic heterogeneity. *Nat Methods* 11, 817–820.
- Smith, Z.D., Chan, M.M., Mikkelsen, T.S., Gu, H., Gnirke, A., Regev, A., and Meissner, A. (2012). A unique regulatory phase of DNA methylation in the early mammalian embryo. *Nature* 484, 339–344.
- Solter, D., and Knowles, B.B. (1975). Immunotherapy of mouse blastocyst. *Proc. Natl. Acad. Sci. USA* 72, 5099–5102.
- Stadler, M.B., Murr, R., Burger, L., Ivanek, R., Lienert, F., Schöler, A., van Nimwegen, E., Wirbelauer, C., Oakeley, E.J., Gaidatzis, D., et al. (2011). DNA-binding factors shape the mouse methylome at distal regulatory regions. *Nature* 480, 490–495.
- Takashima, Y., Guo, G., Loos, R., Nichols, J., Ficiz, G., Krueger, F., Oxley, D., Santos, F., Clarke, J., Mansfield, W., et al. (2014). Resetting transcription factor control circuitry toward ground-state pluripotency in human. *Cell* 158, 1254–1269.
- Torres-Padilla, M.E., and Chambers, I. (2014). Transcription factor heterogeneity in pluripotent stem cells: a stochastic advantage. *Development* 141, 2173–2181.
- Toyooka, Y., Shimosato, D., Murakami, K., Takahashi, K., and Niwa, H. (2008). Identification and characterization of subpopulations in undifferentiated ES cell culture. *Development* 135, 909–918.
- von Meyenn, F., Iurlaro, M., Habibi, E., Liu, N.Q., Salehzadeh-Yazdi, A., Santos, F., Petrini, E., Milagre, I., Yu, M., Xie, Z., et al. (2016). Impairment of DNA methylation maintenance is the main cause of global demethylation in naive embryonic stem cells. *Mol. Cell* 62, 848–861.
- Wang, L., Zhang, J., Duan, J., Gao, X., Zhu, W., Lu, X., Yang, L., Zhang, J., Li, G., Ci, W., et al. (2014). Programming and inheritance of parental DNA methylomes in mammals. *Cell* 157, 979–991.
- Wu, H., and Zhang, Y. (2014). Reversing DNA methylation: mechanisms, genomics, and biological functions. *Cell* 156, 45–68.

## STAR★METHODS

### KEY RESOURCES TABLE

## CONTACT FOR REAGENT AND RESOURCE SHARING

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Cell Lines

Mouse E14 ESCs (male) (Hooper et al., 1987) were cultured in naïve or primed conditions as described below. *Dnmt3a/b* knock-out ESCs (male) (von Meyenn et al., 2016), *Tet1-3* knock-out ESCs (male) (Hu et al., 2014) and *Tdg* knock-out ESCs (male) (Kunz et al., 2009) were grown in primed conditions as described below.

Naïve ESCs were cultured in serum free media with 2i inhibitors (Neurobasal, N2, B27, 103 U/ml LIF, 1  $\mu$ M Mek inhibitor PD0325901 and 3  $\mu$ M Gsk-3 $\beta$  inhibitor CHIR99021) without feeders at 37°C and 5% CO<sub>2</sub>.

Primed ESCs were cultured in serum containing media (DMEM 4,500 mg/l glucose, 4 mM L-glutamine, 110 mg/l sodium pyruvate, 15% fetal bovine serum, 1 U/ml penicillin, 1  $\mu$ g/ml streptomycin, 0.1 mM nonessential amino acids, 50  $\mu$ M  $\beta$ -mercaptoethanol, and 103 U/ml LIF ESGRO) without feeders at 37°C and 5% CO<sub>2</sub>.

For the 2i release experiment, ESCs in naïve culture conditions were washed with PBS before addition of media for primed ESC growth.

EB differentiation was performed by seeding 1000 primed ESCs per well in ultra-low attachment 96-well plates (Sigma-Aldrich) in primed ESC culture media without LIF.

### Mice

All animal procedures were performed in accordance with the local ethical review committee and under license from the Animal Scientific Procedures Act 1986 (HO Project Licenses PPL70/8276). C57Bl/6BabR embryos were collected at E4.5 (n = 91 from 4 embryos), E5.5 (n = 80 from 1 embryo) and E6.5 (n = 96 from 2 embryos). The sex of embryos was not recorded at the time of collection because of their early developmental stage.

## METHOD DETAILS

### Cell Lysis and Nucleic Acid Purification

For the 2i release experiment, cells were lysed by removing media from culture dishes and adding 200  $\mu$ l of RLT plus buffer (Qiagen) supplemented with 0.5 mM 2-mercaptoethanol. In the first experiment, triplicate samples were collected at 31 time points from 0 h to 56 h 30 min. In the second experiment, single samples were collected at 47 time points from 0 h to 7 h 40 min (every 20 min). The second experiment also included a control time-course, where cells received fresh naïve culture medium rather than primed culture medium at the beginning of the experiment. Total nucleic acid was purified from cell lysates with RNeasy magnetic beads (Beckman Coulter, A32649) using a Bravo Workstation pipetting robot (Agilent Technologies) following the manufacturers protocol. RNA was subsequently purified by treating the total nucleic acid with DNase I.

For qPCR analysis during EB differentiation, RNA was prepared from frozen cell pellets using DNA/RNA AllPrep kits (Qiagen).

### RT-PCR

Purified RNA was reverse-transcribed using RevertAid (ThermoFisher, EP0441) and random hexamer primers. qPCRs were performed in triplicate using Brilliant III SYBR (Agilent Technologies) or Platinum SYBR (ThermoFisher). Primer sequences are provided in Table S4.

### FACS

FACS collection of single *Dnmt3a/b*, *Tet1-3* and *Tdg* knock-out ESCs and EB cells was performed selecting for live cells and low DNA content (i.e., G0 or G1 phase cells) using ToPro-3 and Hoechst 33342 staining.

### Isolation of Mouse Embryonic Cells

C57Bl/6BabR E4.5 embryos were dissected from nascent decidua and trophectoderm removed by immunosurgery (Solter and Knowles, 1975). The embryos at E4.5 and E5.5 were then dissociated using Accutase™ (5 min), transferred to M2 droplets and then single cells were picked and transferred to cell lysis buffer using a finely drawn Pasteur pipette and frozen immediately. The visceral endoderm and extraembryonic ectoderm at E5.5 were both separated from the epiblast by pulling using a finely drawn Pasteur pipette. The extra embryonic ectoderm was removed using the tip of a pulled Pasteur pipette. At E6.5, embryos were dissected from decidua in PBS and placed into droplets of M2 for manual dissection to remove extraembryonic tissue. Cells were again dissociated using Accutase™ at room temperature and single cells picked, lysed and frozen as described above.

### Bisulfite Sequencing

For the 2i release experiment, bisulfite sequencing (BS-seq) libraries were prepared from the total nucleic acid using the bulk-cell PBAT method previously described (Smallwood et al., 2014). Briefly, bisulfite conversion and purification was carried out using the EZ Methylation Direct MagPrep kit (Zymo), following the manufacturers' instructions but with half volumes. Bisulfite converted DNA was eluted from MagBeads directly into 39  $\mu$ l of first strand synthesis reaction mastermix (1x Blue Buffer (Enzymatics), 0.4 mM dNTP mix (Roche), 0.4  $\mu$ M 6NF preamp oligo (IDT) then heated to 65°C for 3 minutes and cooled on ice. 50U of klenow

exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 30 minutes after slowly ramping from 4°C. Reactions were diluted to 100 µl and 20U of exonuclease I (NEB) added and incubated at 37°C before purification using a 0.8:1 ratio of AMPure XP beads. Purified products were resuspended in 50 µl of second strand mastermix (1x Blue Buffer (Enzymatics), 0.4mM dNTP mix (Roche), 0.4µM 6NR adaptor 2 oligo (IDT) then heated to 98°C for 2 minutes and cooled on ice. 50U of klenow exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 90 minutes after slowly ramping from 4°C. Second strand products were purified using a 0.8:1 ratio of AMPure XP beads and resuspended in 50 µl of PCR mastermix (1x KAPA HiFi Readymix, 0.2µM PE1.0 primer, 0.2µM iTAG index primer) and amplified with 9 cycles. The final libraries were purified using a 0.8:1 volumetric ratio of AMPure XP beads before pooling and sequencing. All libraries were prepared in parallel with the pre-PCR purification steps carried out using a Bravo Workstation pipetting robot (Agilent Technologies). 9-12 libraries were sequenced as a multi-plex on one Illumina HiSeq 2000 lane using 125bp paired-end read length.

### **Amplicon Bisulfite Sequencing**

To obtain increased sequencing depth, amplicon bisulphite sequencing (AmpBS-seq) libraries were prepared from the second 2i release experiment. Regions of interest were chosen from exemplary enhancers showing oscillatory dynamics correlated to the global H3K4me1 trends in the BS-seq data from the first 2i release experiment. Total nucleic acid isolated from the 2i release experiment underwent bisulfite conversion using Zymo reagents as described above. KAPA HiFi Uracil+ Master Mix (Kapa Biosystems) was used to amplify regions of interest using 30nM primers (Table S3), with the reverse primer including an 8N unique molecular identifier (UMI). The PCR program was: 95C 5min; 35 repeats of 98C 20s, 60C 15s, 72C 60s; 72C 10min. Amplicons were pooled for each sample and purified using Ampure XP beads (Agencourt), before a second round of PCR was used to incorporate Illumina Adaptor sequences and index samples. The PCR reaction included 11 µl pooled amplicons, 200nM indexed PE1.0 (Table S5) and iPCRTAG primers (Quail et al., 2011), and KAPA HiFi Master Mix (Kapa Biosystems). The PCR program was: 98C 45s; 5 repeats of 98C 15s, 65C 30s, 72C 30s; 72C 5min. Samples were then pooled and purified before library QC and sequencing was performed with up to 144 samples included on a 150bp paired-end MiSeq run.

### **Single-Cell Sequencing**

Single cell BS-seq libraries were prepared from knock-out ESCs and EBs as described (Angermueller et al., 2016; Clark et al., 2017). Briefly, single-cells were lysed in 2.5 µl of RLT plus buffer (Qiagen) then diluted to 10 µl prior to bisulfite conversion and purification was carried out using the EZ Methylation Direct MagPrep kit (Zymo), following the manufacturers' instructions but with half volumes. Bisulfite converted DNA was eluted from MagBeads directly into 39 µl of first strand synthesis reaction mastermix (1x Blue Buffer (Enzymatics), 0.4mM dNTP mix (Roche), 0.4µM 6NF oligo (IDT) then heated to 65°C for 3 minutes and cooled on ice. 50U of klenow exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 30 minutes after slowly ramping from 4°C. First strand synthesis was repeated 4 more times with the addition of 0.25 µl of reaction mixture (1x blue buffer, 0.25mM dNTPs, 10mM 6NF preamp oligo and 25U klenow exo-). Reactions were diluted to 100 µl and 20U of exonuclease I (NEB) added and incubated at 37°C before purification using a 0.8:1 ratio of AMPure XP beads. Purified products were resuspended in 50 µl of second strand mastermix (1x Blue Buffer (Enzymatics), 0.4mM dNTP mix (Roche), 0.4µM 6NR adaptor 2 oligo (IDT) then heated to 98°C for 2 minutes and cooled on ice. 50U of klenow exo- (Enzymatics) was added and the mixture incubated on a thermocycler at 37°C for 90 minutes after slowly ramping from 4°C. Second strand products were purified using a 0.8:1 ratio of AMPure XP beads and resuspended in 50 µl of PCR mastermix (1x KAPA HiFi Readymix, 0.2µM PE1.0 primer, 0.2µM iTAG index primer) and amplified with 12 cycles. Finally, scBS-seq libraries were purified using a 0.8:1 volumetric ratio of AMPure XP beads before pooling and sequencing. Fifteen single cell libraries plus one negative control were multiplexed together on one Illumina HiSeq 2000 lane using 125bp paired end reads.

Single-cell methylome and transcriptome libraries were prepared from embryos as previously described (Angermueller et al., 2016).

### **RNA-Seq**

cDNA was prepared from 1 µl of purified RNA following the Smart-seq2 protocol (Picelli et al., 2014) with 10 cycles of amplification. Nextera XT libraries were prepared as described (Picelli et al., 2014) but with one-fifth volumes and 200pg of input cDNA. Libraries were sequenced as a multiplexed pool on one Illumina HiSeq 2000 lane using 50bp single-end read length.

### **Derivation of a Phenomenological Model**

The modeling approach was to, instead of attempting to precisely model every aspect of the methylation turnover cycle, define the simplest model that captures the essence of the dynamics, without making detailed assumptions about the underlying biochemical processes. This approach is justified by the observation of genome-wide coherence of DNA methylation levels (Figure 1C), constraining the dynamics to a single degree of freedom (the phase), and ruling out the possibility that existing dynamic local heterogeneities affect the global dynamics. The strategy therefore was to derive a phenomenological model for the global DNA methylation dynamics, and then in a second step justify the emergence of coherence from the local dynamics at single cytosines. To this end, the number of unmodified cytosines, and the number of methylated cytosines in a given large region of the DNA of size  $N$  at a given time,  $t$ , were defined as  $C(t)$  and  $M(t)$ , respectively. While the specific choice of  $N$  is irrelevant for the following analysis it could, for example, denote the number of base pairs in the genome or the volume of the nucleus. If  $N$  is large, continuous concentrations may be defined as  $c(t) = C(t)/N$  and  $m(t) = M(t)/N$ . To derive kinetic equations for the time evolution of  $c(t)$  and  $m(t)$  it is noteworthy that while the conversion from  $C$  to  $5mC$  is direct, the conversion from  $5mC$  back to  $C$  involves a large number of intermediary steps (Figure 2A) which, as a result of the binding and unbinding kinetics, are nonlinear (Langmuir kinetics). Each of these steps requires the recruitment of different enzymes to the DNA, as well as their binding and unbinding, and eventually excision and repair of the DNA. It is clear that the conversion from  $5mC$  to  $C$  cannot be instantaneous. Specifically, it has been shown that a large number of nonlinear

reactions can be effectively described by a time delay between the first and the last reaction,  $\Delta t$ . This is independent of the precise form of the nonlinearities arising from these reactions. In this case, this corresponds to a time delay,  $\Delta t$ , between the removal of the methylation mark and the establishment of an unmodified cytosine.

Then, as the number of cytosines in any state is conserved, the structure of the differential equations describing the time evolution of  $c(t)$  and  $m(t)$  takes the symmetric form,

$$\begin{aligned}\dot{c}(t) &= k_{mc}[c(t), m(t - \Delta t)] - k_{cm}[c(t), m(t)], \\ \dot{m}(t) &= k_{cm}[c(t), m(t)] - k_{mc}[m(t), c(t)],\end{aligned}$$

where  $k_{mc}[c, m]$  and  $k_{cm}[c, m]$  are the concentration-dependent rates of conversion from 5mC to C and C to 5mC, respectively. Describing the time evolution in terms of rate equations, implicitly makes the important assumption that changes in DNA methylation globally effect the genomic region under consideration. This assumption will be discussed in the following section. For the beginning of the mathematical analysis, for simplicity, it was assumed that enzyme binding to the DNA is not limited by the concentration of these enzymes, such that conversion rates are linear functions of the concentrations  $c(t)$  and  $m(t)$ . The inclusion of higher order nonlinearities arising from enzyme binding and unbinding kinetics does not qualitatively alter the results, as will be shown further below.

In this simplified case, i.e. neglecting higher order nonlinearities arising from the Langmuir kinetics, the rate of loss of Cs,  $k_{cm}$ , is simply proportional to the concentration of cytosines that are available for conversion,  $c(t)$ . Additionally, it is assumed that 5mC is autocatalytic, i.e. establishment of 5mC catalyses further methylation. There are several reports that suggest that *de novo* methylation is indeed autocatalytic: DNMT3A and DNMT3L enzymes have been shown to act cooperatively by forming heteromeric polymers and *in vitro* studies suggest that these enzymes are capable of polymerising on the DNA, thereby effectively methylating groups of adjacent cytosines at the same time (Jia et al., 2007). Further, DNMT3A/B enzymes have been shown to have increased binding affinity to 5mC and in somatic cells this leads to inhibition of DNMT3A/B degradation and an overall higher abundance of DNMT3A/B (Sharma et al., 2011). Taken together, this suggests that 5mCs catalyse *de novo* methylation of cytosines. In the simplest case, the conversion rate from C to 5mC therefore takes the form  $k_{cm}[c(t), m(t)] \propto c(t)m(t)$  such that, for low methylation levels, *de novo* methylation is limited by the concentration of 5mCs while, for high methylation levels, it is limited by the concentration of Cs. Similarly, the rate of production of Cs is proportional to the number of 5mCs, and the rate of conversion is simply  $k_{mc}[c(t), m(t)] \propto m(t)$ , independent of  $c(t)$ . DNA methylation turnover in a large genomic region is therefore effectively described by a simple set of time-delayed differential equations capturing essential properties of methylation turnover (Figure 2A),

$$\begin{aligned}\dot{c}(t) &= k_m m(t - \Delta t) - k_c c(t) m(t), \\ \dot{m}(t) &= k_c c(t) m(t) - k_m m(t),\end{aligned}$$

where  $k_m$  and  $k_c$  define the effective constant rates of conversions from 5mCs and Cs, respectively.

To show that DNA methylation turnover can indeed lead to oscillatory dynamics and to investigate the conditions under which oscillations occur the differential equations were first non-dimensionalized by rescaling time such that  $\tau \equiv k_m t$  and  $\Delta \tau \equiv k_m \Delta t$ , and concentrations such that  $u \equiv (k_c/k_m)c$  and  $v \equiv (k_c/k_m)m$ ,

$$\begin{aligned}\dot{u}(\tau) &= v(\tau - \Delta \tau) - u(\tau)v(\tau), \\ \dot{v}(\tau) &= u(\tau)v(\tau) - v(\tau).\end{aligned}$$

This results in a system of time-delayed differential equations with a single parameter,  $\Delta \tau$ , which qualitatively determines the dynamics. To fully define the model, initial conditions of the form  $u(\tau) \equiv u_0(\tau)$  and  $v(\tau) \equiv v_0(\tau)$  for  $\tau' \leq \tau \leq 0$  were supplied, effectively resulting an infinite dimensional problem. For simplicity, constant initial conditions,  $u(\tau) \equiv u_0$  and  $v(\tau) \equiv v_0$  for  $\tau' \leq \tau \leq 0$ , were considered here. The above equations admit stationary solutions where  $u(t) = 1$  or  $v(t) = 0$ , corresponding to a balance between methylation and demethylation, or a completely unmethylated genome, respectively.

Studies of time-delayed differential equations have mostly focussed on linear systems, while nonlinear systems are still poorly understood. Leaving a rigorous analytical study to future work, the dynamics of the time-delayed systems was studied using numerical integration. To obtain the period of oscillations time points where the derivative of  $v(\tau)$  vanishes were determined. The period was then calculated as the average difference between next nearest roots of the derivative. Similarly, the amplitudes of  $u(\tau)$  and  $v(\tau)$  were defined as the average difference between two consecutive roots. Averages were taken over the last 10 periods of an overall simulation time of 1000.

Figure 2B shows numerically obtained phase portraits ( $u_0 = 1.6$ ,  $v_0 = 0.4$ ) of the dynamics for a given set of initial conditions and varying values of the dimensionless time delay,  $\Delta \tau$ . For small values of  $\Delta \tau$ , the dynamics spiral inward and asymptotically focus on a singular point in phase space. With increasing values of the time delay, trajectories converge toward periodic orbits with a fixed amplitude. This behavior is characteristic of systems undergoing a *Hopf bifurcation*, where a stable fixed point of the dynamics gives rise to limit cycle behavior with increasing order parameter. While a complete characterisation of the bifurcation is beyond the scope of this work, the bifurcation was studied more rigorously by defining an order parameter as the amplitude of the oscillatory variable  $v(\tau)$ . With this definition, Figure 2C illustrates the abrupt onset of oscillations at a specific threshold value,  $\Delta \tau^*$ . Not unexpectedly, the period of oscillations increases linearly with the time delay and is weakly dependent on the initial conditions (Figure S3A). Hence, translating back to dimensional parameters, the period increases with the time delay,  $\Delta t$ , and the inverse conversion rates  $1/k_m$  and  $1/k_c$ . Finally, to systematically study the dependence on the initial conditions the threshold delay,  $\Delta \tau^*$ , was calculated as a function of  $u_0$  and  $v_0$  (Figures S3B and S3C). While oscillations can occur for a broad range of initial conditions, they are most easily

obtained if  $v_0$  is broadly of order unity, i.e. the initial concentration of 5mC is of the order  $k_c/k_m$ . Hence, to obtain oscillatory dynamics, the net rates of methylation and de-methylation should be of the same order of magnitude.

For this simple model, oscillation occurs if the delay between the removal of the 5mC mark and the establishment of an unmodified cytosine is larger than the typical time scale of the removal of 5mC marks. Such conditions may arise if the time delay is mainly a consequence of the later steps in demethylation, such as the BER pathway. Below the threshold value, oscillations are damped on a time scale given by  $\Delta\tau$ . Importantly, on the time scales relevant in a dynamically changing system such as primed ESCs, DNA methylation oscillations are expected even if  $\Delta\tau < \Delta\tau^*$ . Although numerical results show typical threshold values of  $\Delta\tau^* \approx 5$ , one should be careful in assigning a direct biological correspondence to this number. As is shown, the threshold value can be significantly smaller or larger if stronger nonlinearities, for example arising from enzyme binding and unbinding kinetics, are taken into account. However, as the dimensionless quantity  $\Delta\tau^*$  is roughly of order unity, the threshold delay time is on a similar scale as other characteristic time scales in DNA methylation turnover. This indicates that oscillatory dynamics can occur under biologically plausible conditions. In addition, the emergence of limit cycle behavior straight forwardly extends to transient situations, where the concentrations of DNMT3A/B and TET1/2 enzymes are time dependent. [Figure S3D](#) shows exemplary trajectories for such a scenario.

Finally, oscillatory dynamics in C and 5mC implies temporally increased concentrations of 5hmC and other transient marks between C and 5mC. The total concentrations of states in any of the intermediary stages between 5mC and C should therefore be of the same order as the changes in concentrations in the subset of CpGs taking part in the oscillations. Therefore, increased concentrations of these states are expected in strongly oscillating regions of the genome. While estimates for the concentrations of intermediary states vary widely, it has indeed been found that 5hmC is enriched in enhancer regions for which we found the strongest oscillations ([Booth et al., 2012](#); [Feldmann et al., 2013](#); [Hon et al., 2014](#)). Notably, oscillatory DNA methylation does not contradict low levels of 5caC, 5fC and 5hmC in other contexts because we observe a smaller fraction of dynamically changing CpGs there.

### Stochastic Simulation

To illustrate how oscillatory methylation dynamics give rise qualitatively to distributions such as in [Figure 2D](#), the random nature of the conversions between different cytosine modifications was then taken into account. The distribution observed in scBS-seq datasets arise from multiple sources of noise, most notably technical noise due to the relative low coverage of the single cell technique. The first source of noise are fluctuations arising from the stochastic conversion between C and 5mC. The probability distribution of the number of Cs and 5mCs in a given region of DNA,  $\mathcal{P}(C, M, t)$ , is governed by a set of differential equations of the form

$$\partial_t \mathcal{P}_{C,M}(t) = \alpha[(C+1)(M-1)\mathcal{P}_{C+1,M-1}(t) - C M \mathcal{P}_{C,M}(t)] \\ + \beta \sum_{M',C'=0}^{\infty} M'^{\mathcal{P}_{M',C'}}(t - \Delta t) [\mathcal{P}_{M+1,C-1}(t) - \mathcal{P}_{M,C}(t)].$$

It is assumed that events at  $t$  and  $t - \Delta t$  are effectively decoupled. These *time-delayed Master equations* were solved by making use of an adaptation of Gillespie's direct method for time delayed stochastic systems. Due to the limited coverage of the scBS-seq method, technical noise is a further important factor contributing to the distribution of methylation rates. With  $r \equiv M/(M+C)$  denoting the "true" methylation rate and  $s$  the number of informative CpGs, we modeled the number of positive reads,  $k$ , as statistically independent and following a binomial distribution,

$$\mathcal{R}_{k|r(t),s}(t) = \frac{s!}{k!(s-k)!} r(t)^k (1-r(t))^{s-k}.$$

Then, with the coverage distribution  $\mathcal{Q}(s)$  giving the probability that a given region has  $s$  informative CpGs, the number of positive reads is distributed according to

$$\mathcal{R}_k(t) = \sum_{C,M=0}^{\infty} \mathcal{P}_{C,M}(t) \sum_{s=5}^{\infty} \mathcal{Q}(s) \frac{s!}{k!(s-k)!} \left( \frac{C}{C+M} \right)^k \left( 1 - \frac{C}{C+M} \right)^{s-k},$$

where the sum over  $s$  starts from 5 as we removed all elements (e.g. H3K4me1 sites) with a coverage less than 5 from the statistical analysis of the scBS-seq data. Empirically, for H3K4me1 sites  $\mathcal{Q}(s)$  can be approximated by an exponential distribution with mean 14.3. For the Supplemental Movie and [Figure 2D](#) of the main manuscript parameters were chosen as  $\alpha = 0.001$ ,  $\beta = 1$ ,  $\Delta t = 6$ . The plots and the video show the distributions of the fraction of positive reads,  $k/s$ , and they were obtained by sampling over 48,000 simulations. The resulting distributions of methylation levels recapitulate the ones observed in the single-cell experiment ([Smallwood et al., 2014](#)) ([Figure 2D](#)). As sequencing is a static measurement, it cannot be ruled out, however, that similar distributions can result from different mechanisms. This potential ambiguity necessitates the development of dynamic measurements of DNA methylation, as implemented in the 2i release experiment.

### Structural Stability

DNA methylation turnover is a conservative process, i.e. if the cell is not in S-phase, the number of cytosines in any form remains constant over time. In conservative systems, periodic solutions are structurally unstable, such that small alterations of the dynamic rules give rise to qualitatively different dynamics. In particular, conservative systems do not give rise to limit cycle behavior. One might therefore argue that the limit cycle behavior predicted with the model might not reflect the true dynamics of methylation turnover.

Indeed, by restricting the model on the C and 5mC states, the overall numbers of cytosines is not explicitly fixed. However, there are several reasons why limit cycles nevertheless can appropriately describe oscillations in DNA methylation:

1. As will be discussed below, DNA methylation turnover might be subject to global feedback by fluctuations in the concentrations of DNMT3A/B and TET1/2 enzymes. This positive feedback effectively stabilizes oscillations with respect to amplitude perturbations, thereby giving rise to stable periodic orbits.
2. Oscillations are also coupled locally by cooperative DNMT3A/B/L binding. It has been shown that local coupling can give rise to limit cycles in cyclic conservative systems.
3. Additive noise can drive conservative oscillatory systems out of states, which would otherwise arrest the dynamics, thereby effectively stabilizing oscillations.

The limit cycle oscillations emerging from our simple model are structurally robust, i.e. changes to the model should not give rise to qualitatively different behavior. In the following several structural perturbations to our model will be qualitatively investigated showing that limit cycles still occur under these conditions.

First, the model predicts vanishing *de novo* methylation in the case of completely unmethylated DNA, i.e.  $v = 0$  is a fixed point of the dynamics. This fixed point is likely to be an artefact of the simplified modeling scheme. Adding a term proportional to  $u(\tau)$  to the conversion rate from C to 5mC describes effect of *de novo* methylation which is independent of pre-existing methylation patterns. The modified system of delay differential equations reads

$$\begin{aligned}\dot{u}(\tau) &= v(\tau - \Delta\tau) - u(\tau)[v(\tau) + \epsilon], \\ \dot{v}(\tau) &= u(\tau)[v(\tau) + \epsilon] - v(\tau).\end{aligned}$$

The dimensionless parameter  $\epsilon$  denotes the relative strength of linear *de novo* methylation as compared to autocatalytic *de novo* methylation. Figure S3E shows that the transition to limit cycle behavior remains qualitatively the same, although the threshold increases with increasing values of  $\epsilon$ .

Second, stronger nonlinearities were taken into account. Such nonlinearities arise, for example, due to DNA binding and unbinding kinetics of enzymes and are enhanced by the cooperative action of enzymes. In the case of DNA methylation turnover, strong nonlinearities due to the cooperative action of DNMT3A/B/L and the large number of processes involved in demethylation can indeed be expected. Therefore, systems of the following form were investigated:

$$\begin{aligned}\dot{u} &= \frac{v(\tau - \Delta\tau)^n}{A^n + v(\tau - \Delta\tau)^n} - \frac{[u(\tau)v(\tau)]^m}{B^m + [u(\tau)v(\tau)]^m}, \\ \dot{v} &= \frac{[u(\tau)v(\tau)]^m}{B^m + [u(\tau)v(\tau)]^m} - \frac{v(\tau)^n}{A^n + v(\tau)^n}.\end{aligned}$$

$A$  and  $B$  are dimensionless quantities corresponding to threshold concentrations and the Hill coefficients  $m$  and  $n$  determine the strength of the nonlinearity of the conversion process. For example, they can be thought of the number of polymerisation processes enzymes undergo before catalysing a reaction. Depending on the parameters defining these nonlinearities, the conditions for robust oscillation may be significantly enhanced, as shown in Figure S3F, or diminished.

### Emergence of Global Coherence in DNA Methylation Oscillations

The experimental observation of genome-wide coherence in DNA methylation (Figure 1C) implies the emergence of collective degrees of freedom. The following calculations show how, despite the complexities affecting DNA methylation on the local level, collective behavior can arise through coupling of local DNA methylation dynamics.

A single CpG can be in one of  $n$  different chemical states, such as an unmodified cytosine, bound to DNMT3A/B enzyme, a methylated cytosine, and a number of states involved in the removal of the methylation mark. As the biochemistry of DNA methylation is cyclic a phase representation for the chemical state of a CpG was chosen, where the discrete phase variable  $\phi$  can take one out of  $n$  different values from the interval  $[0, 2\pi)$ . Following the biochemistry of DNA methylation turnover, the phase is advanced by increments of  $2\pi/n$  with a rate  $\omega$ , which for simplicity we take to be constant throughout the cycle. If the biochemical steps of the DNA methylation cycle are statistically independent of each other, the time evolution of the probability of finding the CpG in state  $\phi$  follows a Master equation of the form

$$\partial_t \mathcal{P}(\phi, t) = \frac{n\omega}{2\pi} [\mathcal{P}(\phi - 1, t) - \mathcal{P}(\phi, t)].$$

The solution for delta-distributed initial conditions is simply a Poisson distribution with mean and variance  $\omega tn/(2\pi)$ . In the presence of both DNMT3s and TETs, a single cytosine is therefore, trivially, a stochastic oscillator.

However, an independent set of such stochastic oscillators, even if initiated in phase, would quickly desynchronise and cannot explain the coherent nature of DNA methylation oscillations. Single-cell bisulfite sequencing experiments in serum conditions and *in vivo* suggest that DNA methylation dynamics is correlated on the genome scale (Figures 1 and 5). To understand the emergence of coherent dynamics it is important to note that the stochastic dynamics of CpGs is weakly coupled, both globally and locally. One mechanism of positive feedback arises from DNMT3A/B binding to the DNA. It has been shown that DNMT3A/B have increased binding affinity to highly methylated DNA. In somatic cells, unbound DNMT3A/B is selectively degraded by the proteosomal pathway,

such that high levels of DNA methylation effectively lead to increased concentrations of DNMT3A/B in the nucleus, while globally hypomethylated DNA reduces DNMT3A/B levels. It is likely that unbound DNMT3A/B is also selectively degraded in the much more dynamic ESCs. The global positive feedback by DNMT3A/B enzyme concentrations provides a potential mechanism for synchronising oscillations in DNA methylation. Mathematically, this feedback was taken to affect local DNA methylation with a locus specific strength  $\sigma_i$ . Reversely, the effect of local DNA methylation on the global concentration of DNMT3A/B is denoted by  $\kappa_i$ .

Further, DNMT3A/B/L molecules may form heteromers and simultaneously methylate multiple cytosines on the DNA. Beyond that, *in vitro* studies suggest that DNMT3A/B/L can polymerise on the DNA such that these interactions might even affect CpGs in low-density regions (Emperle et al., 2014). To investigate the extent to which the combination of these couplings may lead to oscillatory dynamics on the genome scale the stochastic local dynamics was combined with mathematical representations of both short-range and global interactions. To model these short-range interactions, an interaction kernel  $I(|r_i - r_j|)$  was defined giving the strength of coupling between CpGs at positions  $r_i$  and  $r_j$ . We assume these interactions to be local, i.e.  $I(|r_i - r_j|)$  decays much on a much shorter scale than the size of the genome. In other words, it is assumed that CpG rich regions such as CpG islands are localised. This allows the definition of a normalized kernel  $K_{ij} = \lambda^{-1} I(|r_i - r_j|)$  with  $\lambda = \sum_{ij} I(|r_i - r_j|)$ .

Taken together, the time evolution of the distribution  $\mathcal{P}(\{\phi_i\}, t)$  for a given configuration  $\{\phi_i\}$  and time  $t$  is governed by Master equations of the form

$$\partial_t \mathcal{P}(\{\phi_i\}, t) = \sum_i \frac{n_i}{2\pi} \left[ \hat{\omega}_i + \lambda \sum_j K_{ij} \hat{\Lambda}_{ij}(\phi_j - \phi_i) + \kappa_i \sum_{j \neq i} \sigma_j \hat{\Lambda}_{ij}(\phi_j - \phi_i) \right] \mathcal{P}(\phi_i, t),$$

with  $\hat{\omega}_i = |\omega_i|(\hat{\phi}_i^{-\text{sign } \omega_i})$  and shifting operators defined as

$$\hat{\phi}_i^{\pm} \mathcal{P}(\phi_1, \dots, \phi_i, \dots, \phi_N) = \mathcal{P}(\phi_1, \dots, \phi_i \pm 1, \dots, \phi_N, t).$$

The local and global coupling functions take the form

$$\hat{\Lambda}_{ij}(\phi) = \frac{1 + \sin(\varepsilon[\phi + 1])}{2} \hat{\phi}^- + \frac{1 - \sin(\varepsilon[\phi - 1])}{2} \hat{\phi}^+ - 1.$$

Therefore, although the stochastic dynamics of single CpGs was initially assumed to be unidirectional, the coupling between sites induced biased diffusive dynamics. Therefore, the simplifying assumption of strict local unidirectionality does not restrict the generality of our results for the global phase dynamics as derived below. A simpler version of these equations has been studied previously in (Jörg, 2017).

To infer the collective dynamics of the stochastic phase variables we now successively coarse grain the Master equations. Specifically, at each renormalisation step, we phase average two neighbouring CpGs or blocks of CpGs with the strongest mutual coupling,  $K_{i,j+1}$ , and obtain a new phase variable of the form

$$\tilde{\phi}_i = \frac{n_i \phi_i + n_{i+1} \phi_{i+1}}{n_i + n_{i+1}},$$

with  $n_i$  being the number of CpGs in block  $i$ . We then renormalise the couplings and frequencies in order to bring the equations back into the original form. The renormalisation procedure is depicted in Figure S3G. Renormalising the dynamics in this way is typically referred to as *strong disorder renormalisation*. The implicit assumption we make in this procedure is that at high CpG densities, the effect of local coupling on the phase dynamics is stronger than the effect of global coupling and the intrinsic stochastic dynamics of CpGs. Upon renormalization, the different terms in the Master equation behave in the following ways:

The number of states in a coarse-grained phase variable increases exponentially as  $\tilde{n}_i = n_i n_{i+1} - l/2$ , where  $l$  is the number of elements in the intersection between the states  $\phi_i$  and  $\phi_{i+1}$ . Upon renormalization, the phase variable quickly becomes continuous.

The new stochastic, coarse-grained phase variable  $\tilde{\phi}_i$  has an effective frequency of

$$\tilde{\omega}_i = \frac{n_i \omega_i + n_{i+1} \omega_{i+1}}{n_i + n_{i+1}}.$$

After each coarse graining, the largest element of  $K_{ij}$  is removed. We renormalise  $K$  and obtain a new coupling constant

$$\tilde{\lambda} = \frac{\lambda}{n_i + n_{i+1}},$$

such that, for the local interactions, the Master equations read

$$\partial_t \mathcal{P}(\{\tilde{\phi}_i\}, t) = \sum_i \frac{\tilde{n}_i}{2\pi} \left[ \hat{\omega}_i + \tilde{\lambda} \sum_j K_{ij} \hat{\Lambda}(\tilde{\phi}_j - \tilde{\phi}_i + \delta) + \dots \right] \mathcal{P}(\{\tilde{\phi}_i\}, t),$$

where  $\delta$  is to highest order a constant contribution stemming from the frequency differences between neighboring blocks of oscillators. This time-independent phase shift can be absorbed into the definition of the block phase  $\tilde{\phi}_i$ .

The effect of coarse graining on the global interaction terms is two-fold: The effect of the mean field on a block of phase variables scales inversely with the number of CpGs in a block,  $\tilde{\kappa}_i = \kappa_i/n_i$ , while the influence on the mean field scales like  $\tilde{\sigma}_i = n_i\sigma_i$ . Taken together, the global coupling terms remain invariant under renormalisation,

$$\partial_t \mathcal{P}(\{\tilde{\phi}_i\}, t) = \sum_i \frac{\tilde{n}_i}{2\pi} \left[ \dots + \tilde{\kappa}_i \sum_{j \neq i} \tilde{\sigma}_j \hat{A}(\tilde{\phi}_j - \tilde{\phi}_i) \right] \mathcal{P}(\{\tilde{\phi}_i\}, t).$$

The equations were then successively coarse grained and renormalized until the microscopic length scale defined by the minimal distance between neighboring blocks is much larger than the local interaction range, such that  $\tilde{\lambda} \leq \tilde{\omega}_i, \tilde{\kappa}_i$ . Then, the local coupling terms become irrelevant compared to the global coupling, and the dynamics on large scales is effectively described by

$$\partial_t \mathcal{P}(\{\tilde{\phi}_i\}, t) = \sum_i \frac{\tilde{n}_i}{2\pi} \left\{ \hat{\omega}_i + \sum_{j \neq i} \tilde{\kappa}_j \hat{A}(\tilde{\phi}_j - \tilde{\phi}_i) \right\} \mathcal{P}(\{\tilde{\phi}_i\}, t).$$

A linear noise approximation was then employed by formally writing

$$\frac{2\pi}{n_i} \tilde{\phi}_i(t) = \Theta_i(t) + \sqrt{2\pi/\tilde{n}_i} \xi_i(t) + \mathcal{O}(\tilde{n}_i^{-1}),$$

with the deterministic part following

$$\partial_t \Theta_i = \tilde{\omega}_i + \tilde{\kappa}_i \sum_j \tilde{\sigma}_j \sin(\Theta_j - \Theta_i)$$

and fluctuations described by

$$\frac{d}{dt} \xi_i = \sum_j \tilde{\kappa}_j \cos(\Theta_j - \Theta_i) (\xi_j - \xi_i) + \sqrt{|\tilde{\omega}_i| + \sum_j \kappa_j} \eta_i(t),$$

where  $\eta_i(t)$  is Gaussian white noise with  $\langle \eta_i(t) \rangle = 0$  and  $\langle \eta_i(t) \eta_j(t') \rangle = \delta_{ij} \delta(t - t')$ . By successively merging neighboring CpGs, the typical number of states,  $\tilde{n}_i$ , grows exponentially. Taking the continuum limit,  $\tilde{n}_i \rightarrow \infty$ , the discrete phase is well-approximated by  $\tilde{\phi}_i(t) \rightarrow \Theta_i(t)$ . Therefore, on large scales, the dynamics is effectively described by equations of the form

$$\partial_t \Theta_i = \tilde{\omega}_i + \tilde{\kappa}_i \sum_j \tilde{\sigma}_j \sin(\Theta_j - \Theta_i).$$

This is the heterogeneous Kuramoto model, which has been studied in the literature (Paissan and Zanette, 2008). The main results are briefly recapitulated and discussed here in the context of collective DNA methylation oscillations. In the spirit of Kuramoto's original theory these equations can be reformulated in terms of a global phase  $\Phi(t)$  and amplitude  $r(t)$  defined as the modulus and amplitude of the complex number  $z(t) \equiv r(t) \exp[i\Psi(t)] = N^{-1} \sum_i \sigma_i \exp[i\phi_i(t)]$ , respectively,

$$\partial_t \phi_i = \tilde{\omega}_i + \tilde{\kappa}_i r \sin(\Phi - \phi_i).$$

The condition for synchronisation, and the global amplitude  $r(t)$ , can then be obtained by self-consistency. It is found that the probability of asymptotically synchronised oscillators is proportional to the coupling to the global field,

$$p_s(\tilde{\omega}, \tilde{\kappa}, \tilde{\sigma}) = \tilde{\kappa} r G(\tilde{\omega}, \tilde{\kappa}, \tilde{\sigma}) \cos \tilde{\omega},$$

where  $\tilde{\omega}$  is the phase shift between the local oscillator and the global phase and  $G(\tilde{\omega}, \tilde{\kappa}, \tilde{\sigma})$  is the probability distribution of oscillators with frequency  $\tilde{\omega}$  and coupling  $\tilde{\kappa}$  and  $\tilde{\sigma}$ . Global synchronisation occurs if

$$\int_0^\infty \tilde{\kappa} \int_0^\infty \tilde{\sigma} G(\tilde{\omega}_0, \tilde{\kappa}, \tilde{\sigma}) d\tilde{\kappa} d\tilde{\sigma} \geq \frac{2}{\pi},$$

with the most abundant frequency denoted by  $\tilde{\omega}_0$ . More specifically, if the contribution to the mean field and its effect on the local oscillator are correlated through a relation  $\tilde{\sigma} = \tilde{\sigma}(\tilde{\kappa})$  and the intrinsic frequencies are statistically independent of the coupling, then  $G(\tilde{\omega}, \tilde{\kappa}, \tilde{\sigma}) = g(\tilde{\omega}) h(\tilde{\kappa}) f(\tilde{\sigma})$  and the condition for global synchronisation reduces to

$$\int_0^\infty \tilde{\kappa} h(\tilde{\kappa}) \tilde{\sigma}(\tilde{\kappa}) d\tilde{\kappa} \geq \frac{2}{\pi g(\tilde{\omega}_0)},$$

In the case of DNA methylation turnover, the coupling to the mean field and the contribution of each oscillator to it are both mediated through DNMT3A/B binding, such that  $\tilde{\kappa}$  and  $\tilde{\sigma}$  are proportional,  $\tilde{\sigma}(\tilde{\kappa}) = a\tilde{\kappa}$ . Therefore, globally synchronised oscillations occur if

$$\int_0^\infty \tilde{\kappa}^2 h(\tilde{\kappa}) d\tilde{\kappa} = \langle (\tilde{\kappa} - \langle \tilde{\kappa} \rangle)^2 \rangle + \langle \tilde{\kappa} \rangle^2 \geq \frac{2}{\pi a g(\tilde{\omega}_0)}.$$

Interestingly, global synchronisation of DNA methylation oscillations is not only promoted by the average global coupling, but also by the variance thereof. The denominator,  $g(\tilde{\omega}_0)$ , suggests that the value of the critical coupling strength is determined by the number of oscillators with intrinsic frequencies close to the typical frequency,  $\tilde{\omega}_0$ . In the special case of a set of homogeneous oscillators this implies asymptotic coherence for any distribution of  $\tilde{\kappa}$ .

In the special case of homogeneous coupling,  $h(\tilde{\kappa}) = \delta(\tilde{\kappa} - \tilde{\kappa}_0)$ , the synchronisation condition reads

$$\tilde{\kappa}_0 \geq \frac{2}{\pi g(\tilde{\omega}_0)}.$$

In this case, it can be shown that the asymptotic degree of synchronisation increases according to a scaling law with the square root of the distance to the critical coupling  $\tilde{\kappa}_c = 2/[\pi g(\tilde{\omega}_0)]$ ,

$$r \approx \sqrt{\frac{16}{\pi \tilde{\kappa}_c^3}} \sqrt{\frac{\mu}{-g''(\tilde{\omega}_0)}},$$

with  $\mu = (\tilde{\kappa}_0 - \tilde{\kappa}_c)/\tilde{\kappa}_c$  and  $g''(\tilde{\omega}_0)$  denotes the second derivative of the distribution of intrinsic frequencies at the position of the characteristic frequency  $\tilde{\omega}_0$ . For example, if  $\tilde{\omega}$  is normally distributed,  $g''(\tilde{\omega}_0)$  is proportional to the negative standard deviation. Taken together, solutions corresponding to global synchronisation go from unstable below  $\tilde{\kappa}_c$  to stable above  $\tilde{\kappa}_c$ .

In DNA methylation turnover, a large number of oscillators have identical intrinsic frequencies, such that  $g(\tilde{\omega}_0) \gg 1$  and  $g''(\tilde{\omega}_0) \ll 1$ . In this case the synchronised state is stable even for vanishing coupling ( $\tilde{\kappa}$ ) and perturbations lead to an exponentially fast relaxation back into the synchronised state. Hence, synchronisation occurs on a time scale proportional to  $1/\tilde{\kappa}_0$  and preferential DNMT3A/B binding provides a potential mechanism stabilising synchronised oscillations in DNA methylation. It is unlikely that non-constant conversion rates qualitatively alter these results as synchronisation phenomena have been shown to be robust against heterogeneity in phase transition rates (Kuramoto, 1991).

This analysis shows how coherent oscillations can emerge despite the heterogeneity on the local scale. Starting from the microscopic dynamics we have derived qualitatively the same genome-scale behavior as with our phenomenological model. Although the analysis focussed on DNMT3A/B as the main driver leading to genome wide synchronisation, likely, there are many more sources driving synchronisation. For example, cell cycle periodically and homogeneously converts 5caC, 5fC and potentially other states to unmodified cytosines. This can effectively be understood as a periodic driving force giving rise to synchronised oscillations. Further, parallel scM&T-seq recently revealed that expression levels of *Tet1/2* genes are anti-correlated to methylation levels of several genomic elements in their vicinity (Angermueller et al., 2016). In particular, this holds true for a non-CGI promoter of the *Tet1* gene that is differentially methylated between cells. High methylation levels in these elements may therefore result in low *Tet* expression and a globally decreased rate of demethylation. Similarly, low methylation levels give rise to high *Tet* expression and subsequently increased demethylation. Methylation of the *Tet1* promoter and other elements in the vicinity of *Tet1/2* genes therefore effectively yields positive global feedback on DNA methylation. Elements whose methylation status influences the expression of *Tet1/2* play a special role in this scenario: they act as “pacemakers” which mediate the coupling of all other oscillators. These elements can therefore be thought of as a periodic force acting on CpGs in potentially distal parts of the genome. In fact, in a fluctuating environment such as a cell, oscillators are subject to many random stimuli. It has been theoretically shown that if these sources of noise affect all oscillators, the emergence of coherent dynamics is facilitated.

### DNA Methylation Oscillations In Vivo

The observation of DNA methylation oscillations in the highly transient situation of the 2i release experiment suggests that these oscillations might also occur during the *de novo* methylation process *in vivo*, which has been shown to parallel the transcriptional and epigenetic dynamics of the *in vitro* experiment. During the exit from pluripotency (E4.5 to E6.5 in mouse) the global level of DNA methylation, averaged over cells levels, rises monotonically in time (Figure 6A). To investigate whether this process has an oscillatory component parallel bisulphite and RNA sequencing in single cells was performed at several time points during these stages in development (E4.5, E5.5, and E6.5). Different lineages were found in our dataset at E4.5 and E6.5, and the sample size does not allow to define an ensemble of statistically equivalent cells from the ensuing subpopulations, subsequent analysis was restricted to cells taken at E5.5. The analysis of sequencing data is complicated by the fact that sequencing only provides static information, which makes unveiling dynamic processes like methylation oscillations potentially challenging. Before aiming to reconstruct the temporal dimension in the methylation data the first step in the analysis was to ask whether statistical patterns can be extracted that allow to distinguish between different hypotheses explaining methylation heterogeneity.

How the deposited data were processed for this re-analysis (not part of the article)

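Reads on genes were analysed for 264 single cells of mouse embryos at E4.5, E5.5 and E6.5, for which the authors deposited counts without normalization. The bisulfite sequencing of the same cells, and the experiments on cultured cells, are not analysed here. The paper's text does not name the annotation on which the embryo reads were counted. Gene symbols were matched to the Ensembl identifiers through a table of GENCODE gene names, which held 21907 of the 22084 identifiers. No coordinates are given. In 4148 genes no cell held a read.

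The condition and the embryo of each cell were taken from the labels. The labels name 5 embryos at E4.5, where the paper gives 4. Prefixes in the labels split the E4.5 embryos into a set of 2 and a set of 3, and each other stage has its own prefix, so a batch that follows the prefix cannot be separated from the stage. Cells with at least 50000 reads and 2000 detected genes were kept, 217 of 264. The median depth of these cells ranged from 398206 reads in E4.5 embryo 1 to 1511811 reads in the E5.5 embryo. Reads carry no molecular identifiers. Exact (Clopper-Pearson) binomial intervals at 95% and limits of 3 counts are on numbers of cells. They cover counting error only, since cells of 1 embryo are not independent. Doublets were not called.

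From the deposited counts, CPM (counts scaled by the reads of a cell) and log2(CPM + 1) were computed. For comparisons between stages, counts were summed over the kept cells of each embryo and tested with edgeR 4.0.16 (quasi-likelihood, TMM normalization, its default filter on low counts by stage, Benjamini-Hochberg adjustment, threshold 0.05). All 8 embryos were in 1 fit, in which the lone E5.5 embryo is assumed to vary like the others. No p-value was computed with cells as replicates. The procedure was tested on simulated counts for the same embryos, with 200 genes changed 4-fold. For E6.5 against E4.5, with 14722 genes, edgeR recovered 26.5% of the changed genes and made 11 false calls. For E5.5 against E4.5, with 14692 genes, it recovered 8.00% and made 3 false calls. For E6.5 against E5.5, with the same 14692 genes and the change at E5.5, it recovered 2.00% and made 5 false calls. These were 11 of 64 calls, 3 of 19 and 5 of 9, above the share of 0.05 that the threshold sets, so the counts of genes called by edgeR may also hold more false calls than that, most of all between E6.5 and E5.5. DESeq2 1.42.0 recovered 36.5%, 23.0% and 11.5% in these comparisons, more than edgeR, and made 106, 233 and 162 false calls, so its larger counts on the data may hold many false calls. limma 3.58.1 on CPM of the simulated counts per embryo recovered 0.50%, 1.00% and 0.50% in the same order, over 15358 genes. On the data limma was run on CPM averaged over the cells of an embryo, which was not simulated. Its counts on the data therefore have no backing from the simulation.

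Pearson correlations across cells were computed for the 28 pairs of 8 genes within each stage. Their error is the SD of r across embryos at E4.5 and E6.5, and at E5.5 the bootstrap standard error over cells from 1000 draws. The score of Dnmt and Tet genes follows the paper's methods.

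Clusters were found within each stage with Leiden clustering (scanpy 1.11.5, 2000 most variable genes, 20 principal components, 15 neighbours, resolution 0.5). Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l, Tet1, Tet2, Tet3, Tdg, Uhrf1, Nanog, Sox2 and Zfp42 were left out of the genes used. A cluster was named for the list of markers with the most genes raised by at least 1 on the log2 scale over the other cells of the stage and read in at least 50% of its cells, if at least 3 were raised. This naming rule was written after clusters had been seen. The seed of the clustering was not set beforehand. The default, 0, was used first, and seed 1 was seen to give another partition at each stage, so the clustering was repeated with 20 seeds, and seed 0 was kept. The marker lists hold 9 epiblast, 13 endoderm, 8 trophectoderm and 8 mesoderm genes. No cluster was named for the trophectoderm list.

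Sex was read from Ddx3y, Eif2s3y, Kdm5d and Uty, and Xist is not analysed here. The genes named are the 12 left out of clustering, and for each comparison the 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 10 CPM at a stage and no overlap between embryos. Alternatives set before the data were examined were other cell filters, tests, normalizations, pseudocounts, definitions of the score, clustering resolutions, thinning of reads for the Y-linked genes, epiblast-like cells alone, the embryo number as a block, and each embryo left out. The clustering seeds, thinned reads for the score and the E5.5 correlations without the 8 cells at multiples of 12 were added after the data had been seen. The software also included pandas, numpy, scipy and scran 1.30.0.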

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

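Thinning to 50000 reads was set before the data were examined. The other tests of Y-linked reads, and what each test would show, were written after the reads per cell had been seen.

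Y-linked genes, which the paper does not discuss, were read in many cells of E4.5 embryos 4 and 5. All 24 kept cells of embryo 4 held such reads, 175.7 CPM over all its cells. In embryo 5, 6 of 18 cells held at least 10 such reads, between 25 and 465 per cell, 2 cells held 1 read and 10 held none. In E4.5 embryos 1, 2 and 3 together, 1 cell held Y-linked reads. At the other stages 2 of 59 cells did in the E5.5 embryo, with at most 12 reads, 3 of 36 in E6.5 embryo 1, with at most 11, and 0 of 47 in E6.5 embryo 2, so a few reads occur in cells of embryos that mostly lack them. The embryo 5 cells without a read had a median depth of 1212700.5 reads. Low depth in these cells is argued against, since 87.5% of the embryo 4 cells kept a Y-linked read when thinned to 50000 reads, against 33.3% of the embryo 5 cells. Reads carried over from libraries of embryo 4 remain open. The embryo 5 cells with at least 10 such reads had a median of 68.4 CPM, 47.1% of embryo 4's median of 145.3 CPM, which is neither a small part of it nor near it. Cells of more than 1 embryo under the label of embryo 5 may also explain the mixture, and 10 cells without a Y-linked read cannot be told apart from cells that lost the chromosome or its transcripts, since the counts of 4 genes do not separate these. All 6 cells with at least 10 reads were endoderm-like. The sex of the embryos was not recorded according to the paper, and no biological explanation was tested.

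At E4.5, the mean log2(CPM + 1) of Dnmt3b in embryo 5 was 7.58, far from the other 4 embryos, of which the next was at 8.27. Among the 23 sets of 5 embryos tested in this way about 1.15 would be expected to be as far by chance, and this was the only one. In embryo 5, 16 of 18 cells held a read of Dnmt3b, and in the other embryos every kept cell did. In reads summed over cells, embryo 5 was the lowest but not far from the next. It was at 350.5 CPM, against 360.7 CPM in embryo 3 and up to 542.6 CPM in embryo 1. Mean CPM over cells was 369.7 in embryo 5 and 373.7 in embryo 3, so the distance holds on the log2 scale only. No explanation was tested.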

How the results depend on the processing

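The seeds of the clustering, thinned reads for the score and the E5.5 correlations without 8 cells were chosen after seeing the data. The other alternatives were set before the data were examined. The cause of a change was not tested unless given here.

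The numbers of genes called depended on the processing. In the order higher and lower at E5.5 than at E4.5, higher and lower at E6.5 than at E4.5, and higher and lower at E6.5 than at E5.5, edgeR called 141, 131, 607, 401, 15 and 44. With epiblast-like cells only, which leaves fewer cells, the counts that moved were 17, 46, 112, 235 and 27, the last for lower at E6.5 than at E5.5. With DESeq2 they were 295, 956, 1027 (lower at E6.5 than at E4.5), 319 and 142. With no filter on low counts they were 422, 326, 1043, 649, 109 and 110. With equal weight per cell and limma they were 451, 312, 944 (higher at E6.5 than at E4.5), 51 and 110. With only 2 stages in the fit, 76 genes were higher at E5.5 than at E4.5, and by edgeR 0 were higher and 0 lower at E6.5 than at E5.5, where 1917 genes had an unadjusted p under 0.05 and 3 embryos leave 1 residual degree of freedom. In the fit of all 8 embryos, DESeq2 called 319 and 142 between E6.5 and E5.5. Under the stricter cell filter, 30 genes were higher at E6.5 than at E5.5. The remaining alternatives stayed within 1.5 times these counts, apart from an embryo left out and the embryo number as a block, which are given next.

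With each embryo left out in turn, the counts ranged from 96 to 176, 101 to 144, 213 to 582, 150 to 402, 16 to 22 and 18 to 48 in the same order, and the lone sample left in a stage is assumed to vary like the other groups. Without E6.5 embryo 1, 248 genes were higher and 183 lower at E6.5 than at E4.5, and 23 lower at E6.5 than at E5.5. Without E6.5 embryo 2 these counts were 213, 150 and 18. The E5.5 embryo could be left out of the comparison of E6.5 with E4.5 only.

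With the embryo number as a replicate block, 377 genes were higher and 404 lower at E6.5 than at E4.5. The embryos share only a number, since they are different embryos at different ages. The deviations of same-numbered embryos from their stage had correlations of -0.0440 and 0.0496 across genes, so the block pairs nothing.

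Among the genes named, the direction changed for those with small values. From E4.5 to E5.5, Tet3 (-0.18) was at 0.31 under the stricter cell filter, 1.11 in epiblast-like cells only, 0.31 with limma, and between -0.45 and 0.93 with embryos left out, the highest without E4.5 embryo 5, and Dnmt1 (-0.15) was at 0.017 under the stricter cell filter. From E4.5 to E6.5, Nanog (0.45) was at -0.48 and Uhrf1 (0.38) at -0.62 in epiblast-like cells only, and with embryos left out, Dnmt3a (-0.21) ranged from -0.71 without E6.5 embryo 1 to 0.15 without E6.5 embryo 2 and Uhrf1 from -0.36 without E6.5 embryo 2 to 0.87 without E6.5 embryo 1. From E5.5 to E6.5, Tet2 (0.04) was at -0.35 under the stricter cell filter, -0.0035 with 2 stages in the fit and between -0.52 without E6.5 embryo 2 and 0.46 without E6.5 embryo 1, and Uhrf1 (0.79) was at -0.19 in epiblast-like cells only. None of these was past the threshold in the comparison with all embryos.

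The median absolute correlation of 28 pairs was 0.391 at E4.5 and 0.447 at E6.5 with no cell filter, against 0.195 and 0.228, and 0.189 at E5.5 with dropouts removed, against 0.119. With embryos left out it ranged from 0.155 to 0.210 at E4.5 and from 0.177 to 0.309 at E6.5. Of the 24 correlations of 8 named pairs, 11 changed sign under at least 1 alternative set before the data were examined. Where the correlation was larger in size than its SD across embryos, the sign changed for Nanog with Sox2 at E4.5 (-0.0698 in epiblast-like cells only), for Nanog with Sox2 at E6.5 (-0.0463 with dropouts removed and -0.381 in epiblast-like cells only) and for Tet1 with Zfp42 at E6.5 (-0.0325 with dropouts removed, -0.00830 with Spearman's coefficient and -0.153 in epiblast-like cells only). The others were within their error, among them Tet1 with Zfp42 at E4.5 (0.198, and -0.165 under the stricter cell filter, -0.111 with dropouts removed, -0.0432 with Spearman's coefficient and -0.179 in epiblast-like cells only), Dnmt3a with Tet1 at E4.5 (-0.201, and 0.565 with no cell filter), Nanog with Sox2 at E5.5 (0.113, and -0.166 with dropouts removed) and Dnmt3a with Dnmt3b at E6.5 (0.492, and -0.0331 without E6.5 embryo 2). With 1 of the 2 embryos of E6.5 left out, Tet1 with Zfp42 at E6.5 rose from 0.132 to 0.311 without embryo 1 and 0.212 without embryo 2, so that the value over both embryos lies below that of each. With dropouts removed, 5 of the pairs at E5.5 had too few cells for a value.

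Without the 8 cells of E5.5 that hold endoderm markers, 5 of the 8 named pairs moved by more than their bootstrap standard error. Dnmt3a with Dnmt3b went from 0.815 to 0.408, Dnmt3a with Tet1 from 0.531 to 0.398, Dnmt3b with Tet1 from 0.455 to 0.297, Dnmt3a with Tet2 from -0.0628 to -0.203 and Dnmt3b with Tet2 from -0.0962 to 0.0678. The median absolute correlation of 28 pairs was 0.139, against 0.119.

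The score of Dnmt and Tet genes, 1.71 at E4.5, 2.63 at E5.5 and 2.45 at E6.5, moved under other definitions, which are on other scales. It was 2.29, 3.35 and 1.76 as a ratio of sums, 11.77, 14.72 and 8.76 as a difference of sums, and 3.21, 4.31 and 2.95 with zeros kept. In epiblast-like cells only it was 0.85, 2.16 and 2.12, and with each cell thinned to 50000 reads 1.36, 2.28 and 1.77. E5.5 had the highest mean under each of these, and the order of E4.5 and E6.5 was not kept. This rank rests on 1 embryo at E5.5, and single embryos of other stages lay above it under some definitions. In epiblast-like cells E6.5 embryo 1 was at 2.34, above 2.16. As a ratio of sums E4.5 embryo 4 was at 4.07, above 3.35. Under the rest E5.5 lay above each other embryo, in the first definition by 2.63 against 2.61. With embryos left out it ranged from 1.62 to 1.81 at E4.5 and from 2.28 to 2.61 at E6.5.

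For the shares of cells, the epiblast-like share of the E5.5 embryo was 100% at resolution 0.3, where all its cells formed 1 cluster, and its endoderm-like share was 11.9% at resolution 1.0, 10.0% with no cell filter and up to 11.9% over seeds 1 to 19, against 0%. In E6.5 embryos 1 and 2, the epiblast-like and endoderm-like shares were 0% at resolution 0.3 and also 0% with all stages clustered together, since these cells then fell in clusters without a name. The endoderm-like share of E6.5 embryo 1 was 59.5% with no cell filter, against 33.3%. Within the 95% interval of the share, but by a large factor, no cell filter also moved the endoderm-like share of E6.5 embryo 2 from 6.38% to 16.1%, the epiblast-like share of E4.5 embryo 5 from 22.2% to 9.09%, and both shares of E4.5 embryo 2 from 50.0% to 25.0%. Resolution 1.0 moved the epiblast-like share of E4.5 embryo 5 in the same way, from 22.2% to 11.1%. The mesoderm-like share of E6.5 embryo 2 was 41.1% with no cell filter and 48.9% under the other alternatives. The share of cells with a Y-linked read in E4.5 embryo 1 was 0% with reads thinned to 50000, against 6.67%. The same thinning moved this share from 8.33% to 2.78% in E6.5 embryo 1 and from 3.39% to 1.69% in the E5.5 embryo. With no cell filter it went from 0% to 6.25% in E4.5 embryo 2. Each of these shares stands for a few cells.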

Differences from the paper's values

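The error of a correlation was taken as its SD across embryos at E4.5 and E6.5, and at E5.5, with 1 embryo, as the bootstrap standard error over cells, with a floor of 0.05 for the rounding of the figure. These errors differ in kind, so the numbers of pairs that differ cannot be compared between stages. The floor does not cover error in reading the figure by eye. After rounding, the sign was opposite to the figure's in 7 of 28 pairs at E4.5, 2 at E5.5 and 16 at E6.5. The paper's methods weight correlations by coverage depth. The values here are unweighted, and no weighted alternative was run. The paper's text does not name the cells behind Fig. S6C. With dropouts removed, 5 pairs at E5.5 had too few cells for a value.

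At E4.5, 7 of the 28 correlations shown in Fig. S6C differed from those computed here by more than the error or in sign, and 21 did not. The paper's values are read by eye from Fig. S6C. Over the alternatives the number that differed ran from 2 under the stricter cell filter to 18 with no cell filter, and it was 10 in epiblast-like cells alone, so an alternative that closed some pairs could open others. Tet1 with Zfp42 was 0.198, and the paper's value is about -0.2 in Fig. S6C. Dnmt3b with Zfp42 was 0.178, and the paper's value is about -0.1 in Fig. S6C. Spearman's coefficient, dropouts removed, epiblast-like cells alone and the stricter cell filter closed the difference for these pairs, and the other alternatives set before the data were examined did not. Dnmt3b with Sox2 was 0.0739, and the paper's value is about -0.2 in Fig. S6C. Dropouts removed, epiblast-like cells alone, a pseudocount of 10, the stricter cell filter, E4.5 embryo 1 left out and E4.5 embryo 5 left out closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt3b with Tet1 was 0.186, and the paper's value is about -0.5 in Fig. S6C. Dnmt3b with Tet2 was 0.145, and the paper's value is about -0.3 in Fig. S6C. For these pairs the difference remained under each alternative set before the data were examined. Dnmt1 with Dnmt3b was 0.283, and the paper's value is about -0.2 in Fig. S6C. Dropouts removed, epiblast-like cells alone and the stricter cell filter closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt1 with Zfp42 was 0.170, and the paper's value is about -0.1 in Fig. S6C. Spearman's coefficient, dropouts removed and the stricter cell filter closed the difference for this pair, and the other alternatives set before the data were examined did not.

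At E5.5, 18 of the 28 correlations shown in Fig. S6C differed from those computed here by more than the error or in sign, and 10 did not. The paper's values are read by eye from Fig. S6C. It was 12 in epiblast-like cells alone, 14 under the stricter cell filter and 20 with no cell filter, and with dropouts removed 16 of the 23 pairs with a value differed. Tet1 with Tet2 was 0.0651, and the paper's value is about 0.3 in Fig. S6C. Spearman's coefficient and epiblast-like cells alone closed the difference for this pair, and the other alternatives set before the data were examined did not. Tet1 with Zfp42 was 0.0800, and the paper's value is about -0.1 in Fig. S6C. Dnmt1 with Dnmt3a was 0.479, and the paper's value is about 0.3 in Fig. S6C. Dropouts removed, epiblast-like cells alone and the stricter cell filter closed the difference for these pairs, and the other alternatives set before the data were examined did not. Nanog with Tet1 was 0.131, and the paper's value is about 0 in Fig. S6C. Spearman's coefficient, epiblast-like cells alone and no cell filter closed the difference for this pair, and the other alternatives set before the data were examined did not. Nanog with Tet2 was 0.0668, and the paper's value is about 0.3 in Fig. S6C. Dnmt3b with Sox2 was 0.271, and the paper's value is about 0 in Fig. S6C. Dnmt3b with Tet1 was 0.455, and the paper's value is about 0 in Fig. S6C. Dnmt3a with Nanog was 0.172, and the paper's value is about 0 in Fig. S6C. Dnmt3a with Sox2 was 0.308, and the paper's value is about 0.1 in Fig. S6C. Dnmt1 with Tet1 was 0.201, and the paper's value is about -0.2 in Fig. S6C. Epiblast-like cells alone closed the difference for these pairs, and the other alternatives set before the data were examined did not. Dnmt3b with Nanog was 0.0142, and the paper's value is about -0.3 in Fig. S6C. Dnmt3a with Dnmt3b was 0.815, and the paper's value is about 0.3 in Fig. S6C. Dnmt3a with Tet1 was 0.531, and the paper's value is about 0.1 in Fig. S6C. Dnmt3a with Tet2 was -0.0628, and the paper's value is about -0.4 in Fig. S6C. For these pairs the difference remained under each alternative set before the data were examined. For Dnmt3a with Dnmt3b, epiblast-like cells alone gave 0.100, which is below the figure's value. Under the stricter cell filter without the 8 cells that hold endoderm markers, chosen after seeing the data, it was 0.217. That lies within the error of 0.101 around the figure's value. Dnmt3b with Tet2 was -0.0962, and the paper's value is about -0.5 in Fig. S6C. The stricter cell filter closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt3b with Zfp42 was -0.0261, and the paper's value is about -0.3 in Fig. S6C. Dropouts removed closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt1 with Dnmt3b was 0.424, and the paper's value is about 0.2 in Fig. S6C. Dropouts removed and the stricter cell filter closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt1 with Nanog was 0.158, and the paper's value is about 0 in Fig. S6C. Spearman's coefficient and no cell filter closed the difference for this pair, and the other alternatives set before the data were examined did not.

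At E6.5, 23 of the 28 correlations shown in Fig. S6C differed from those computed here by more than the error or in sign, and 5 did not. The paper's values are read by eye from Fig. S6C. Between 21 and 25 differed under each alternative, so none brought the set near the figure. Tet2 with Zfp42 was -0.133, and the paper's value is about -0.7 in Fig. S6C. Tet1 with Zfp42 was 0.132, and the paper's value is about -0.7 in Fig. S6C. Sox2 with Tet1 was 0.511, and the paper's value is about -0.3 in Fig. S6C. Sox2 with Tet2 was 0.195, and the paper's value is about -0.1 in Fig. S6C. Sox2 with Zfp42 was 0.132, and the paper's value is about -0.3 in Fig. S6C. Nanog with Tet1 was 0.224, and the paper's value is about -0.4 in Fig. S6C. Nanog with Tet2 was 0.0168, and the paper's value is about -0.4 in Fig. S6C. Dnmt3b with Nanog was 0.579, and the paper's value is about 0.1 in Fig. S6C. Dnmt3b with Sox2 was 0.417, and the paper's value is about -0.3 in Fig. S6C. Dnmt3b with Tet1 was 0.487, and the paper's value is about 0.1 in Fig. S6C. Dnmt3b with Tet2 was 0.177, and the paper's value is about -0.7 in Fig. S6C. Dnmt3b with Zfp42 was -0.152, and the paper's value is about 0.4 in Fig. S6C. Dnmt3a with Sox2 was 0.298, and the paper's value is about -0.5 in Fig. S6C. Dnmt1 with Dnmt3a was 0.454, and the paper's value is about -0.3 in Fig. S6C. Dnmt1 with Tet1 was 0.294, and the paper's value is about -0.2 in Fig. S6C. Dnmt1 with Tet2 was 0.132, and the paper's value is about -0.4 in Fig. S6C. For these pairs the difference remained under each alternative set before the data were examined. Tet1 with Tet2 was 0.231, and the paper's value is about 0.6 in Fig. S6C. Nanog with Sox2 was 0.178, and the paper's value is about -0.2 in Fig. S6C. Dropouts removed closed the difference for these pairs, and the other alternatives set before the data were examined did not. Nanog with Zfp42 was -0.118, and the paper's value is about 0.5 in Fig. S6C. E6.5 embryo 2 left out closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt3a with Nanog was 0.338, and the paper's value is about 0.6 in Fig. S6C. No cell filter and E6.5 embryo 1 left out closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt3a with Tet2 was 0.160, and the paper's value is about 0.1 in Fig. S6C. Spearman's coefficient, epiblast-like cells alone, scran size factors, the stricter cell filter and E6.5 embryo 2 left out closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt1 with Nanog was 0.302, and the paper's value is about -0.1 in Fig. S6C. Dropouts removed and epiblast-like cells alone closed the difference for this pair, and the other alternatives set before the data were examined did not. Dnmt1 with Sox2 was 0.278, and the paper's value is about -0.1 in Fig. S6C. Epiblast-like cells alone closed the difference for this pair, and the other alternatives set before the data were examined did not.

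The paper gives 4 embryos at E4.5 and the labels name 5, a ratio that does not pass 1.5.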

Other observations

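The tests of cell numbers, of endoderm markers at E5.5, of depth at E6.5, of Dnmt3a with Dnmt3b without endoderm cells and of cells with both sets of markers were chosen after the results were seen. The tests of Nanog with Sox2, of Dnmt3a with Dnmt3b under the stricter cell filter and of the comparison of E4.5 with E5.5 were written before their values were seen, but after summaries over the 28 pairs under the stricter cell filter and in cells with more epiblast than endoderm expression had been seen.

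Mesoderm-like cells at E6.5 were found in embryo 2 and not in embryo 1. Lower depth of the embryo 1 cells is argued against, since their median reads per cell were 1.68 times those of embryo 2. In embryo 2 the class followed the number of the cell in its label. With numbers counted in runs of 12, 23 of the 24 kept cells at places 10 to 12 were mesoderm-like, or 95.8%, and 0 of the 23 at other places were. The 8 cells at place 9 held between 32 and 129 reads each. Cells of embryo 2 picked or processed as separate sets are a candidate explanation for this order. Whether such sets would differ by embryo, by region of the embryo or by handling was not tested, and a difference in developmental progress between the embryos also stays open.

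At E5.5, the 8 cells with at least 10 CPM of each of Amn, Apoa1, Cubn and Dab2 were the 8 kept cells whose numbers are multiples of 12. Mean Apoa1 was 6878 CPM in these cells and 1.87 CPM in the other 51. RNA from other cells in the wells of epiblast cells is argued against, since the median Pou5f1 in the 8 cells was 0% of that in the other cells, 0 against 1822 CPM. These cells may be endoderm cells collected with the epiblast. The 4 genes belong to the endoderm list written before the data were examined, but the cells were singled out after their values were seen.

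At E4.5, the correlation of Nanog with Sox2 may rest on 2 lineages pooled in 1 correlation, since r was 0.727 over all kept cells and -0.0698 within epiblast-like cells, a fall larger than the SD of 0.150 across embryos. At E5.5, the correlation of Dnmt3a with Dnmt3b was 0.815, with a bootstrap standard error of 0.101. Cells with few detected genes may add to it, since it fell to 0.527 under the stricter cell filter. Endoderm cells pooled with epiblast cells may also add to it, since it fell to 0.408 without the 8 cells that hold endoderm markers. The stricter filter keeps 4 of these 8 cells, and with both applied r was 0.217 over 37 cells, so both may contribute. It was 0.100 within the 34 epiblast-like cells and 0.831 within the other 25, which include the 8. The 34 cells also held more detected genes, with a median of 6034 against 3556, so these last values do not separate lineage from the number of genes.

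At resolution 1.0, 5 cells of E4.5, from 4 embryos, formed a cluster with both epiblast and endoderm markers raised. They held a median of 8098 detected genes, 1136.5 more than the other cells of the stage. Having 2 cells in 1 well may explain this, and a cell that expresses both sets cannot be told apart from it with so few cells.

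Between stages, edgeR called 141 genes higher and 131 lower at E5.5 than at E4.5, 607 higher and 401 lower at E6.5 than at E4.5, and 15 higher and 44 lower at E6.5 than at E5.5. The lone E5.5 embryo is assumed to vary like the others, so the counts that involve E5.5 rest on this assumption and are not evidence from replicates. In the simulation, 5 of 9 calls between E6.5 and E5.5 were false, so the 15 and 44 genes are not taken as reliable, and 3 of 19 and 11 of 64 were false in the comparisons of E5.5 and E6.5 with E4.5. Of the 272 genes called between E5.5 and E4.5, 12.1% were called in the same direction in epiblast-like cells alone, while 97.0% of the 271 genes tested there kept their direction. The first value was set beforehand as the sign of another share of endoderm-like cells, but fewer cells also lower the number of calls, a reason written after these numbers had been seen, and the sums share cells, so that explanation may hold for part of the genes and cannot be told apart from lower power. In the E5.5 embryo, Dnmt3b was at 1472 CPM and Tet2 at 1.41 CPM in reads summed over cells, against 351 to 543 CPM and 34.3 to 78.5 CPM in the embryos of E4.5. The fitted log2 fold changes were 1.98 for Dnmt3b, -5.03 for Tet2, 0.44 for Dnmt3a and -0.40 for Tet1. With 1 embryo at E5.5 their error would come from the other stages alone, so none is given, and a batch that follows the label prefix cannot be separated from the stage. In epiblast-like cells alone, the log2 fold changes were 2.38 for Dnmt3b, 1.05 for Dnmt3a and -1.78 for Tet1.

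Under the naming rule, which ranks the genes called, the largest rises from E4.5 to E5.5 were Psmb8, Rbp4 and Cdx4, and the largest falls Cyp4f14, Plac1 and Lama1. From E4.5 to E6.5 they were Rbp4, Nrk and S100a4, and Cyp4f14, Tcl1 and Ube2dnl1. From E5.5 to E6.5 the rule gave Prl8a2, Gjb5 and Anxa2, and Smtnl1, Zfp986 and 1700019A02Rik, which come from the 15 and 44 calls not taken as reliable, and with only these 2 stages in the fit 0 genes were called. The genes named between E4.5 and E5.5 also rest on 1 embryo at E5.5. Their fitted fold changes depend on the prior count where a stage is near 0, and are not given. Rbp4 was at 81.9 CPM at E5.5, and Lama1 at 0.021 CPM.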
